# Targeting Treg cells with GITR activation alleviates resistance to immunotherapy in murine glioblastomas

**DOI:** 10.1038/s41467-021-22885-8

**Published:** 2021-05-11

**Authors:** Zohreh Amoozgar, Jonas Kloepper, Jun Ren, Rong En Tay, Samuel W. Kazer, Evgeny Kiner, Shanmugarajan Krishnan, Jessica M. Posada, Mitrajit Ghosh, Emilie Mamessier, Christina Wong, Gino B. Ferraro, Ana Batista, Nancy Wang, Mark Badeaux, Sylvie Roberge, Lei Xu, Peigen Huang, Alex K. Shalek, Dai Fukumura, Hye-Jung Kim, Rakesh K. Jain

**Keywords:** CNS cancer, Tumour immunology, Tumour immunology

## Abstract

Immune checkpoint blockers (ICBs) have failed in all phase III glioblastoma (GBM) trials. Here, we show that regulatory T (Treg) cells play a key role in GBM resistance to ICBs in experimental gliomas. Targeting glucocorticoid-induced TNFR-related receptor (GITR) in Treg cells using an agonistic antibody (αGITR) promotes CD4 Treg cell differentiation into CD4 effector T cells, alleviates Treg cell-mediated suppression of anti-tumor immune response, and induces potent anti-tumor effector cells in GBM. The reprogrammed GBM-infiltrating Treg cells express genes associated with a Th1 response signature, produce IFNγ, and acquire cytotoxic activity against GBM tumor cells while losing their suppressive function. αGITR and αPD1 antibodies increase survival benefit in three experimental GBM models, with a fraction of cohorts exhibiting complete tumor eradication and immune memory upon tumor re-challenge. Moreover, αGITR and αPD1 synergize with the standard of care treatment for newly-diagnosed GBM, enhancing the cure rates in these GBM models.

## Abstract (web summary)

Glioblastomas (GBM) are frequently resistant to immune checkpoint blockade therapy. Here the authors show that treatment with an agonistic anti-GITR antibody converts tumor infiltrating regulatory T cells to effector cells, overcoming resistance to PD1 blockade in preclinical models of GBM.

## Introduction

Glioblastomas (GBMs) are resistant to immune checkpoint blockers (ICBs) that have revolutionized the treatment of other solid malignancies. Although there are some reports of GBM patients responding to ICBs in phase II/III trials, ICBs have failed in all phase III randomized trials in both newly diagnosed and recurrent GBM patients to date^1–3^. The clinical benefits were observed in <10% of patients, and only when ICBs were administered in the neoadjuvant (pre-operative) setting in phase I/II trials^4,5^. This limited efficacy of ICBs is primarily due to the highly immunosuppressive tumor microenvironment (TME) of GBM^1^. ICBs such as anti-programmed cell death 1 antibody (αPD1) reinvigorate the tumoricidal activities of dysfunctional tumor-infiltrating cytotoxic CD8 T lymphocytes (CTLs)^6^. GBMs are in general immunologically ‘cold’ tumors because they largely exclude functional CTLs from the TME^7^, although they may contain small numbers of dysfunctional CTLs^8,9^. In contrast to CTLs, regulatory T cells (Treg cells) infiltrate the GBM TME, and together with M2-like macrophages/microglia constitute the predominant suppressive immune cell populations within GBMs^1,10–14^ that suppress the antitumor activities of CTLs and may mediate resistance to ICBs^15^. Furthermore, GBMs typically have highly proliferative tumor cells with low mutational burdens and neoantigen levels, limiting the ability of CTLs to recognize tumor cells and initiate an antitumor response, even after CD8 T cells are re-activated with ICBs^5,16,17^.

Glucocorticoid-induced tumor necrosis factor related protein (GITR) is an immune checkpoint that is constitutively expressed in Treg cells. GITR activation by its ligand in CD4 effector cells and CTLs increases cell proliferation and effector function. GITR stimulation in Treg cells leads to instability, Treg cell depletion, and decreases Treg cells suppressive function^18,19^. Anti-GITR agonistic antibody therapy has been shown to cause tumor regression in a number of preclinical non-CNS tumor models^18,20^ and is under evaluation as monotherapy (NCT01239134) and in combination with aPD1 therapy in a number of clinical trials (NCT04021043, NCT02740270, NCT02628574, NCT02598960, and NCT04225039). αGITR therapy combined with stereotactic radiation in an experimental model of glioma improves survival^21^. While these studies are insightful, the mechanisms mediating therapeutic response in GBM for αGITR alone or in combination with aPD1 or radiation remain to be elucidated. Specifically, effect of αGITR therapy on the GBM TME, including GBM Treg cells, is not well understood. Moreover, it is unclear whether αGITR therapy depletes or destabilizes GBM Tregs and how this therapy cooperates with αPD1 to mediate an antitumor response.

Here, using three preclinical murine models of GBM, we show that αGITR treatment converts the immunosuppressive TME of GBM into an immunostimulatory milieu by preferentially targeting GBM Treg cells. αGITR treatment converts immunosuppressive Treg cells into anti-tumor Th1-like CD4 T cells and overcomes resistance to αPD1 in experimental GBMs. This strategy has several advantages over targeting CTLs. First, since the T-cell receptor (TCR) repertoire of Treg cells is skewed toward recognizing self-antigens^22^, converted Treg cells can recognize self-antigens expressed by GBM tumor cells without requiring neoantigen epitopes as CTLs normally do. Second, unlike CTLs, Treg cells are abundantly present in the TME of GBMs; thus, strategies inducing Treg conversion to effector cells would generate large numbers of antitumor effector cells from existing GBM Treg cells that already recognize tumor self-antigens. Third, Treg cells usually are absent in healthy brain tissue^23^ but are recruited into GBMs, contributing to disease progression. Finally, the specific phenotype of GBM infiltrating Treg cells differs significantly from peripheral organs. Thus, immunotherapy targeting the specific phenotype of GBM-infiltrating Treg cells could potentially be tumor-specific without triggering systemic autoimmunity by interfering with the role of Treg cells in maintaining peripheral homeostasis. Thus, targeting Treg cells using αGITR may decrease the incidence of immune-related adverse events that often accompany systemic Treg cell depletion strategies, or CD8 CTL-targeted therapies in the clinic, which can result in treatment discontinuation and therefore loss of therapeutic benefit^24,25^. Here, we, therefore, evaluate the contribution of Treg cells to the immune TME of GBM during tumor progression and in response to ICBs, and assess whether resistance to an ICB such as αPD1 could be overcome by targeting GBM Treg cells. Finally, we evaluate if such a strategy can be effectively combined with the standard of care (SoC) therapy for newly diagnosed GBM^1^.

## Results

### αPD1 does not alter the T cell landscape in favor of GBM rejection

In view of heterogeneity of clinical features of human GBM, we employed three murine orthotopic tumor models—GL261-MGH, CT2A, and 005GSC—that collectively recapitulate hallmarks of GBM pathology. (These features are summarized in Table 1). Since the widely used preclinical GL261 GBM tumor model^26^ does not recapitulate the poor response to PD1 blockade seen in GBM patients^2,16^, we generated an αPD1-resistant GBM tumor model (GL261-MGH) (Fig. 1a). Because ICBs are designed to interfere with inhibitory pathways that limit T cell responses to tumors, we first determined the effect of αPD1 therapy on the T cell infiltrate in GL261-MGH. We also employed another preclinical model of GBM (CT2A) that is resistant to αPD1 and has a lower mutational burden^27^, specifically without IDH1-R132H mutation^28^ that may contribute to reduced Treg cell presence in GBM^29^. Finally, we used 005GSC, which is derived from a genetically-engineered mouse model and faithfully recapitulates the stem-like features of human GBM^30^, and thus it is likely to have a low mutational burden. Mice bearing orthotopic, size-matched murine GL261-MGH, CT2A, and 005GSC GBM tumors were treated with IgG2a control or αPD1 antibodies. In this treatment setting, we did not observe significant survival benefits (Fig. 1a), consistent with the outcomes of randomized phase III clinical trials in patients with recurrent^2^ or newly diagnosed GBM (NCT02617589)^31^. There were no significant changes in the frequency of CD8 T cells (Supplementary Fig. 1a-c), except for a modest reduction in PD1^+^Lag3^+^ exhausted CD8 T cells (Supplementary Fig. 1d). Interestingly, we observed that CD4 T cells were consistently enriched in the GBM tissues with a CD4/CD8 ratio of 2 or higher, irrespective of treatment (Supplementary Fig. 1e). A high ratio of CD4 to CD8 T cells has been reported to correlate with poor prognosis in GBM^32^, similar to the observation in a limited number of patients (*n* = 6), where two patients who survived for more than 2 years demonstrated a relatively high proportion of intratumoral CD8 T cells (Supplementary Fig. 1f). To recapitulate some recent clinical trials in GBM patients, we investigated if the addition of ICB to the SoC could alter the T cell landscape. In a cohort of 20 patients, we did not observe ICB-induced changes in the T cell landscape in favor of CD8 T cell presence (Supplementary Fig. 1g), suggesting an ICB-resistant TME in these GBMs.

**Table 1:** Clinical features of the orthotopic, immunocompetent GBM models.

Murine GBM cell line	Recapitulates features of human GBM	Response to αPD1	Mutation status	Reference
005GSC^a^	Stem-cell rich, invasive	Non-responder	IDH-wildtype	^73,82,83^
CT2A^a^	Low mutational load	Non-responder	IDH-wildtype	^27,84^
GL261-MGH^a^	Highly vascularized, necrotic, invasive	Non-responder	IDH-wildtype	^26,27,63,64,84^

^a^Orthotopic intracranial implantation through cranial window/pocket using stereotactic devise (10, 5, and 7.5 × 104 cells for GL261-MGH, CT2A, and G005 tumors, respectively). Tumor growth is monitored by ultrasound imaging or blood Gluc assay^63^.

**Fig. 1:**
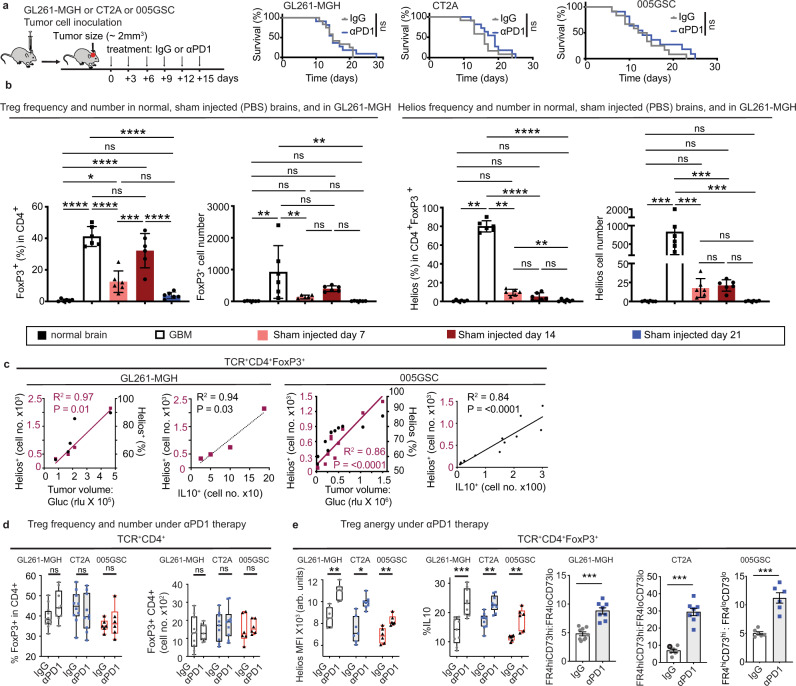
αPD1 monotherapy does not prolong GBM survival but increases Treg cell anergy in GBM tumors. **a** Schematic representation of experimental setup to evaluate the effect of IgG2a (isotype control) or αPD1 therapy on the survival of GL261-MGH (*n* = 12), CT2A (*n* = 12), and 005GSC (*n* = 13) GBM-bearing mice (two independent repeats of survival assessment). Median survival for GL261-MGH [IgG2a (15 days), αPD1 (15 days), *p* = 0.760], CT2A [IgG2a (16 days), αPD1(19 days), *p* = 0.1730], 005GSC [IgG2a (13 days), αPD1 (13 days), *p* = 0.3479]. **b** Treg cells’ frequency (% of FoxP3^+^ cells in CD4 T cells) (left) and number (second panel) in the normal brain compared to tumor tissue (GL261-MGH), and PBS injection at days 7, 14 and 21 post injection. Correlation of Helios^+^ GBM Treg cells (cell number (third panel from right) and frequency (right panel) in the normal brain, GL261-MGH tumors, and sham injected brain at days 7,14 and 21 quantified by FACS (*n* = 6 biological replicate). Data presented are mean ± SEM. *P* < 0.0001 by ordinary one-way ANOVA test and were corrected for multiple comparisons using the Tukey adjustment. For between group analysis post-Tukey, Statistical significance is shown as *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **c** Correlation of Helios^+^ GBM Treg cells (cell number and frequency) with tumor volume (purple left *Y*-axis; black right *Y*-axis, respectively) (left for both GL261-MGH and 005GSC) and correlation of Helios expressing Treg cells with IL10 expressing Treg cells (right for both GL261-MGH and 005GSC) cell numbers in GBM) (GL261-MGH *n* = 5, 005GSC *n* = 11), using linear regression analysis. **d** Treg cell frequency(left) [GL261-MGH (IgG *n* = 12, αPD1 *n* = 9); CT2A (IgG *n* = 10, αPD1 *n* = 10); 005GSC (IgG *n* = 6, αPD1 *n* = 6)]. and cell numbers (right) [GL261-MGH (IgG *n* = 10, αPD1 *n* = 10); CT2A (IgG *n* = 10, αPD1 *n* = 10); 005GSC (IgG *n* = 6, αPD1 *n* = 6)], quantified by FACS. Data presented are mean ± SEM. *P* = 0.0011 by ordinary one-way ANOVA test and were corrected for multiple comparisons using the Tukey adjustment. For between group analysis post-Tukey, stars were assigned as *p < 0.05, **p < 0.01, ***p < 0.001. The line in the middle of the box and whisker graph represents the median (50th percentile). The box extends from the 25th to 75th percentile. The whiskers extend from the lowest to the highest value. **e** Helios expression and mean fluorescence intensity (MFI) of Helios (left) [GL261-MGH (IgG *n* = 7, αPD1 *n* = 7); CT2A (IgG *n* = 7, αPD1 *n* = 8); 005GSC (IgG *n* = 6, αPD1 *n* = 6)], percentage of IL10 positive cells (middle) [GL261-MGH (IgG *n* = 9, αPD1 *n* = 9); CT2A (IgG *n* = 9, αPD1 *n* = 9); 005GSC (IgG *n* = 6, αPD1 *n* = 6)], and the ratio of FR4^hi^CF73^hi^ to FR4^lo^CF73^lo^ in tumor infiltrating Treg cells (right) [GL261-MGH (IgG *n* = 9, αPD1 *n* = 8); CT2A (IgG *n* = 7, αPD1 *n* = 8); 005GSC (IgG *n* = 6, αPD1 *n* = 6)] quantified by FACS. Data presented are mean ± SEM. *P* < 0.0001 by ordinary one-way ANOVA test and were corrected for multiple comparisons using the Tukey adjustment. The line in the middle of the box and whisker graph represents the median (50th percentile). The box extends from the 25th to 75th percentile. The whiskers extend from the lowest to the highest value. For between group analysis of Helios MFI and IL 10 post-Tukey, stars were assigned as *p < 0.05, **p < 0.01, ***p < 0.001. Two-tailed unpaired *t*-test for the ratio of FR4^hi^CF73^hi^ to FR4^lo^CF73^lo^, ***p < 0.001 [(GL261-MGH, 95% confidence interval 2.667–5.346, *t* = 6.376, df = 15), (CT2A, 95% confidence interval 17.34–27.68, *t* = 9.412, df = 13), (005GSC, 95% confidence interval 4.092–8.259, *t* = 6.472, df = 10)]. Source data are provided as a Source Data file.

### ICBs increase Treg cell anergy in GBM tissue and systemically

Treg cells are a specialized subset of CD4 T cells known to directly inhibit CTL function^33^. Indeed, CD4 Treg cells were present at a high frequency (>40% of CD4 T cells) and number in treatment-naive 005GSC and GL261-MGH tumors (Fig. 1b, Supplementary Fig 2a), but were absent in sections from tumor-free brain tissues (Supplementary Fig. 2a). To analyze the Treg cells associated with tumor progression vs. Treg cells recruited due to tissue injury secondary to the orthotopic injection of tumor cells into the brain, we compared time-dependent changes in Treg cell numbers and phenotype in both conditions. The frequency of Treg cells increased in a time-dependent manner and reached its maximum (~35%) at day 14 after sham injection. However, the number of Treg cells was significantly lower in sham injection compared with that in GBM (Fig. 1b). Unlike intratumoral Treg cells in GBM that increased proportionally with tumor growth (Fig. 1c), Treg cells were reduced over time and could not be detected by day 21 post sham injection-induced injury (Fig. 1b). Moreover, the phenotype of Treg cells in the brain after injury differed significantly from that in GBM tumors, as the Tregs in the former condition had limited expression of Helios compared to GBM Treg cells (Fig. 1b).

To determine whether the high frequency of Treg cells is specific to GBM or is a general characteristic of CNS tumors^34^ that contributes to their refractoriness to CTL-based therapies, we profiled the composition of T cells infiltrating GBM tumors across several mouse models of brain tumors, including primary adult GBM models (GL261-MGH, CT2A, 005GSC), pediatric brain tumor (group 3 Myc medulloblastoma), and brain metastases from breast cancer (triple-negative and ErbB2^+^) (Supplementary Fig. 2b). We found that 30–40% of tumor-infiltrating CD4 T cells were Treg cells expressing the canonical lineage-specific transcription factor FoxP3 across tested tumor models (Supplementary Fig. 2a–c), suggesting that a high frequency of Treg cells is a general characteristic of CNS tumors. Notably, the frequency of Treg cells increased with tumor size (Supplementary Fig. 2d–f). These findings are consistent with clinical data^23,35^ and suggest that GBM progression is accompanied by an influx of peripheral Treg cells into the brain malignancies.

Since the brain does not depend on Treg cells to maintain physiological homeostasis^36^, unlike peripheral tissues, we asked whether the increase in Treg cell frequency and number is also correlated with Treg cell anergy. Co-expression of CD73 and folate receptor 4 (FR4) marks anergy of CD4 T cells and indicates a loss of effector function^37,38^. We used these markers as an indication of anergy and suppressive function by Treg cells. Flow cytometry analysis also showed that Treg cells increasingly acquired an anergic phenotype with increasing tumor volume, as measured by an increased number of cells expressing the transcription factor Helios (Fig. 1c, Supplementary Fig. 2g, h) and the key immunosuppressive cytokine IL-10 (Fig. 1c). We next asked whether the lack of αPD1 therapy efficacy was associated with increased Treg cell anergy in GBM. In contrast to peripheral tumors where αPD1 therapy can lead to an increased Treg cell frequency in tumors^39^, αPD1 therapy in GBM did not significantly alter Treg cell frequency and numbers (Fig. 1d). The expression of markers of Treg cell anergy^37,40^ substantially increased with αPD1 therapy (Fig. 1e). These data are consistent with the hypothesis that Treg cells may mediate resistance to αPD1 therapy in GBM.

Despite confinement of GBMs in the intracranial space, systemic T cells are also dysfunctional in GBM patients^41^. To evaluate this dysfunction, including induction of Treg cell anergy, we analyzed tumor-draining lymph nodes and spleens of GBM tumor-bearing mice. While the frequency and numbers of Treg cells were not altered in these lymphoid organs during tumor growth (Supplementary Fig. 3a), the ratio of FR4^hi^CD73^hi^/FR4^lo^CD73^lo^ was higher compared to non-tumor-bearing mice (Supplementary Fig. 3b). These data indicate that Treg cells outside the brain can also acquire a suppressive phenotype and might induce systemic immunosuppression during tumor progression.

### Engagement of GITR converts Treg cells to T effector cells

Given the high frequency and anergy induced in GBM Treg cells in response to αPD1 treatment, we reasoned that either the depletion or the modulation of Treg cells might restore CD8 T cell-mediated antitumor immunity. We first tested the effect of Treg cell depletion by systemic administration of diphtheria toxin (DT) in GBM-bearing mice expressing the human DT receptor on Treg cells (*FoxP3*^*DTR*^)^34^, when tumors were fully established (Supplementary Fig. 4a). In contrast to peripheral tumors^42^, total ablation of Treg cells in established GBMs using DT cannot be achieved, since the required doses would cause severe morbidity. We used the maximum tolerated DT dose, which achieved a 60% reduction of Treg cell frequency in tumors (Supplementary Fig. 4b). This Treg cell reduction conferred a modest survival benefit of 3–5 days (Supplementary Fig. 4c). We did not observe a change in the frequency of CD8 T cells. We found only a modest reduction in the exhausted phenotype of CD8 T cells as demonstrated by reduced frequency of CTL receptors associated with the exhaustion (PD1, LAG-3, and TIGIT) (Supplementary Fig. 4d). In contrast, the remaining Treg cells retained their anergic phenotype (Supplementary Fig. 4e). Treatment with αPD1 did not lead to a survival benefit in DT-treated GL261-MGH bearing mice (Supplementary Fig. 4f, g). Because anti-cytotoxic T-lymphocyte associated protein (αCTLA4) treatment is known to both re-activate CTLs and deplete Treg cells^43^, we tested if combining αCTLA4 with αPD1 antibodies could alleviate Treg cell-mediated resistance to αPD1 antibody in GBM (Supplementary Fig. 5a). The combination of αPD1 and αCTLA4 antibodies did not alleviate resistance to αPD1. Specifically, the tumor burden was not reduced (Supplementary Fig. 5b), the overall survival of mice did not increase (Supplementary Fig. 5b), and the composition of tumor-infiltrating T cells did not change toward increased CTL numbers (Supplementary Fig. 5c) or function (Supplementary Fig. 5d). While αCTLA4 monotherapy did not deplete GBM-infiltrating Treg cells (Supplementary Fig. 5e), it did reduce the anergic phenotype of Treg cells (Supplementary Fig. 5f–h). However, the addition of αPD1 to αCTLA4 reversed the reduction in Treg cell anergy conferred by αCTLA4 (Supplementary Fig. 5f–h). Overall, these data indicate that the depletion of Treg cells is unlikely to yield therapeutic benefit in established GBM tumors.

We, therefore, searched for alternative approaches to specifically target tumor-infiltrating Treg cells with antibodies. We profiled GBM Treg cells for expression of co-inhibitory/activating receptors by flow cytometry (Supplementary Fig. 6), and found that GITR showed the highest expression in intratumoral GBM Treg cells, irrespective of ICB treatment (Supplementary Fig. 6a). Moreover, while GITR was highly expressed in GBM Treg cells (~85%), its expression was significantly lower in Treg cells in the spleen (Supplementary Figs. 6c, 7a) and blood (~25%) (Supplementary Fig. 6d) of tumor-bearing mice (~20%), indicating that GITR is relatively selectively expressed in GBM-infiltrating Treg cells. Furthermore, induction of GITR signaling using an agonistic GITR monoclonal antibody (αGITR here onwards) has been shown to deplete Treg cells^18,44,45^ or induce Treg cell lineage instability in non-CNS tumors^40,46^. Therefore, we reasoned that inducing GITR signaling in Treg cells may be a promising immunotherapeutic strategy to overcome resistance to ICBs in GBM as it would not only reduce suppression of antitumor immunity but also activate potential antitumor effector functions of reprogrammed Treg cells.

Because the therapeutic effect of αGITR in ICB-responsive GL261^21^ was shown to be independent of Treg cells’ presence in GBM and largely relied on CD8 T cell gain of function, we first tested whether αGITR treatment alters the phenotype of Treg cells isolated from GL261-MGH, CT2A, or 005GSC bearing mice ex vivo. Treg cells and CD8 T cells were harvested from tumors and co-cultured in a 1:1 ratio (Fig. 2a), resembling the ratio of Treg cells to CD8 T cells in GBM (Supplementary Figs. 1e and 2b). Treg cells treated with αGITR displayed decreases in anergic phenotype in all three tumor models (Fig. 2b-j) as measured by the expression of Helios (Fig. 2b, e and h) and the production of IL-10 (Fig. 2c, f and l). Importantly, the αGITR-treated Treg cells gained CD4 effector function, as evidenced by the increased production of IFNγ^47^ (Fig. 2d, g and j). Similar to in vivo studies (Fig. 1e), αPD1 monotherapy enhanced Treg cells anergy (Fig. 2b,c, e, f and h, I). αPD1 + αGITR treated Treg cells showed a CD4 effector phenotype similar to αGITR therapy as opposed to anergic Treg cells observed in control and following αPD1 treatment. While αPD1 therapy alleviated CD8 T cell dysfunction evidenced by increased production of IFNγ (Fig. 2k) and decreased production of IL-10 (Fig. 2l), unlike immunotherapy responsive GL261 tumors^21^, αGITR monotherapy did not alter the CD8 T cell phenotype in the GL261-MGH model.

**Fig. 2:**
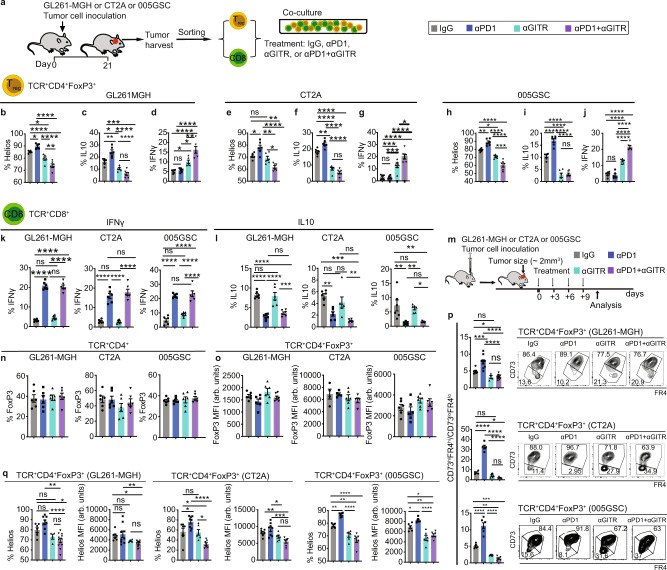
Engagement of GITR with an agonistic antibody (αGITR) converts Treg cells to CD4 T effector cells. **a** Schematic representation of the ex vivo treatment experiments of Treg cells and CD8 T cells derived from tumor-bearing mice. Tumors [GL261-MGH (*n* = 24), CT2A (*n* = 25), 005GSC (*n* = 20)] were inoculated and harvested 21 days post-inoculation. Treg cells and CD8 T cells were sorted using FACS. CD8 T cells (2 × 10^3^) were co-cultured with Treg cells (2 × 10^3^), accompanied by treatment with (i) IgG2a (isotype control), (ii) αPD1, (iii) αGITR, or (iv) αGITR + αPD1 (*n* = 6 per treatment, 1 treatment, 20 µg/mL for each antibody). **b**–**j** Treg cells (day 4) were analyzed for expression of Helios (**b**, **e**, **h**), and cytokines IL10 (**c**, **f**, **i**) and IFNγ (**d**, **g**, **j**). (*n* = 6 biological replicates for each treatment), Data presented are mean ± SEM. *P* < 0.0001 by ordinary one-way ANOVA test and were corrected for multiple comparisons using the Tukey adjustment for (**b**–**j**). Stars were assigned as *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **k**, **l** CD8 T cells were analyzed for the production of cytokines IFNγ (K) and IL10 (L) (*n* = 6 biological replicates for each treatment). Data presented are mean ± SEM. *P* < 0.0001 by ordinary one-way ANOVA test and were corrected for multiple comparisons using the Tukey adjustment (**k** & **l**). Stars were assigned as *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **m** Schematic representation of experimental protocol. Mice bearing orthotopic GBM tumors (GL261-MGH, CT2A or 005GSC, size ~2 mm^3^) were treated with 4 doses of: (i) IgG2a, (ii) αPD1, (iii) αGITR, or (iv) αGITR + αPD1 (250 µg/mice). **n**–**o** Intratumoral T cells were analyzed for Treg cell frequency (**n**) and FoxP3 MFI (**o**). Data presented are mean ± SEM. *P* > 0.05 by ordinary one-way ANOVA test. Treg frequency data (**n**), was a collection of 6 biological replicates per treatment arm. MFI of FoxP3 (**o**) *n* = 6 biological replicates across the tumor models and treatment arms excluding IgG treatment in CT2A (*n* = 4 biological replicates), αPD1 (*n* = 5 biological replicates) and αGITR (*n* = 7 biological replicates). Data points are not significantly different from each other (**n**–**o**). **p** Intratumoral Treg cells were analyzed for the co-expression of CD73 and FR4. GL261-MGH (IgG *n* = 7, αPD1 *n* = 9, αGITR *n* = 4, αPD1 + αGITR *n* = 11), CT2A (IgG *n* = 4, αPD1 *n* = 5, αGITR *n* = 6, αPD1 + αGITR *n* = 5), 005GSC (IgG *n* = 6, αPD1 *n* = 6, αGITR *n* = 6, αPD1 + αGITR *n* = 6). Data presented are mean ± SEM. *P* < 0.0001 by ordinary one-way ANOVA test and were corrected for multiple comparisons using the Tukey adjustment. Stars were assigned as *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **q** Intratumoral Treg cells were analyzed for as well as expression of transcription factor Helios GL261-MGH (IgG *n* = 7, αPD1 *n* = 9, αGITR *n* = 4, αPD1 + αGITR *n* = 11), CT2A (IgG *n* = 7, αPD1 *n* = 8, αGITR *n* = 6, αPD1 + αGITR *n* = 7), 005GSC (IgG *n* = 6, αPD1 *n* = 6, αGITR *n* = 6, αPD1 + αGITR *n* = 6) and Helios MFI GL261-MGH (IgG *n* = 7, αPD1 *n* = 8, αGITR *n* = 4, αPD1 + αGITR *n* = 11), CT2A (IgG *n* = 7, αPD1 *n* = 8, αGITR *n* = 6, αPD1 + αGITR *n* = 7), 005GSC (IgG *n* = 6, αPD1 *n* = 6, αGITR *n* = 6, αPD1 + αGITR *n* = 6). Data presented are mean ± SEM. *P* < 0.0001 (GL261-MGH and 005GSC, Helios frequency, & MFI, and CT2A Helios frequency), *P* = 0.0003 (CT2A Helios MFI) by ordinary one-way ANOVA test and were corrected for multiple comparisons using the Tukey adjustment. Stars were assigned as *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided as a Source Data file.

Next, we tested whether the loss of Treg cells’ anergy is preserved in vivo. Therapeutic administration of αGITR to established GBM tumors (GL261-MGH, CT2A, and 005GSC) (Fig. 2m) neither changed the Treg cell frequency (Fig. 2n) nor down-regulated FoxP3 expression (Fig. 2o). In established GBM tumors, αGITR reduced the Treg cell anergic phenotype measured by the ratio of CD73^hi^FR4^hi^ to CD73^lo^FR4^lo^ cells (Fig. 2p) and the expression of Helios (Fig. 2q). The acquired loss of anergy under αGITR persisted even when combined with αPD1 that normally induces an anergic phenotype in Treg cells (Fig. 2p, q).

We then tested whether αGITR treatment induces loss of the suppressive phenotype of Treg cells in vivo. We treated GL261-MGH-bearing mice with 4 doses of (i) isotype control (IgG2a), (ii) αPD1 antibody, (iii) αGITR antibody, or (iv) αPD1 + αGITR antibodies. We then isolated Treg cells from LNs and spleens, and co-cultured them with tumor-naive CD8 T cells harvested from spleens of healthy mice (Supplementary Fig. 8a). We reasoned that while intratumoral Treg cells may differ significantly from peripheral Treg cells (Supplementary Fig. 6, 7), they share certain similarities in anergic phenotype, including the increased co-expression of CD73 and FR4 (Supplementary Fig. 3). We found that in contrast to Treg cells from mice treated with IgG2a or αPD1 alone, Treg cells from mice treated with αGITR antibody or combined αPD1 + αGITR antibodies (Supplementary Fig. 8a) lost their ability to suppress CD8 T cell proliferation (Supplementary Fig. 8b), which increased the number of IFNγ-secreting CD8 T cells (Supplementary Fig. 8c).

Finally, we asked whether αGITR treatment could also impact CD8 T cells’ ability to resist Treg cell suppression using the same treatment groups as above (Supplementary Fig. 8d). We found that, in contrast to CD8 T cells from mice treated with IgG2a or αPD1 alone, CD8 T cells harvested from mice treated with αGITR alone or combined αPD1 + αGITR gained an ability to resist Treg cell suppression and therefore were significantly more proliferative and exhibited increased IFNγ expression (Supplementary Fig. 8e, f).

To test whether αGITR-treated Treg is sufficient to overcome immune suppression by residual Treg cells during genetic depletion, we treated GL261-MGH tumor-bearing FoxP3^*DTR*^ mice with either DT (to partially deplete Treg cells) alone or DT + αGITR (to partially deplete and reprogram the remaining ones) (Supplementary Fig. 9a). We observed that αGITR treatment alone or αGITR following partial Treg cell depletion led to a significant survival benefit compared with control (Supplementary Fig. 9b). Moreover, αGITR treatment, along with Treg cell depletion, also showed a trend (*p* = 0.051) toward prolonged survival of GBM-bearing mice over Treg cell depletion alone (Supplementary Fig. 9b).

Because of the prevalence of tumor-associated macrophages (TAMs) in GBM^10,29^, we also analyzed the effect of Treg cell depletion on the frequency and phenotype of TAMs. Partial Treg cell depletion using the DTR mouse model increased the fraction of “M1-like” over “M2-like” TAMs, although it did not reduce the frequency of TAMs (Supplementary Fig. 10a). Since TAMs are known to regulate CD4 T cells in GBM^10^, we asked the relative contribution of Treg cells vs. TAMs in GBM tumor development. To this end, we compared the GBM take rate in mice depleted of Treg cells (*FoxP3*^DTR^ mice, treated with DT prior to tumor inoculation) vs. *Ccr2*^–/–^ mice that are unable to recruit monocytic TAM precursors to tumor sites (Supplementary Fig. 10b). CCR2 expression is not restricted to monocytes but is also high in microglia^48^, and its deficiency impairs the accumulation of both microglia and macrophages^48^. Importantly, fate mapping using *CCR2-CreER* mice showed monocyte to microglia transition during development and in response to injury^49^. Because of these reasons, we selected *Ccr2*^−/−^ mice rather than *Cx3cr1*^−/−^ mice to be able to include all macrophage subsets that are involved in shaping myeloid immune microenvironment in this particular tumor type. In mice depleted of Treg cells, 30% of them rejected GBM tumors (3 out of 10). In contrast, the tumor take rate in *Ccr2*^–/–^ mice was not significantly changed, compared to wild-type mice (Supplementary Fig. 10b). Furthermore, because a positive feedback loop between Treg cells and TAMs has been described in non-CNS tumors^50^, we generated *FoxP3*^DTR^*Ccr2*^–/–^ mice to investigate whether the reduction of both Treg cells and TAMs could restore antitumor immunity in GBM. We did not observe significant improvement in tumor growth or survival in DT-treated *FoxP3*^*DTR*^*Ccr2*^–/–^ mice beyond that seen in *Ccr2*^–/–^ mice or *FoxP3*^*DTR*^ mice treated with DT (Supplementary Fig. 10c). To evaluate whether a combination of reducing and converting Treg cells, and reducing TAMs can alleviate resistance to αPD1 therapy, we treated *FoxP3*^*DTR*^*Ccr2*^–/–^ mice bearing GBMs (GL261-MGH and CT2A) with DT + αGITR + αPD1 in a 6-arm experiment and monitored mouse survival. We found that modulation of Treg cells (depletion + conversion) along with the reduction of TAMs enhanced the survival in both GL261-MGH (~2-fold increase) and CT2A (~3.5-fold) challenged mice (Supplementary Fig. 10d). Importantly, this therapy resulted in total tumor eradication in ~35% of CT2A-bearing mice (Supplementary Fig. 10d). Altogether, these data suggest that Treg cells contribute critically to immunosuppression in conjunction with TAMs in GBM, despite the former being present in relatively lower numbers than TAMs.

### αPD1 + αGITR convert GBM Treg cells to Th1 effector T cells

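Treg cells were sorted from the spleens and tumors of mice bearing CT2A, a murine GBM cell line, and their RNA was sequenced in bulk by the Smart-Seq2 protocol, which amplifies full-length cDNA from small numbers of cells. By the paper's account the mice received 4 doses of IgG2a or αPD1 + αGITR and were analyzed on day 10. The values used here come from 27 libraries, of which 7 were of splenic Treg cells after IgG2a, 8 of splenic Treg cells after αPD1 + αGITR, 5 of GBM Treg cells after IgG2a and 7 of GBM Treg cells after αPD1 + αGITR. Of the 9 spleens described for αPD1 + αGITR, 1 library was not used here, because no column of values carries its name. The paper gives n = 5 and n = 7 for these groups (Fig. 3b–d) and does not say which spleens entered, so all named libraries were kept. The authors aligned the reads to mm10 with Tophat and calculated TPM, transcript abundances scaled to the same total in each library, with RSEM. The deposited table lists 53801 features by gene symbol as TPM plus 1, before the filters on expression and coefficient of variation (CV) that the paper describes.

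The number of reads behind each value is not known from the table, so no counting error can be given. The most abundant feature of each library took between 15.5% and 53.7% of its TPM, with a median of 33.6%. The feature with the highest mean was the ribosomal RNA gene CT010467.1 (GRCm38 chromosome 17 from 39846353 to 39848827), listed at 138811 to 537465 TPM. The 10 features with the highest means together took 31.9% to 78.3%. The median of that share was 65.0% in splenic and 58.4% in GBM Treg cells after IgG2a, and 58.2% and 47.1% after αPD1 + αGITR. Between 7702 and 17460 genes per library had a TPM above 1. Their median number was 13915 in splenic and 14624 in GBM Treg cells after IgG2a, and 14753.5 and 13743 after αPD1 + αGITR. Groups were compared a pair at a time with limma on log2(TPM + 1), for genes with a mean TPM above 10 in at least 1 of the 2 groups, with two-sided tests and Benjamini-Hochberg adjustment. Single genes were also compared with a two-sided exact permutation test of the difference in mean log2(TPM + 1). Fold changes are given as log2, and gene positions are those of the mouse genome build GRCm38, matched by symbol.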

To gain mechanistic insights into αGITR-treated Treg cells and to identify the transcriptional networks involved, we performed RNA-seq analysis using splenic and intratumoral Treg cells from GBM-bearing mice treated with IgG2a (isotype control) vs. αPD1 + αGITR (Fig. 3a). We focused on the αPD1 + αGITR combination therapy arm rather than the monotherapy arms because Treg cell conversion that occurred under αGITR therapy ex vivo and in vivo was extended to dual therapy (Fig. 2). We also observed that αPD1 therapy predominantly affects CD8 T cell function (Fig. 2k, l) rather than CD4 Treg cells. 

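Treg cells from the tumors (n = 5) and the spleens (n = 7) of IgG2a-treated mice were compared for 6 receptor genes that the paper calls co-stimulatory. Elsewhere the paper counts PD1, Lag3 and TIGIT as inhibitory markers on CD8 T cells. *Lag3*, on chromosome 6 from 124904361 to 124911705, was listed at 224 ± 198 TPM (SD, n = 5) in GBM and 8.81 ± 15.4 TPM (SD, n = 7) in splenic Treg cells. Its log2 fold change was 4.98 (standard error 1.10, adjusted p = 0.0226), and 4 of 5 GBM libraries lay above every splenic library (exact permutation test, p = 0.0126). *Pdcd1*, on chromosome 1 from 94038305 to 94052553, was listed at 154 ± 75.5 TPM in GBM and 10.3 ± 10.3 TPM in spleen, a log2 fold change of 4.28 (standard error 0.84, adjusted p = 0.00790). *Icos*, on chromosome 1 from 60977927 to 61000320, was listed at 278 ± 159 TPM in GBM and 17.3 ± 20.9 TPM in spleen, with a log2 fold change of 4.39 (standard error 0.80, adjusted p = 0.00352). For *Pdcd1* and *Icos* the exact permutation test gave p = 0.00126, the smallest that 5 libraries against 7 allow. *Tnfrsf9*, on chromosome 4 from 150914562 to 150946102, was listed at 220.0 ± 50.2 TPM in GBM and 19.7 ± 24.8 TPM in spleen, which is a log2 fold change of 4.36 (standard error 0.86, adjusted p = 0.00790, exact permutation p = 0.00253). *Tigit*, on chromosome 16 from 43648867 to 43664146, was listed at 258 ± 163 TPM in GBM and 14.6 ± 21.4 TPM in spleen. This is a log2 fold change of 4.94 (standard error 0.88, adjusted p = 0.00332, exact permutation p = 0.00379). For *Pdcd1*, *Icos*, *Tnfrsf9* and *Tigit*, each of the 5 GBM libraries lay above every splenic library. *Tnfrsf18*, on chromosome 4 from 156026164 to 156028895, was listed at 244 ± 81.2 TPM in GBM and 42.9 ± 53.1 TPM in spleen. The log2 fold change was 3.17 (standard error 0.80), and 4 of 5 GBM libraries lay above every splenic library (exact permutation test, p = 0.00505). Its unadjusted limma p was 0.000374. Its limma p adjusted over all 7380 genes tested, 0.0531, did not pass 0.05.

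The splenic libraries differed widely, and the paper's n is smaller than the 7 used, so each of their values follows in the order of replicates spleen_369_a, 76_a, 77_a, 79_a, 79_b, 79_c and 79_d. *Lag3* was listed at 39.2, 0.100, 0, 0.220, 20.9, 1.03 and 0.270 TPM, and *Pdcd1* at 7.95, 2.21, 10.9, 6.19, 31.1, 13.6 and 0 TPM. *Icos* was listed at 15.4, 17.0, 14.0, 3.26, 62.9, 5.55 and 3.27 TPM, and *Tnfrsf9* at 10.7, 41.0, 10.9, 2.59, 66.9, 5.30 and 0.550 TPM. *Tigit* was listed at 16.9, 16.4, 4.66, 0.720, 60.5, 1.05 and 2.18 TPM, and *Tnfrsf18* at 29.8, 54.6, 24.1, 6.34, 158, 21.8 and 5.92 TPM. The alternative that lowered most of these fold changes was a pseudocount of 10 in place of 1, under which they were 3.10 for *Lag3*, 3.05 for *Pdcd1*, 3.50 for *Icos*, 3.29 for *Tnfrsf9*, 3.61 for *Tigit* and 2.67 for *Tnfrsf18*. Over the alternative settings the adjusted p ranged from 0.000414 to 0.581 for *Lag3*, from 0.000220 to 0.190 for *Pdcd1*, from 0.000220 to 0.305 for *Icos*, from 0.000220 to 0.251 for *Tnfrsf9*, from 0.000311 to 0.356 for *Tigit* and from 0.00168 to 0.433 for *Tnfrsf18*. None of the 6 genes passed the adjusted threshold without the filter on low values or with the replicate block, where the log2 fold change of *Icos* was 4.40. With untransformed TPM only *Tnfrsf9* passed it, and with the ordinary linear model only *Icos*. Leaving out 1 library changed no call for *Pdcd1*, *Icos*, *Tnfrsf9* or *Tigit*. The log2 fold change of *Lag3* was 6.08 without GBM replicate tumor_369_a and 5.60 without splenic replicate spleen_369_a. Leaving out GBM replicate 76_a, 77_a or 78_a or splenic replicate 76_a took the adjusted p of *Lag3* above 0.05, to at most 0.0849. Leaving out splenic replicate 79_b brought the adjusted p of *Tnfrsf18* to 0.0137. GBM replicate 79_a had the highest level of macrophage transcripts of the 5, and without it the median log2 fold change of the 6 genes was 4.48.

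**Figure D1:**
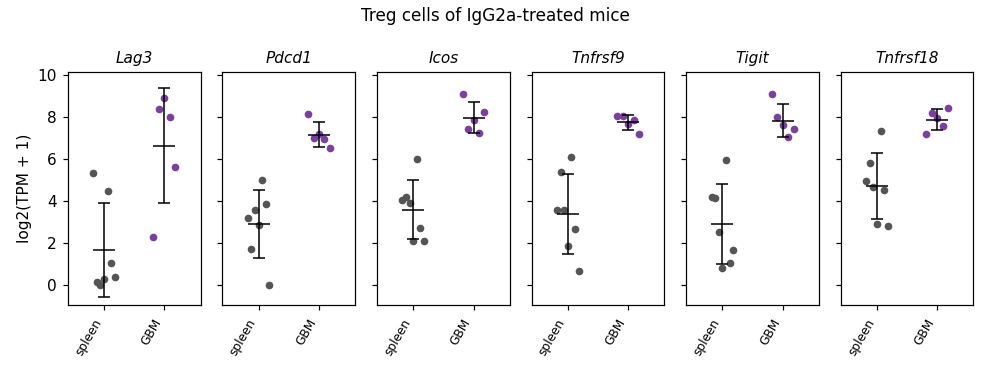
log2(TPM + 1) of the 6 genes in Treg cells from the spleens (n = 7) and tumors (n = 5) of IgG2a-treated mice; each point is 1 library, long bars are means and short bars 1 SD. In 4 of the 6 genes the GBM libraries all lie above the splenic ones, while *Lag3* and *Tnfrsf18* overlap in 1 GBM library each.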

Our analysis revealed that co-stimulatory genes such as *Lag3*, *Pdcd1* (which encodes PD1), *Icos*, *Tnfrsf9* (which encodes 4-1BB), *Tigit*, and *Tnfrsf18* (which encodes GITR) were expressed at significantly higher levels in the GBM Treg cells compared to the splenic Treg cells (Fig. 3b). In comparison to 155 significantly differentially expressed genes (DEGs; FC > 2, *P* < 0.05) in splenic Treg cells, we found 744 DEGs in GBM-infiltrating Treg cells after αPD1 + αGITR therapy (Fig. 3c), suggesting αGITR treatment primarily modulated GBM Treg cells. 

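In GBM Treg cells 7848 genes were tested between αPD1 + αGITR (n = 7) and IgG2a (n = 5), and 1749 had an unadjusted p under 0.05 where chance alone gives about 392. Of these, 1700 also changed more than 2-fold, with 1318 higher and 382 lower after treatment. In splenic Treg cells 6634 genes were tested between αPD1 + αGITR (n = 8) and IgG2a (n = 7), and 168 had an unadjusted p under 0.05 where chance gives about 332. All of these changed more than 2-fold, with 99 higher and 69 lower. No gene of either tissue passed an adjusted p of 0.05 in limma, and the lowest adjusted p was 0.0947 in GBM and 0.449 in spleen. In GBM 182 genes had an adjusted p under 0.1. An ordinary linear model without limma's pooled variances gave 1 gene past the adjusted threshold in GBM, and limma with weighted libraries gave 263. In GBM the libraries of the 2 groups did not overlap for 172 genes, where chance gives 0.253% of the genes tested.

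The median log2 fold change over all genes tested was 0.62 in GBM and 0.15 in spleen, so the typical gene rose in GBM. The size of the GBM median depended on the pseudocount, with 0.31 for a pseudocount of 10 and 0.78 for 0.1. Quantile normalization moved the GBM median to 0.13 and rescaling by TMM-type factors moved it to 0.054. Relative to these shifts the share of higher genes among the GBM DEGs fell from 77.5% to 46.4% of 1123 genes and to 43.9% of 1090 genes. In spleen the same steps moved it from 58.9% of 168 genes to 43.3% of 240 genes and to 41.6% of 233 genes. Without splenic IgG2a replicate 79_a the splenic share was 42.3% of 213 genes, and without replicate 79_b it was 74.3% of 214 genes. The alternatives that moved the GBM count most were keeping only genes with a mean TPM above 10 in both groups, with 935 DEGs, and a pseudocount of 10, with 970. Without IgG2a replicate tumor_369_a, which had the fewest genes with a TPM above 1, the GBM count was 1133. With the spleen thinned at random to 5 and 7 libraries, 100 draws gave a median of 175.5 DEGs (range 106 to 709).

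The difference between the tissues was also tested directly, by the interaction of tissue and treatment over 8687 genes in the 27 libraries. It gave 1056 genes at an unadjusted p under 0.05, where chance gives about 434, and 0 genes past the adjusted threshold in limma (lowest adjusted p = 0.119). From the larger number of DEGs in GBM than in splenic Treg cells, the paper proposes that αGITR treatment mainly modulated the Treg cells of the tumor.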

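The genes that T helper 1 (Th1) cells depend on were compared in GBM Treg cells between αPD1 + αGITR (n = 7) and IgG2a (n = 5). *Il12rb1*, a subunit of the interleukin-12 receptor on chromosome 8 from 70808449 to 70821424, was listed at 110.02 ± 23.0 TPM (SD, n = 7) after αPD1 + αGITR and 54.2 ± 30.5 TPM (SD, n = 5) after IgG2a. Its log2 fold change was 1.72 (standard error 0.74), and each of the 7 treated libraries lay above every IgG2a library (exact permutation test, p = 0.00126, the smallest these groups allow). The limma p adjusted over all genes was 0.190. *Tbx21*, which encodes T-bet and lies on chromosome 11 from 97098071 to 97115331, was listed at 120.3 ± 37.2 TPM after αPD1 + αGITR and 71.0 ± 50.5 TPM after IgG2a. The log2 fold change of *Tbx21* was 1.38 (standard error 0.68, exact permutation p = 0.0467, adjusted limma p = 0.238), and 2 of 7 treated libraries lay above every IgG2a library. *Stat4*, on chromosome 1 from 51987148 to 52107189, was listed at 26.0 ± 15.3 TPM after αPD1 + αGITR and 16.4 ± 14.8 TPM after IgG2a. Its log2 fold change of 0.80 (standard error 0.66) was within the spread of the libraries (exact permutation p = 0.208, adjusted limma p = 0.457). The rise of *Il12rb1* and *Tbx21* was smaller without IgG2a replicate tumor_369_a, with log2 fold changes of 0.68 and 0.50, while that of *Stat4* was then 1.205. After rescaling by TMM-type factors, which removes most of the shift shared by all genes, the log2 fold changes were 1.18 for *Il12rb1*, 0.74 for *Tbx21* and 0.12 for *Stat4*.

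A list of 25 Th1 genes was written before the data were examined, and the paper names many of the same genes for these libraries. Of its genes 19 passed the filter, and 15 of them were higher after αPD1 + αGITR, with a median log2 fold change of 0.77. Against all other genes tested, camera (limma, preset correlation of 0.01) gave an adjusted p of 0.570 for the list. Without adjustment over the lists it passed 0.05 in fry, which tests it against no change and therefore includes the shift shared by all genes. It also passed in camera without the filter on low values, where its median was 0.65. There the median of all 40755 genes was 0.018, against 0.62 with the filter, so this test includes that shift too. In limma no gene of the list passed 0.05 when adjusted over the list alone, and none did over all genes tested. Under TMM-type factors the median of the list was 0.10, the lowest of the alternatives. In splenic Treg cells 9 genes of the list passed the filter and 8 of them were higher after αPD1 + αGITR, with a median log2 fold change of 0.51 and an adjusted camera p of 0.271.

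**Figure D2:**
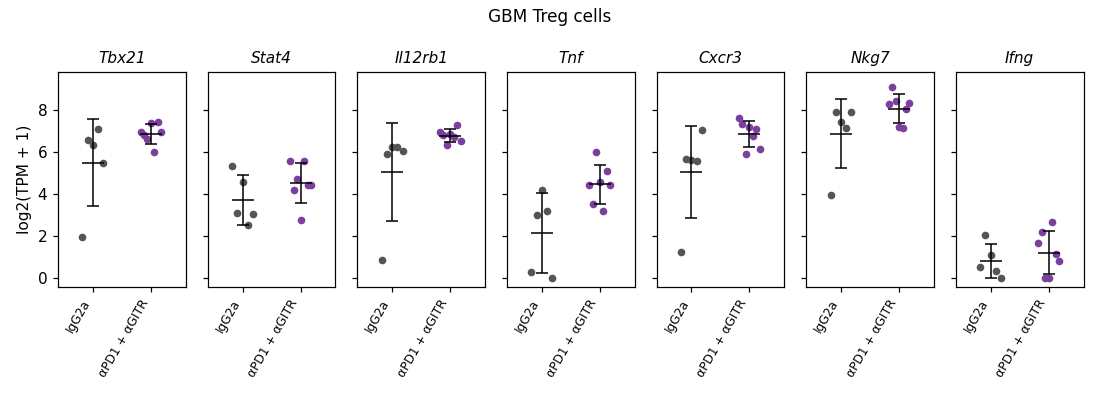
log2(TPM + 1) of 7 genes in GBM Treg cells after IgG2a (n = 5) or αPD1 + αGITR (n = 7); each point is 1 library, long bars are means and short bars 1 SD. The 7 treated libraries all lie above the IgG2a libraries for *Il12rb1*, and 1 IgG2a library, replicate tumor_369_a, is the lowest for *Tbx21*, *Il12rb1*, *Cxcr3* and *Nkg7*.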

Further analysis demonstrated that GBM Treg cells acquired a Th1-like signature, including increased *Tbx21, Stat4, and IL12rb1* expression^51^, which may have contributed to de novo acquisition of antitumor function (Fig. 3c, d). Consistent with the upregulation of genes associated with the Th1-like phenotype by GBM Treg cells, treatment with αPD1 + αGITR in mice displayed reduced Treg cell anergy (Fig. 3e–g), including decreased production of TGFβ and IL-10 (Fig. 3h, i) and increased Treg cell fraction secreting the effector cytokines IFNγ and TNFα (Fig. 3j).

**Fig. 3:**
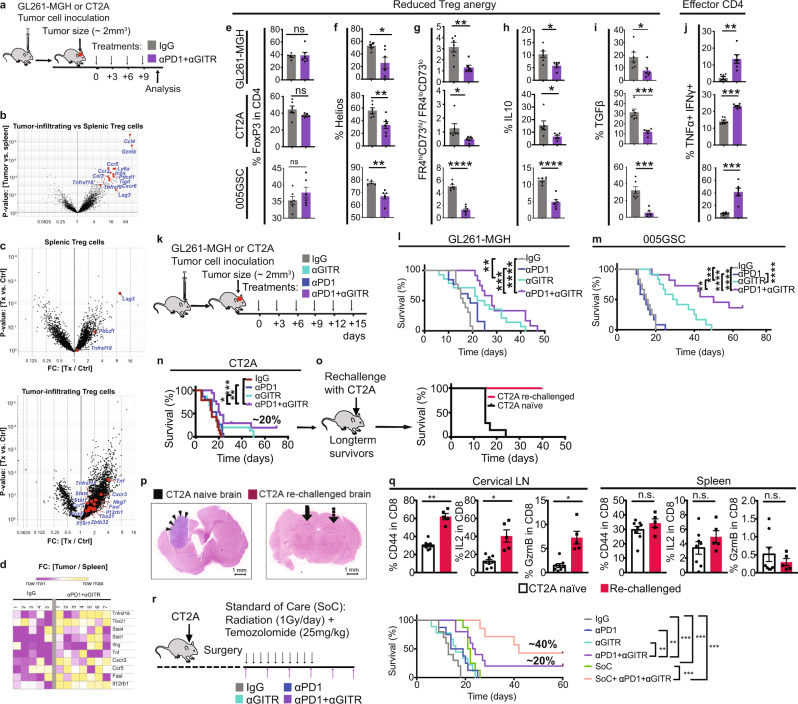
αPD1 + αGITR converts GBM Treg cells to Th1 effector T cells leading to enhanced survival and CD8 T cell memory phenotype in mice. **a** Schematic representation of experimental protocol, where mice bearing orthotopic GL261-MGH, CT2A, or 005GSC tumors and treated with 4 doses of either IgG2a (isotype control), or αGITR + αPD1 (*n* = 6, day 10 post-randomization and treatment). Spleen and tumors were harvested, and cells were sorted for Treg cells. **b**–**d** RNA-seq analysis was performed on GBM Treg cells and spleens of IgG2a (isotype control, *n* = 5) vs. αGITR + αPD1 treated CT2A bearing animals (*n* = 7). **b** Volcano plots showing differentially expressed genes (DEGs) between spleen and GBM Treg cells treated with IgG2a. **c** Volcano plot showing DEGs between Treg cells from mice treated with IgG2a or αGITR + αPD1 in the spleen (Top panel) and GBM (lower panel). Genes of interest are highlighted. **d** Heatmap of representative Th1 genes expressed in GBM Treg cells upon IgG2a (left) or αGITR + αPD1 (right) treatment. **e**–**j** Intratumoral Treg cells in mice bearing orthotopic GL261-MGH, CT2A, or 005GSC tumors and treated with 4 doses of either IgG2a (isotype control) or αGITR + αPD1 (*n* = 6 biological replicate, day 10 post-randomization and treatment) analyzed by flow cytometry for (**e**) Treg cell frequency [(GL261-MGH, *P* = 0.8819), (CT2A, *P* = 0.1108), (005GSC, *P* = 0.2753)] (**f**) expression of Helios [(GL261-MGH, *P* = 0.0173, 95% confidence interval:−48.63 to −5.949), (CT2A, *P* = 0.009, 95% confidence interval:), (005GSC, *P* = 0.0016, confidence interval:−16.41 to −5.383)], (**g**) co-expression of CD73 and FR4 [(GL261-MGH, *P* = 0.0034, 95% confidence interval: −2.930 to −0.7693), (CT2A, *P* = 0.0455, 95% confidence interval: −38.89 to −7.140), (005GSC, *p* < 0.001, confidence interval:−4.544 to −2.939)], (**h**) production of IL-10 [(GL261-MGH, *P* = 0.0108, 95% confidence interval: −7.707 to −1.293), (CT2A, *P* = 0.0329, 95% confidence interval: −17.11 to −0.8946), (005GSC, *p* < 0.001, confidence interval: −8.447 to −4.595)], (**i**) TGFβ [(GL261-MGH, *P* = 0.0362, 95% confidence interval: −20.59 to −0.8395), (CT2A, *P* = 0.0002, 95% confidence interval: −27.18 to −11.58), (005GSC, *P* = 0.0002, confidence interval:−37.65 to −16.17)], and (**j**) coproduction of IFNγ and TNFα [(GL261-MGH, *P* = 0, 95% confidence interval: 0.2742–19.22), (CT2A, *p* < 0.001, 95% confidence interval: 6.848–11.15), (005GSC, *P* = 0.0002, confidence interval: 20.87–47.81)]. Two-tailed unpaired *t*-test for these analyses, and stars were assigned as *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **k** Schematic representation of the experimental protocol. **l**–**n** Mice bearing orthotopic GBM tumors (GL261-MGH, 005GSC or CT2A, size ~2 mm^3^) were treated with six doses of (i) IgG2a, (ii) αPD1, (iii) αGITR, or (iv) αGITR + αPD1 (250 µg/mice for each antibody) and monitored for survival, (Survival study repeated two times). GL261-MGH [(IgG *n* = 13 and median survival 16 days), (αPD1 *n* = 13 and median survival 19 days), (αGITR *n* = 14 and median survival 23.5 days), (αPD1 + αGITR *n* = 12 median survival 28 days)], CT2A ([(IgG *n* = 14 and median survival 14 days), (αPD1 *n* = 15 and median survival 18 days), (αGITR *n* = 15 and median survival 18 days), (αPD1 + αGITR *n* = 13 median survival 21 days), 005GSC ([(IgG *n* = 12 and median survival 15.5 days), (αPD1 *n* = 12 and median survival 14.5 days), (αGITR *n* = 12 and median survival 30 days), (αPD1 + αGITR *n* = 11 median survival 50 days). Statistical significance is shown as *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **o** Long-term survivors (4 out of 24 mice) with no evidence of residual CT2A tumors in the CT2A cohort were re-challenged with CT2A cells in the contralateral hemisphere of the brain and compared with CT2A naïve mice (*n* = 7) that were inoculated with CT2A tumor. Survival data is representative of 2 independent experiments. CT2A naïve (median survival of 15 days), and CT2A-rechallenged (not applicable). **p** Arrows indicate the tumor inoculation region in the brain. Histology of brains from tumor-bearing brains (left) where arrowheads indicate a tumor, and CT2A re-challenged mice (right) where the arrow indicates the primary injection site, and the dashed arrow indicates the secondary injection site. **q** Levels of activation and cytokine production by CD8 T cells from spleen and cervical LNs of re-challenged mice (*n* = 5) and CT2A naïve mice (*n* = 8, day 12 post-randomization). Two-tailed unpaired *t*-test for these analyses, and stars were assigned as *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Draining Lymph node: [(%CD44 in CD8, *p* < 0.0001, 95% confidence interval: 24.38–39.23), (%IL2 in CD8, *P* = 0.0006, 95% confidence interval: 15.22–41.17), (%GzmB in CD8, *p* = 0.0004, confidence interval: 3.282–8.318)] and Spleen: [(%CD44 in CD8, *P* = 0.2537), (%IL2 in CD8, *P* = 0.2538), (%GzmB in CD8, *p* = 0.4357)]. **r** Schematic representation of experimental protocol where mice bearing orthotopic CT2A tumors received tumor resection, followed by treatment with IgG2a (control, *n* = 8), αPD1 (*n* = 8), αGITR (*n* = 9), αGITR + αPD1 (*n* = 8), clinically relevant standard of care (SoC, *n* = 8) consisting of cranial radiation therapy (1 Gy per day for 10 days) and concomitant daily chemotherapy with temozolomide 25 mg (i.p. for 10 days) or combination treatment with surgery, or chemo-radiation plus αGITR + αPD1 therapy (*n* = 7). Kaplan–Meier survival estimates were compared using the Mantel–Cox log-rank test as well as the Gehan–Breslow–Wilcoxon test. *P* values for tumor viability were calculated using unpaired *t*-tests. *p < 0.05, **p < 0.01, ***p < 0.001. CT2A ([(IgG median survival 8 days), (αPD1 median survival 9 days), (αGITR median survival 22.5 days), (αPD1 + αGITR median survival 21.5 days), (SoC median survival 14 days), (SoC+αGITR + αPD1 median survival 42 days)]. Source data are provided as a Source Data file.

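Between GBM and splenic Treg cells of IgG2a-treated mice, 733 genes of the 7380 tested changed more than 2-fold at an unadjusted p under 0.05. They are 9.93% of the genes, where chance alone gives 5% at that p. Of these, 563 were higher and 170 lower in GBM. With adjustment over all genes, 42 passed 0.05 in limma, 36 of them higher and 6 lower in GBM, and 87 passed 0.1. Of 100 splits of the same libraries, the real one included, 10 gave 733 genes or more at the unadjusted threshold. A count of 733 is thus within reach of other groupings of these libraries. Past the adjusted threshold, 2 of 100 splits gave 42 genes or more. The 2 groups of libraries did not overlap for 109 genes. Leaving out GBM replicate 77_a lowered the count of 42 to 23, and leaving out splenic replicate 79_b raised it to 75. Of the 733 genes 76.8% were higher in GBM, and this share depended on the processing. Among the alternatives it was lowest with quantile normalization, 43.4% of 864 genes. It was highest with a mean TPM above 10 in every group, 84.6% of 293 genes. With TMM-type factors it was 52.9% of 828 genes, and with rescaling without the most abundant features 57.3% of 941 genes.

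*Gzmb*, on chromosome 14 from 56258838 to 56262260, was listed at 374 ± 71.5 TPM (SD, n = 5) in GBM and 1.64 ± 2.26 TPM (SD, n = 7) in spleen. Its log2 fold change was 7.52 (standard error 0.80, adjusted p = 4.73e-07). *Ccl4*, on chromosome 11 from 83662584 to 83664683, was listed at 176 ± 165 TPM in GBM and at 0 in all 7 splenic libraries, so no fold change is given. Of other chemokine, chemokine receptor and activation genes that the paper marks, the log2 fold changes were 5.20 for *Ly6a* (adjusted p = 0.000357), 4.75 for *Ccr2* (adjusted p = 0.00352), 4.46 for *Cxcr6* (adjusted p = 0.0126) and 4.28 for *Ccl3* (adjusted p = 0.0243). For each of these 6 genes every GBM library lay above every splenic library. The splenic means of *Ccr2*, *Cxcr6* and *Ccl3* were 0.60, 1.78 and 0.25 TPM, so the size of their fold changes depends on the pseudocount. Their log2 fold changes were 2.25, 2.25 and 1.84 with a pseudocount of 10, and 6.48, 6.45 and 6.63 with 0.1. Of the 30 genes that the paper names or whose proteins it measured in Treg cells, 27 were tested, and 20 passed 0.05 adjusted over the list alone and 13 over all genes. Part of the list was chosen by the study on these libraries, so the first count is not independent evidence. Among genes past the adjusted threshold whose groups do not overlap, the largest rises outside that list were those of *Ifitm3* (log2 fold change 5.70, adjusted p = 0.00120) and *Plac8* (5.08, adjusted p = 0.00207). The largest falls were those of *Gpr83* (-4.33, adjusted p = 0.00790), *Pik3ip1* (-3.91, adjusted p = 0.0177) and *Atp1b1* (-3.85, adjusted p = 0.0310). Leaving out 1 library moved the log2 fold change of *Ccl3* to 3.59 and that of *Ifitm3* to 5.06 (without GBM replicate 79_a), that of *Pik3ip1* to -3.08 (without GBM replicate tumor_369_a) and that of *Atp1b1* to -4.46 (without GBM replicate 76_a). Of the 12 fits that left out 1 library, the adjusted call was lost for *Atp1b1* in 7, for *Ccl3* in 4, and for *Cxcr6* and *Pik3ip1* in 1 each, without GBM replicate 77_a.

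In splenic Treg cells *Lag3* was listed at 64.1 ± 55.4 TPM (SD, n = 8) after αPD1 + αGITR. Against IgG2a this was a log2 fold change of 3.89 (standard error 0.86, exact permutation p = 0.00326), and 4 of 8 treated libraries lay above every IgG2a library. In limma it was the only one of the 19 listed genes tested in spleen to pass 0.05 adjusted over the list alone, while in the exact permutation test none did (*Lag3* p adjusted to 0.0979). Its limma p adjusted over all genes was 0.449. Without IgG2a replicate spleen_369_a its log2 fold change was 4.50. *Pdcd1* changed by 1.70 on the log2 scale, and 5 of 8 treated libraries lay above every IgG2a library. It is among the DEGs at the paper's threshold in limma (unadjusted p = 0.0463), but did not pass 0.05 in the exact permutation test (p = 0.0729) or when adjusted. *Tnfrsf18* changed by 0.19 (exact permutation p = 0.867), within the spread of the libraries. The sign of the splenic change in *Tnfrsf18* turned negative under pseudocount 0.1, either quantile normalization, TMM-type factors and rescaling without the most abundant features, and in 4 of the fits that left out 1 library.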

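Among the other genes marked for GBM Treg cells, *Tnf* (on chromosome 17 from 35199381 to 35202007) had the largest rise after αPD1 + αGITR, from 6.57 ± 7.14 TPM (SD, n = 5) to 25.3 ± 18.0 TPM (SD, n = 7). Its log2 fold change was 2.31 (standard error 0.79, exact permutation p = 0.0114), and 5 of 7 treated libraries lay above every IgG2a library. Its limma p adjusted over all genes was 0.133. *Cxcr3* rose from 55.0 ± 45.7 to 123 ± 47.3 TPM, a log2 fold change of 1.82 (standard error 0.73, exact permutation p = 0.0152, adjusted limma p = 0.173), which was 0.87 without IgG2a replicate tumor_369_a. The exact permutation test did not pass 0.05 for *Nkg7* (log2 fold change 1.19, p = 0.0631) or *Zbtb32* (1.25, p = 0.0846). Without replicate tumor_369_a the log2 fold changes of *Nkg7* and *Zbtb32* were 0.46 and 0.56. It did not pass either for *Fasl* (log2 fold change 0.95, exact permutation p = 0.316), *Il18r1* (0.65, exact permutation p = 0.303) or *Tnfrsf18* (0.69, exact permutation p = 0.0606). Without IgG2a replicate 79_a that of *Fasl* was 0.33. The sign turned negative under TMM-type factors for *Tnfrsf18* (-0.0096), and under quantile normalization for *Il18r1* (-0.061).

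Of the 30 genes that the paper names or whose proteins it measured, 22 were higher after αPD1 + αGITR in GBM Treg cells. In the exact permutation test 5 passed an unadjusted p of 0.05, and 1, *Il12rb1*, passed when adjusted over the list alone (exact permutation p adjusted to 0.0379). In limma 0 passed adjusted over the list alone and 0 over all genes tested.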

αPD1 + αGITR, but not αPD1 monotherapy, reduced Treg-mediated suppression of CD8 T cells ex vivo (Supplementary Fig. 8) and in vivo, as shown with the overall profiles of CD8 T cells (Supplementary Fig. 11) in co-expression of receptors that are associated with CTLs exhaustion^52^. Thus, we next tested the efficacy of αPD1 + αGITR therapy in GBM-bearing mice (Fig. 3k). Combined αPD1 + αGITR treatment significantly increased the median survival of GL261-MGH, 005GSC, and CT2A-bearing mice by 1.75-, 3.3-, and 1.5-fold, respectively, while αPD1 treatment alone did not confer any therapeutic benefit (Fig. 3l–n). Importantly, αPD1 + αGITR therapy resulted in tumor eradication in ~40% of mice bearing 005GSC tumors. Moreover, ~20% of mice with CT2A tumors (4/24 in one experiment and similar ratios in others) in the αPD1 + αGITR cohort showed a complete response and were long-term, disease-free survivors at the end of the treatment course, extending to 30 days after completion of the treatment (Fig. 3o).

The observation that there were long-term disease-free survivors in the CT2A-challenged group that received the combination treatment prompted us to test whether the long-term survivors had developed memory responses. T cell memory formation is a hallmark of the durability of a therapeutic response due to protective immunity, and thus it is a good clinical correlate of overall survival^53,54^. We re-challenged the animals that were cured of CT2A tumors by orthotopically implanting new CT2A tumors into the contralateral brain hemisphere. All re-challenged mice rejected a second tumor inoculation (Fig. 3o), and no evidence of tumors was found in brain histological sections at 6–8 weeks after re-challenge (Fig. 3p). We also analyzed the memory T cell responses in dLNs and spleens of re-challenged mice 60 days after tumor re-implantation and compared them with mice bearing primary CT2A tumors. CD8 T cells isolated from cervical draining LN of re-challenged animals contained higher frequencies of cells expressing the activation marker CD44, and also had an increased proportion of cells secreting CD8 effector molecules IL-2 and Granzyme B (GzmB) (Fig. 3q). This memory response was restricted to the cervical dLN as it was not observed in the spleen (Fig. 3q), indicating that a local but not a systemic memory response had developed in the CT2A model after αPD1 + αGITR treatment.

Because GBMs are treated with the SoC, including resection of GBM tumors to reduce the tumor burden followed by chemotherapy (temozolomide) and radiation therapy^55^, we asked whether αPD1 + αGITR can synergize with the SoC. We found that SoC therapy alone did not improve the survival of mice beyond αPD1 + αGITR or induce long-term survivors. Combining SoC with αPD1 + αGITR therapy, however, significantly increased the lifespan of tumor-bearing mice and increased the fraction of the long-term survivors compared to αPD1 + αGITR in CT2A-bearing mice (Fig. 3r).

### Treg cells are sufficient to elicit therapeutic effects of αPD1 + αGITR

To define the major cell subsets that contribute to the therapeutic effects of αPD + αGITR therapy, we adoptively transferred Treg cells, CD8 T cells, or both Treg cells and CD8 T cells into *Rag1*^–/–^ hosts, followed by orthotopic implantation of GL261-MGH or CT2A GBM tumors. After tumors were established (~1 mm^3^), mice were subsequently treated with control IgG2a or αPD1 + αGITR by randomization into groups (Fig. 4a, Supplementary Fig. 12a). αPD1 + αGITR treatment did not result in a significant delay of GL261-MGH tumor growth in mice without or with CD8 T cell transfer. However, mice that received Treg cells or Treg cells plus CD8 T cells showed a significant reduction of tumor growth and prolonged survival after αPD1 + αGITR treatment compared to control IgG2a treatment in GL261-MGH tumors (Fig. 4b, Supplementary Fig. 12b). These beneficial therapeutic effects of αPD1 + αGITR were also observed in *Rag1*^–/–^ mice after adoptive transfer of Treg cells plus CD8 T cells followed by orthotopic inoculation with CT2A tumor cells (Fig. 4c, Supplementary Fig. 12c). Although the presence of both Treg cells and CD8 T cells showed increased survival benefit upon αGITR + αPD1 treatment, we found that Treg cells reconstitution alone was sufficient to elicit significant tumor growth delay and animal survival (Fig. 4b).

**Fig. 4:**
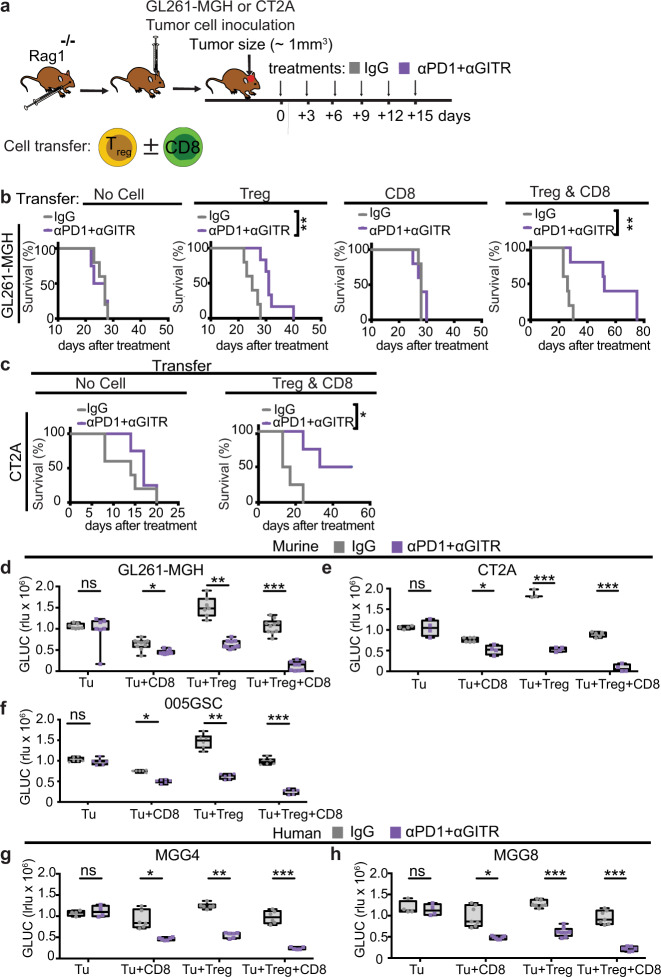
CD4 Treg cells are sufficient to elicit the therapeutic effect of αPD1 + αGITR and induce tumor cell killing. **a** Schematic representation of the experimental setup to evaluate the contributions of CD8 T cells and Treg cells to antitumor activity against GBM during αPD1 + αGITR treatment. Purified and sorted CD8 T cells (1 × 10^6^), Treg cells (5 × 10^5^), or both were transferred to *Rag1*^−/−^ mice 2 days before intracranial inoculation with tumor cells (GL261-MGH or CT2A). **b**–**c** GL261-MGH and CT2A bearing mice were treated with 6 doses of IgG2a or αPD1 + αGITR (250 μg/mouse for each antibody) and monitored for survival. [(GL261-MGH no cell: *n* = 5, IgG median survival of 27; αPD1 + αGITR, *n* = 5 median survival of 25], [(GL261-MGH CD8 T cells: IgG *n* = 5 median survival of 27; αPD1 + αGITR, *n* = 5 median survival of 25], [(GL261-MGH Treg cells: IgG *n* = 5 median survival of 25; αPD1 + αGITR, *n* = 6 median survival of 31], [(GL261-MGH CD8 + Treg cells: IgG *n* = 5 median survival of 26; αPD1 + αGITR, *n* = 5 median survival of 52]; [(CT2A no cell: *n* = 5, IgG median survival of 14; αPD1 + αGITR, *n* = 4 median survival of 17], [(CT2A CD8 + Treg cells: IgG *n* = 4 median survival of 15; αPD1 + αGITR, *n* = 4 median survival undefined]. Kaplan–Meier survival estimates were compared using the Mantel–Cox log-rank test as well as the Gehan–Breslow–Wilcoxon test. *P* values for tumor viability were calculated using unpaired *t*-tests. *p < 0.05, **p < 0.01. **d**–**h** Treg cells and CD8 T cells were isolated from spleens of healthy donor mice (*n* = 6 per condition) or human peripheral blood mononuclear cells (pooled from *n* = 3 donors). **d**–**f** Murine GL261-MGH or CT2A or 005GSC (**g**–**h**) human MGG4 or MGG8 tumor cells (1 × 10^3^ cells) were co-cultured for 48 h with Treg cells, CD8 T cells, or both in ratios of 1:10. GLUC activity in the cell culture media was measured and used as a surrogate marker for tumor cell viability. Tumor cell viability was measured under treatment with IgG2a (isotype control) or αPD1 + αGITR. Data presented are mean ± SEM. *p* < 0.001 by ordinary one-way ANOVA test and were corrected for multiple comparisons using the Tukey adjustment. For between group analysis post-Tukey, stars were assigned as *p < 0.05, **p < 0.01, ***p < 0.001. The line in the middle of the box and whisker graph represents the median (50th percentile). The box extends from the 25 to 75th percentile. The whiskers extend from the lowest to the highest value. Source data are provided as a Source Data file.

We next sought to define the mechanism by which reprogrammed Treg cells cooperate with CD8 T cells to eliminate GBM tumor cells. We first investigated the anti-GBM cytotoxicity of Treg cells, CD8 T cells, or both, by co-culturing them with GBM tumor cells in the presence of αPD1 + αGITR or control IgG2a antibodies. We found that a combination of CD8 T cells and Treg cells reprogrammed with αPD1 + αGITR was most effective for killing tumor cells (Fig. 4d-f and Supplementary Fig. 13a). Neither αPD1 nor αGITR antibodies had direct cytotoxic effects on tumor cells in our cytotoxicity assay (Supplementary Fig. 13b). We also obtained similar results in experiments testing the cytotoxicity of CD8 T cells and Treg cells derived from human peripheral blood mononuclear cells (PBMCs) against human GBM tumor cells—MGG4 and MGG8 that are known to recapitulate human GBM features^56^—in the presence of αPD1 + αGITR antibodies (Fig. 4g, h). These observations indicate that reprogrammed Treg cells gain cytolytic activity against tumor cells in addition to losing their suppressive activity on CD8 T cell proliferation and function.

### Anti-GBM effects require MHC recognition and IFNγ-mediated cytolysis

Because GBMs are known to be poorly immunogenic due to the downregulation of major histocompatibility complex (MHC) molecules (class I and II)^57^, we sought to determine the mechanism of MHC induction on GBM tumors, rendering them susceptible to T cell cytotoxicity. We previously observed that both αGITR treated Treg cells and CD8 T cells produced the effector cytokine IFNγ (Fig. 2, Fig. 3, Supplementary Fig. 8), which upregulates surface MHC expression^58^. Thus, we hypothesized that T cell-derived IFNγ might induce GBM tumors to increase surface MHC expression. Indeed, GL261-MGH and CT2A tumor cells upregulated both MHC I and II in response to IFNγ stimulation in vitro in a dose-dependent manner (Supplementary Fig. 14). Furthermore, blockade of IFNγ with a neutralizing antibody abrogated the ability of T cells to kill tumor cells (Supplementary Fig. 15, Supplementary Fig. 16), suggesting the role of T cell-derived IFNγ in the regulation of MHC molecules and therapeutic responses to αGITR + αPD1 potentially through direct recognition of antigens.

To evaluate whether αGITR, αPD1, or αGITR + αPD1 therapy induces MHC molecules in vivo, we treated GL261-MGH, CT2A, and 005GSC-bearing mice with indicated treatments and measured MHC expression on tumor cells. In line with our in vitro findings, αPD1 and αGITR selectively upregulated MHC I and MHC II, respectively. Together, αGITR + αPD1 upregulated both MHC I & II molecules on tumor cells (Fig. 5a). Next, to test whether CD8 T cells and CD4 Treg cells recognize and kill target cells via MHC I and II, respectively, we tested the contributions of each T cell subset to antitumor cytotoxicity in the presence or absence of blocking antibodies for MHC I and II. As expected, MHC I blockade abrogated the antitumor effect of CD8 T cells, while blocking MHC II compromised the antitumor effect of converted Treg cells (Fig. 5b). Blockade of both MHC I and MHC II eliminated all antitumor effects imparted by CD8 T cells and converted Treg cells (Supplementary Fig. 15, Supplementary Fig. 16), suggesting that direct TCR-MHC interaction is required for antitumor effects and that both arms of the T cell response jointly contribute to tumor killing.

**Fig. 5:**
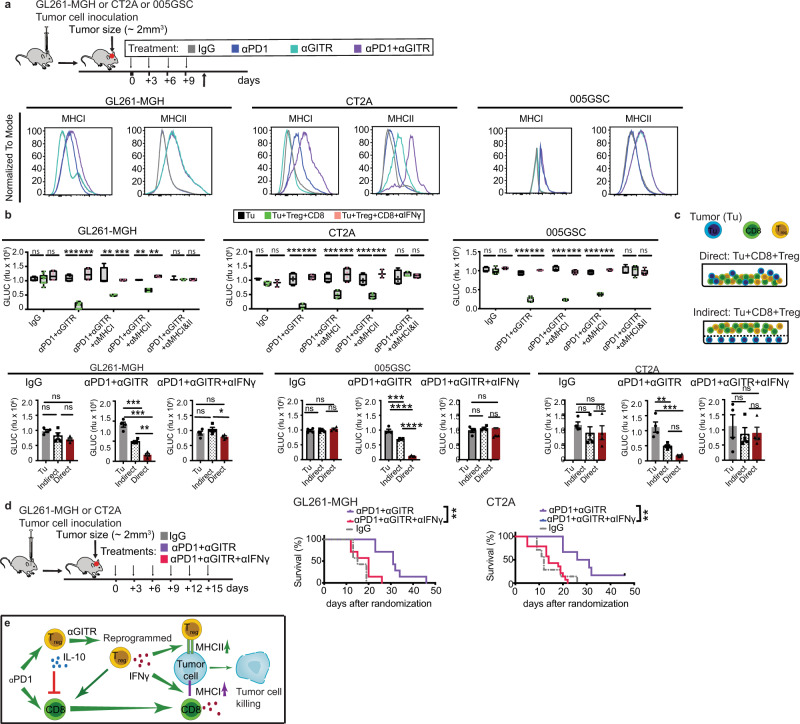
MHC dependent recognition and IFNγ-mediated cytolysis are required for antitumor activity of reprogrammed Treg cells and re-activated CD8 T cells. **a** Schematic representation of the experimental protocol. Mice bearing orthotopic GBM tumors (GL261-MGH, 005GSC or CT2A, size ~2 mm^3^) were treated with 4 doses of (i) IgG2a, (ii) αPD1, (iii) αGITR, or (iv) αGITR + αPD1 (250 µg/mice for each antibody), and tumor cells were analyzed for expression of MHCI and MHCII by FACS (*n* = 6). Histograms represent the expression level of each molecule after therapy. **b** Treg cells and CD8 T cells were sorted from spleens of healthy donor mice (*n* = 6 per condition). GL261-MGH, CT2A, or 005GSC tumor cells (1 × 10^3^ cells) were co-cultured with both Treg cells and CD8 T cells at a 1:10 ratio for 48 h. GLUC activity in the cell culture media was measured and used as a surrogate marker for tumor cell viability. Tumor cell viability was measured under treatment with IgG2A (isotype control) or αPD1 + αGITR. Impact of the blockade of MHC Class I, MHC Class II, combined MHC Class I & II, and IFNγ on the efficacy of αPD1 + αGITR treatment was analyzed. Data presented are mean ± SEM. *p* < 0.001 by ordinary one-way ANOVA test and were corrected for multiple comparisons using the Tukey adjustment. For between group analysis post-Tukey, stars were assigned as *p < 0.05, **p < 0.01, ***p < 0.001. The line in the middle of the box and whisker graph represents the median (50th percentile). The box extends from the 25 to 75th percentile. The whiskers extend from the lowest to the highest value. **c** Evaluation of the contribution of T cell-derived IFNγ to tumor cell killing. GL261-MGH, CT2A or 005GSC tumor cells were co-cultured for 48 h with Treg cells and CD8 T cells at a ratio of 1 tumor cell to 5T cells, either in direct contact or indirect contact in separate chambers of a transwell plate. Tumor cell viability was measured by measuring GLUC activity in cell culture media as in (**b**) (*n* = 4 biological replicates for all treatments). Data presented are mean ± SEM. p < 0.001 (GL261-MGH and 005GSC) and *p* = 0.0004 (CT2A) for αPD1 + αGITR therapy by ordinary one-way ANOVA test and were corrected for multiple comparisons using the Tukey adjustment. Other treatments (IgG or αPD1 + αGITR + αIFNγ) by one-way ANOVA test were above 0.05 (insignificant). **d** Schematic of the experimental setup to evaluate the contribution of IFNγ to anti-tumor T cell activity in vivo. Mice bearing orthotopic GBM tumors (GL261-MGH or CT2A, size ~2 mm^3^) were treated with 6 doses of (i) αPD1 + αGITR, and (iv) αPD1 + αGITR + αIFNγ (250 μg/mouse). [(GL261-MGH: *n* = 7, IgG median survival of 15; αPD1 + αGITR *n* = 7 median survival of 31; and αPD1 + αGITR + αIFNγ *n* = 7, median survival of 20], [(CT2A: *n* = 14, IgG median survival of 14; αPD1 + αGITR *n* = 5 median survival of 28.5; and αPD1 + αGITR + αIFNγ *n* = 7, median survival of 12]. Kaplan–Meier survival estimates in (**d**) were compared using the Mantel–Cox log-rank test as well as the Gehan–Breslow–Wilcoxon test. *p < 0.05, **p < 0.01, ***p < 0.001. **e** Schematic representation of the identified mechanism: converted Treg cells and re-activated CD8 T cells post αPD1 + αGITR treatment cooperate in activity, produce IFNγ that induces MHC upregulation on tumor cells allowing for recognition and tumor cell killing. Source data are provided as a Source Data file.

Since we observed that the maximum tumor cell killing effect in mice and human is through the cooperation of converted Treg cells and CD8 T cells, we asked whether direct cell contact is required for tumor cell killing. Thus, we compared the viability of GBM cells in direct contact with Treg + CD8 T cells or GBM cells separated from Treg + CD8 T cells by a transwell membrane. While we observed reduced tumor cell viability in the transwell setup, the tumor killing ability was significantly lower than when T cells were in direct contact with tumor cells (Fig. 5c), suggesting that optimal T cell-mediated killing of GBM tumors is contact-dependent. We also confirmed that IFNγ was required for killing of the tumor cells, as we observed no antitumor cytotoxicity upon IFNγ blockade in the transwell assays (Fig. 5c). Importantly, in vivo blockade of IFNγ abrogated the antitumor effect of αGITR + αPD1 in mice (Fig. 5d), confirming the IFNγ-mediated therapeutic response to αPD1 + αGITR.

We also tested whether the cytotoxic activity by Treg cells and CD8 T cells upon αPD1 + αGITR treatment was dependent on GzmB and TNFα, in addition to IFNγ. Neither GzmB blockade nor TNFα blockade was able to abrogate the therapeutic efficacy of αPD1 + αGITR in both mouse and human cell settings (Supplementary Fig. 17, Supplementary Fig. 18). GzmB blockade abrogated CD8 T cell tumoricidal activity, but converted Treg cells maintained their ability to kill tumor cells (Supplementary Fig. 17, Supplementary Fig. 18). The lack of impact of the GzmB blockade suggests that αGITR -treatment has altered Treg cells’ fundamental function, as they are known to exert immune suppression in part through GzmB-mediated killing of target cells^59^.

Because CD4 T effector cells with tumor-killing capacity are known to preferentially lyse targets via the Fas/Fas ligand (FasL) interaction^60^, we tested whether the Fas/FasL axis is involved in converted Treg cell-mediated tumor killing by blocking the Fas receptor with an anti-Fas antibody. Fas blockade did not significantly reduce the cytotoxicity of Treg cells reprogrammed with αPD1 + αGITR (Supplementary Fig. 15), excluding the role of Fas ligation in converted Treg cell-mediated tumoricidal activity.

Taken together, these data show that αGITR treatment reprograms the immunosuppressive TME of GBM into an immunostimulatory milieu by preferentially targeting GBM Treg cells. αGITR treatment converts immunosuppressive Treg cells into anti-tumor Th1-like CD4 T cells and cooperate with CD8 T cells in killing GBM tumor cells through TCR-MHC engagement-dependent mechanisms. T cell-derived IFNγ plays a critical role in the antitumor activity of αGITR-converted Treg cells. Mechanistically, T cell-derived IFNγ increased the susceptibility of tumor cells to T cell recognition and elimination via upregulation of MHC molecules and IFNγ-mediated tumoricidal activity (Fig. 5e)^61^.

## Discussion

While the mechanisms of cancer resistance to immunotherapy are clearly multifactorial, the TME plays a critical role in the resistance of GBM to ICBs. The main immune cell types thought to be responsible for the generation of an immunosuppressive TME in most tumors are TAMs and CD4 Treg cells^62^. TAMs constitute the most abundant immune cell population in GBM and have been the target of concerted research efforts to alleviate immunosuppression in human GBM tumors^63,64^. Here, we found, however, that near-total depletion of Treg cells but not suppression of macrophage recruitment into the TME significantly reduced the tumor take rate in orthotopic mouse models of GBM (Supplementary Fig. 10). Moreover, partial depletion of Treg cells, coupled with the exclusion of macrophages (the dominant immune cells present in GBM), did not further improve survival over partial Treg cell depletion alone (Supplementary Fig. 10). We, therefore, focused our study primarily on Treg cell-mediated immunosuppression and targeting the Treg cell population for GBM immunotherapy.

Upon αPD1 treatment, Treg cells not only suppress CTL function (Supplementary Fig. 8) but also acquire an anergic phenotype (CD73^hi^FR4^hi^, Helios^hi^, and IL-10^hi^) (Figs. 1–3, Supplementary Fig. 5f-h). These data demonstrate the impact of Treg cells on generating an immunosuppressive TME that is resistant to conventional ICB therapy (e.g., αPD1 with and without αCTLA4) in GBM. This data is in contrast to recent findings that have shown Treg cell-independent resistance to αPD1 therapy in GBM^10^ and that therapeutic responses rely on CD8 and conventional CD4 T cells. This discrepancy may be due to the use of an immunotherapy responsive or partially responsive GL261 tumor model. By contrast, we developed a variant of GL261 (GL261-MGH) that resists αPD1 and mimics patient outcomes. Our data, however, is in line with chimeric antigen receptor (CAR) T cell refractoriness to therapy. GBM tumors in patients that relapse from CAR T cell therapy are invaded with a large number of Treg cells^65^. Collectively, these findings demonstrate the importance of mimicking the TME in mice that resembles patient outcomes to understand the tumor development, therapeutic response, and potential resistance to therapy.

To alleviate Treg cell-mediated resistance, strategies that rely on targeting Treg cells should be restricted to the tumor site since Treg cells are required for the maintenance of immune homeostasis and self-tolerance that prevents the development of autoimmune diseases^40,66^. GITR represents an ideal targetable surface immunomodulatory receptor because of its high levels of expression on GBM Treg cells and comparably low expression on systemic Treg cells (Supplementary Fig. 6). Agonistic engagement of GITR reduces Treg cell numbers in patients with solid tumors, including lung and bladder cancer, although GITR monotherapy failed due to insufficient CTL function^45^. Thus, the infiltration of CTLs in GBM tumors in mice elicited by radiotherapy enabled αGITR-mediated therapeutic response^21^. Moreover, preclinical models that had sufficient numbers of intramural CTLs and were therapeutically responsive to αPD1, were sensitized to αGITR therapy with various treatments^18–21,67^. By contrast, our preclinical models of GBM have limited number of CTLs similar to human GBMs, and thus αPD1 alone did not confer a survival benefit (Fig. 1, Table 1). In addition, αGITR did not reduce intratumoral Treg cells but converted them toward an effector phenotype that expresses Th1-signature genes (Figs. 3–4). In our study, the therapeutic benefit of the αPD1 + αGITR combination is predominantly mediated by this conversion of Treg cells rather than by re-activating CD8 T cells alone (Fig. 5). These findings are in contrast with the data from subcutaneously implanted, non-CNS mouse tumor models, in which the antitumor effect of αPD1 + αGITR therapy is primarily driven by CD8 T cells^67^.

Although acquisition of unstable Treg phenotypes can in general be linked to a reduced FoxP3 expression, there are also studies showing that dedifferentiation of Treg cells can occur while retaining FoxP3 expression^68^. In view of the formation of a multimolecular complex by FoxP3 to condition the transcriptional signature, FoxP3 can activate or repress gene expression in Treg cells depending on its existence in distinct complexes. For example, binding with molecules such as IKZF2 (Helios) and KAT5 renders FoxP3 an activator while its binding to EZH2 and YY1 makes it a repressor^69^. Therefore, it is reasonable to speculate that engagement of GITR that results in alteration of Treg signature genes including Helios may lead to disrupted formation of FoxP3 binding multimolecular complexes, which in turn induces an unstable Treg phenotype. In addition, increased expression of T-bet and Stat4 after αPD1 + αGITR treatment (Fig. 3d) can directly result in epigenetic remodeling of the IFNγ locus leading to activation of IFNγ expression^70^. 

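*Ifng*, which encodes IFNγ and lies on chromosome 10 from 118441046 to 118445892, was listed in GBM Treg cells at 1.86 ± 2.00 TPM (SD, n = 7) after αPD1 + αGITR and 1.01 ± 1.28 TPM (SD, n = 5) after IgG2a. The difference was within the spread of the libraries (exact permutation test on log2(TPM + 1), p = 0.473). Both means lay below the filter of 10 TPM, and 2 of 7 treated and 1 of 5 IgG2a libraries were listed at 0. A change in *Ifng* RNA was not detectable with these libraries, whose depth is unknown.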

Molecular changes in Treg cells associated with αPD1 + αGITR treatment, therefore, can lead to dedifferentiation of Treg cells into effector T cells without reduction of FoxP3 expression.

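*Foxp3*, on chromosome X from 7573644 to 7595245, was listed in GBM Treg cells at 310.2 ± 92.6 TPM (SD, n = 7) after αPD1 + αGITR and 176 ± 44.7 TPM (SD, n = 5) after IgG2a. Treatment raised it by a log2 fold change of 0.79 (standard error 0.37, exact permutation p = 0.0152), and 5 of 7 treated libraries lay above every IgG2a library. Adjusted over all genes, its limma p was 0.219. After rescaling by TMM-type factors the log2 fold change of *Foxp3* was 0.091, so its rise was about that of the typical gene. A list of 22 genes characteristic of Treg cells had 20 genes past the filter, 18 of them higher after αPD1 + αGITR, with a median log2 fold change of 0.26. Against all other genes camera gave it an adjusted p of 0.570, while fry, without adjustment over the lists, passed 0.05. In limma 2 of its genes passed 0.05 adjusted over the list alone and 0 over all genes tested. Under TMM-type factors the median of the list reversed to -0.35, without passing the threshold. Leaving out each library in turn gave medians between 0.19 and 0.56.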

Altogether, the impact of converted Treg cells on enhancing antitumor immunity in GBM highlights two important features of the therapeutic efficacy of this combination: (1) conversion of Treg cells into T effector cells is the major underlying mechanism for the therapeutic effect of αPD1 + αGITR treatment in GBMs; and (2) the Treg cell-dependent efficacy of αPD1 + αGITR appears to be disease context-dependent, in this case likely due to the GBM TME and the potency of Treg cells in regulating the immune suppression in GBM.

IFNγ produced by converted Treg cells and CD8 T cells after αPD1 + αGITR combination therapy may also have an additional effect of driving the reprogramming of subsequent waves of tumor Treg cells, as suggested by observations made in the context of *Helios*^−/−^*, NRP1*^−/−^, and/or *CARMA*^−/−^ Treg cells^40,58,68^. It has been shown that IFNγ produced by *NRP1*^−/−^ Treg cells was able to reprogram wild-type Treg cells, intensifying an antitumor response. While IFNγ produced by CD8 T cells (Fig. 2k) may not be sufficient to drive the initial reprogramming of Treg cells^68^, increased quantity of IFNγ from both reprogrammed Treg cells and CD8 T cells following αPD1 + αGITR treatment (Fig. 2a-l) may elicit additional Treg cell conversion.

Currently, up to two-thirds of patients treated with conventional immune checkpoint inhibitors develop immune-related adverse events^71^, highlighting the need for immunotherapies tailored to the specific immunological milieu in each tumor type. Using three experimental GBM models, our study shows that αGITR treatment preferentially targets tumor Treg cells and sensitizes the tumors to αPD1 therapy. Our finding that converted Treg cells generate a localized memory response restricted to dLNs that does not extend systemically, suggests these converted GBM-specific Treg cells would likely not attack non-CNS organs. Recent studies also demonstrated that Treg cells that are expanded in the brain post-injury are neuroprotective^36^. This may account for why we did not observe any noticeable neurological damage in cured mice. Future studies are needed to fully characterize the long-term impact of these therapies on non-CNS organs.

Collectively, our data (i) provide insights into Treg cell-mediated resistance in experimental GBMs, (ii) demonstrate that reprogramming the GBM TME may differ significantly from peripheral tumors, (iii) offer a possible solution to overcome GBM resistance to immunotherapy, and (iv) provide mechanistic insight into how alleviating Treg cell-mediated resistance combined with a reinvigoration of CTLs cooperates in exerting an antitumor effect. Given that αGITR antibodies are currently being evaluated in a number of clinical trials (NCT04021043, NCT02740270, NCT02628574, NCT02598960, and NCT04225039), our study provides mechanistic insights and compelling preclinical data in support of testing the combination of αGITR with αPD1/PDL1—with or without the SoC therapy—in GBM patients with a high intratumoral accumulation of Treg cells.

## Methods

### Antibodies

For ease of identification, full details of antibodies are shown under the registry of publicly available data base (antibodyregistry.org) that provides a comprehensive list of suppliers, and appropriate references for usage. This information is summarized under “antibody registry number” in the Supplementary Table 1 included in the supplementary information file.

### Mice

C57BL/6, *FoxP3*^*DTR*^, and *Rag1*^−/−^ mice were obtained from the Cox-7 gnotobiotic animal facility operated by the Edwin L. Steele Laboratories, Department of Radiation Oncology at the MGH. All animal experiments were performed in the Cox-7 animal facility, accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International. Female and male mice were used. Animal protocols were approved by the Institutional Animal Care and Use Committees at MGH.

### Cell culture

The murine GL261 GBM cell line (GL261-WT) was provided by the Frederick National Laboratory (National Cancer Institute, NCI) and was grown in serum-free conditions using the NeuroCult NS-A proliferation kit (Stemcell Technologies). The murine CT2A was obtained from Dr. Thomas N. Seyfried’s laboratory at Boston College^72^ and cultured in Dulbecco’s Modified Eagle Medium supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin (10,000 U/mL). 005GSC cells were obtained from Dr. Samuel D. Rabkin laboratory^73,74^. 005GSC resistant clones to αPD1 was further selected in mice (three rounds of in vivo selection) to ensure both stem-like features and resistance to immunotherapy. Myc-MB cell line was a generous gift from Dr. Martine F. Roussel at St. Jude Children’s Research Hospital^75^. MB tumor-spheres were cultured in Neurobasal medium supplemented with N2, B27, human recombinant basic fibroblast growth factor, and epidermal growth factor (EGF) (PeproTech) in ultra-low attachment flasks. The murine 4T1 breast cancer cell line was obtained from ATCC and maintained in DME media supplemented with 10% FBS and 1% Penicillin /Streptomycin. Murine breast tumor cells that were selected for their metastasis to the brain [ERB (ErbB2-P) cells] were received from the Massagué lab at Memorial Sloan Kettering Institute (NY)^76^, and cultured in 10% FBS and 1% Penicillin /Streptomycin. The GL261-MGH and CT2A cell lines expressing secreted Gaussia luciferase (GLUC) were generated by transducing cells with a lentiviral vector co-expressing GLUC and GFP^63^, provided by the MGH vector core, followed by sorting. The 005GSC cell line expressing secreted GLUC was generated by transfecting cells with a GLUC plasmid followed by puromycin selection. All cell lines were grown in a humidified atmosphere of 5% CO2 and 95% air at 37 °C and repeatedly tested and were negative for mycoplasma using the Mycoalert Plus Mycoplasma Detection Kit (Lonza).

### Flow cytometry

Single-cell suspensions were prepared from each organ (tumor, LN, spleen, and blood). Specifically, tumor-only regions were isolated under the stereotactic microscope, followed by single-cell preparation. Cells were stained with antibodies listed in the core resource table with concentrations of 1:200 for all targets except Helios that was stained at a concentration of 1:50 and CD44 at a concentration of 1:400. Surface staining was performed on ice for 20 min. For cytokine expression analysis, cells were activated with Leukocyte Activation Cocktail (BD Biosciences, Cat no: 554656) in RPMI containing 10% FBS and 1% penicillin-streptomycin (10,000 U/mL) for 4.5 h. For the flowcytometric analyses, cells were first stained with surface markers in FACS buffer (2% BSA in PBS) for 20 min on ice. Then cells were fixed in Fix/Perm buffer (eBioscience) for 15 min, washed in permeabilization buffer (eBioscience), and stained for intracellular factors in permeabilization buffer for 20 min on ice. Live cells for transfer experiments and in vitro assays were sorted using BD FACSAria^™^ II cell sorter (BD Biosciences). Cells were analyzed on Aria II (BD Biosciences) or LSRII (BD Biosciences), and data analysis was performed on FlowJo (Tree Star 10.7v).

### Tumor models

C57BL/6, *Foxp3*^*DTR*^*-GFP*, or *Rag1*^−/−^ mice were injected with tumor cells (1 × 10^5^ GL261-MGH-GFP-GLUC, 5 × 10^4^ CT2A-GFP-GLUC, 7.5 × 10^4^ 005GSC-GFP-GLUC, 1 × 10^5^ Myc-MB, 5 × 10^3^ 4T1, 5 × 10^4^ ERB) orthotopically using a stereotactic device. All brain tumor cells were implanted in the forebrain except for Myc-MB cells that were implanted in the cerebellum. Tumor size was measured either by micro-ultrasound, blood GLUC, or both^7^. Tumors were size-matched and randomized to treatment groups. After treatment initiation, tumor size was monitored every 3 days by blood GLUC measurements.

For survival studies, C57BL/6 mice bearing GL261-MGH-GFP-GLUC, CT2A-GFP-GLUC, or 005GSC-GFP-GLUC were treated every 3 days with total six doses of (i) IgG2a; (ii) αPD1 (Bioxcell, RMP1-14); (iii) αGITR (Bioxcell, DTA-1); or (iv) αPD1 + αGITR. Tumor size was measured every 3 days until the first mice showed clinical signs of GBM associated morbidity (including serious movement problems, hunch-back, and/or weight loss beyond 15%), at which time the mice were euthanized.

*Rag1*^−/−^ mice received (i) vehicle, (ii) 5 × 10^5^ CD4 Treg cells (TCR^+^CD4^+^ CD25^+^CD127^lo^), (iii) 1 × 10^6^ CD8 cells (TCR^+^CD8^+^), or (iv) 5 × 10^5^ CD4 Treg cells and 1 × 10^6^ CD8 T cells. Mice were inoculated with GL261-MGH-GFP-GLUC or CT2A-GFP-GLUC 2 days after cell transfer. For each set of cell transfer experiments, mice were randomized to two cohorts post tumor establishment (size 0.5–1 mm^3^) for treatment with IgG2a or αPD1 + αGITR (*n* = 4–6 per cohorts). They were then treated with six doses of each antibody (250 µg/mouse/dose). Tumor size based on blood GLUC was measured until the first mouse showed clinical signs of the GBM associated morbidity, as stated above.

For immunological assays, mice were sacrificed 2–3 days after the 4th treatment. Tumor, LNs, blood, and spleen were harvested. Single-cell preparation (including TILs) was conducted using a modified mechanical dissociation method^8^ and cells were analyzed as previously described in the antibody and flow cytometry section.

For multi-arm treatment studies, 8–12 mice were assigned to each group, to achieve statistical power. For two-arm cell transfer experiments, at least 4–5 mice were used in each group. Tumor growth was analyzed using two-way ANOVA with multiple comparisons. Event-free survival (moribund) estimates were calculated with the Kaplan–Meier method. Groups of mice were compared by log-rank test.

For the SoC study, cranial window bearing^77^ mice were implanted with CT2A-GFP-GLUC cells. When tumors reached sizes between 5 and 10 mm^3^, as measured by their GLUC value, tumors were surgically excised, and mice were kept under observation for 3 days. Then mice were assigned to treatment groups and treated with 10 days of consecutive radiation (1G per day) and chemotherapy TMZ (25 mg/kg, i.p.).

### Human samples

This study was approved by the Institutional Review Board at Brigham and Women’s Hospital (BWH). Human Glioblastoma samples were identified through the surgical pathology files at the BWH. All of the patient samples were de-identified prior to the study. Patient samples were collected as part of SoC treatment. No informed consent was obtained since this was a retrospective study in which excess tissue was used from otherwise consented procedures as part of routine clinical care. Patient records were reviewed for age, sex, medical history, surgical intervention, therapeutic regimens, IDH1 mutation status, MGMT promotor methylation, cytogenetics and overall survival. All patients (except 1 patient which opted for no treatment) received SoC therapy ± immune checkpoint blockade ± Bevacizumab.

PBMCs were collected from healthy volunteers and not cancer patients. The data were anonymized and categorized under MGH general informed consent protocol.

### RNA-seq analysis of Treg cells

Treg cells were sorted from tumor tissues or spleens of treated mice. Next-generation sequencing libraries were prepared according to the Smart-Seq2 protocol as previously described^78–80^.

Briefly, RNA from cell lysates were captured using Agencourt RNA Clean beads then converted to cDNA. The whole transcriptome was amplified before quantification and dual-index barcoding with an Illumina Nextera XT kit. The cDNA libraries were enriched then pooled in equal volumes before final bead clean-up and sequencing on a NextSeq500 instrument. Reads were aligned to mm10 mouse reference genome using Tophat, and RSEM^81^ was used to calculate transcripts per million. 

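The effect of the paper's filters on the number of genes compared was measured in GBM Treg cells (n = 5 after IgG2a and n = 7 after αPD1 + αGITR). Requiring a mean TPM above 10 in at least 1 group kept 7848 of the genes, while every gene above 0 in at least 1 library came to 40755. Requiring a mean above 10 in both groups kept 5170. The paper's text gives no limit for a low CV. A limit of 1 on the CV of TPM within each group, applied on top of the expression filter, kept 4468 genes and gave 1205 DEGs at the paper's threshold. No filter on low values gave 2424 DEGs at that threshold.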

Normalized read counts were filtered for robust expression (>10) and low CV and processed in the Multiplot suite and Morpheus (https://software.broadinstitute.org/morpheus/).

### In vitro co-culture assays

In preclinical models, Treg cells or CD8 T cells were isolated from tumors, spleen, or LN of tumor-bearing mice or naive C57BL/6 mice. Cell sorting was done post enrichment using Treg cell isolation or CD8 isolation kits. Pre-sorting enrichment assays in mice are done using commercial kits. Treg cells were enriched using CD4 + CD25+ Regulatory T Cell Isolation Kit (Miltenyl biotech, 130-091-041) and CD8 with Naive CD8a+ T Cell Isolation Kit, mouse (Miltenyl biotech, 130-096-543). Culture media was Roswell Park Memorial Institute medium (RPMI) supplemented with 10% FBS and 1% penicillin-streptomycin. Two models of co-culture assay were performed. In one setting, Treg cells and CD8 T cells (1:1 ratio) were co-cultured with or without tumor cells in the presence of αCD3/CD28 beads (Biolegend), and their phenotype and cytokine production were measured using flow cytometry within the first 3 days. For experiments with long term culture (>3 days), IL-2 (20 ng/mL) was added to the culture. In another setting, tumor cells (1 × 10^3^ cells) were cultured overnight in 96 round bottom plates with 100 µL of their growth media. After 24 h, sorted Treg cells or CD8 T cells were added to tumor cells in the ratios of 1:1, 1:2, 1:5, or 1:10, and tumor cell viability was measured by MTT assay at 48 h. The proliferation of tumor cells was assessed by GLUC at 24 and 48 h. Co-culture assay for neutralization experiment was performed in the presence of 10 µg/mL αIFNγ (Biolegend), αMHC Class I (BioXcell, Y3), αMHC Class II (BioXcell, M5/114), αTNFα (Biolegend), αGzmB, and αFAS L (Biolegend, MFL4) antibodies.

For human co-culture studies, Treg cells and CD8 T cells were FACS sorted from already prepared PBMC (Mark Cobbold laboratory at MGH cancer center). CD8 and Treg cells were before in vitro assays. For T cell expansion, human IL-2 (20 ng/mL) and dynabeads human T-Activator CD3/CD28 (Thermo fisher) were added to the culture media. Then, Treg cells or CD8 T cells were added to human GBM tumor cells (MGG4-GFP-GLUC and MGG8-GFP-GLUC) under therapy conditions and blockade as stated above, and tumor cell proliferation was measured.

### Quantification and statistical analysis

Statistics were performed using Prism v6.07 and v8. One-way analysis of variance (ANOVA) with Tukey’s post hoc test was used as indicated in the figure legends. The Kaplan–Meier method was used for survival studies as indicated in the figure legends. Student’s *t* test was used for two-arm studies as indicated in the figure legends. N represents the number of mice used in the experiment, with the number of individual experiments listed in the legend. Graphs show individual or in case of survival studies combined experiments/samples. Results are presented as mean with or without error bars showing the standard error of the mean (SEM). Differences with *p* < 0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

All data generated by this study are available within the Article, Supplementary Information or available from the authors upon request. Source data are provided with this paper. Our RNA sequencing data from GBM Tregs vs. spleen Tregs are available in Gene Expression Omnibus (GEO) under accession code GSE167746. Materials are available under a material transfer agreement (contact person R.K.J.). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Targeting Treg cells with GITR activation alleviates resistance to immunotherapy in murine glioblastomas
**Source:** Nat Commun. 2021 May 11;12:2582. doi: 10.1038/s41467-021-22885-8
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information file

**Targeting Treg cells with GITR activation alleviates resistance to immunotherapy in murine glioblastomas**

Zohreh Amoozgar<sup>1,†</sup>, Jonas Kloepper<sup>1,†</sup>, Jun Ren<sup>1,†</sup>, Rong En Tay<sup>2</sup>, Samuel W. Kazer<sup>3</sup>, Evgeny Kiner<sup>4</sup>, Shanmugarajan Krishnan<sup>1</sup>, Jessica M. Posada<sup>1</sup>, Mitrajit Ghosh<sup>1</sup>, Emilie Mamessier<sup>1</sup>, Christina Wong<sup>1</sup>, Gino B. Ferraro<sup>1</sup>, Ana Batista<sup>1</sup>, Nancy Wang<sup>1</sup>, Mark Badeaux<sup>1</sup>, Sylvie Roberge<sup>1</sup>, Lei Xu<sup>1</sup>, Peigen Huang<sup>1</sup>, Alex K. Shalek<sup>3</sup>, Dai Fukumura<sup>1</sup>, Hye-Jung Kim<sup>2,\*</sup>, Rakesh K. Jain<sup>1,\*</sup>

<sup>†</sup> These authors have contributed equally

**Supplementary Table 1: Antibodies List.**

For ease of identification, full detail of antibodies and materials are shown under the registry of publicly available data base (antibodyregistry.org) that provides a comprehensive list of suppliers, and appropriate references for usage. These information is summarized under antibody registry number in the listed table.

| Reagent (antibodies) | Concentrations | Provider       | Clone and antibody registry number |
|----------------------|----------------|----------------|------------------------------------|
| CD4                  | 1/200          | BD Pharmingen  | RM4-5; RRID: AB_1937327            |
| CD4                  | 1/200          | BD Horizon     | GK1.5; RRID: AB_395010             |
| CD8                  | 1/200          | Biolegend      | 53-6.7; RRID: AB_2563056           |
| CD11b                | 1/200          | eBioscience    | M1/70; RRID: AB_468883             |
| CD11c                | 1/200          | Biolegend      | N418; RRID: AB_313770              |
| CD11c                | 1/200          | BD Biosciences | HL3; RRID: AB_395058               |
| CD206                | 1/200          | Biolegend      | C068C2; RRID: AB_2562232           |
| CD39                 | 1/200          | Biolegend      | Duha59; RRID: AB_2563394           |
| CD45                 | 1/200          | Biolegend      | 30-F11; RRID: AB_10898325          |
| CD49b                | 1/200          | Biolegend      | HMa2; AB_1595599                   |
| CD62L                | 1/200          | eBioscience    | MEL-14; AB_469632                  |
| CD69                 | 1/200          | Biolegend      | H1.2F3; RRID: AB_10683447          |
| CD73                 | 1/200          | Biolegend      | TY/11.8; RRID: AB_2154094          |
| CD127                | 1/200          | BD Pharmingen  | SB/199; RRID: AB_469649            |
| CD127                | 1/200          | eBioscience    | A7R34; AB_469435                   |
| CTLA4                | 1/100          | eBioscience    | UC10-4B9; RRID: AB_467510          |
| F4/80                | 1/200          | Biolegend      | BM8; RRID: AB_893486               |
| FoxP3                | 1/100          | Biolegend      | 150D; RRID: AB_439747              |
| FoxP3                | 1/100          | Biolegend      | FJK-16s; RRID: AB_1518812          |
| FR4                  | 1/200          | eBioscience    | eBio12A5; RRID: AB_842799          |
| GITR                 | 1/200          | BD Horizon     | DTA-1                              |
| GITR                 | 1/200          | Biolegend      | YGITR765; RRID: AB_528907          |
| GR1                  | 1/200          | eBioscience    | RB6-8C5                            |
| GR1                  | 1/200          | BD Horizon     | RB6-8C5                            |
| GzmB                 | 1/200          | eBioscience    | GB11; AB_2114575                   |
| Helios               | 1/50           | Biolegend      | 22F6; RRID: AB_10662900            |
| IL-10                | 1/100          | Biolegend      | JEs5-16E3; RRID: AB_11150582       |
| IL-2                 | 1/100          | Biolegend      | JES6-5H4; RRID: AB_2650897         |
| INFg                 | 1/200          | Biolegend      | XMG1.2; RRID: AB_493312            |

|                                   |       |             |                            |
|-----------------------------------|-------|-------------|----------------------------|
| KLRG1                             | 1/200 | BD Horizon  | 2F1                        |
| Lag3                              | 1/200 | Biolegend   | C9B7W; RRID: AB_2561516    |
| OX-40                             | 1/200 | Biolegend   | OX-86; RRID: AB_10962569   |
| PD1                               | 1/200 | Biolegend   | 29F.1A12; RRID: AB_2159184 |
| PD1                               | 1/200 | Biolegend   | 29F.1A12; RRID: AB_2563680 |
| TCRb                              | 1/200 | Biolegend   | H57-597; RRID: AB_2562350  |
| TIGIT                             | 1/200 | Biolegend   | 1G9; RRID: AB_10962572     |
| Tim3                              | 1/200 | eBioscience | 8B.2C12; AB_2573233        |
| TGFβ                              | 1/100 | Biolegend   | TW7-16B4; AB_2561580       |
| TNFα                              | 1/200 | Biolegend   | MP6-XT22; AB_2565953       |
| αMHC Class I (H-2K <sup>b</sup> ) | 1/200 | Biolegend   | 28-8-6; AB_313598          |
| αMHC Class II                     | 1/200 | Biolegend   | M5/114.15.2; AB_313328     |

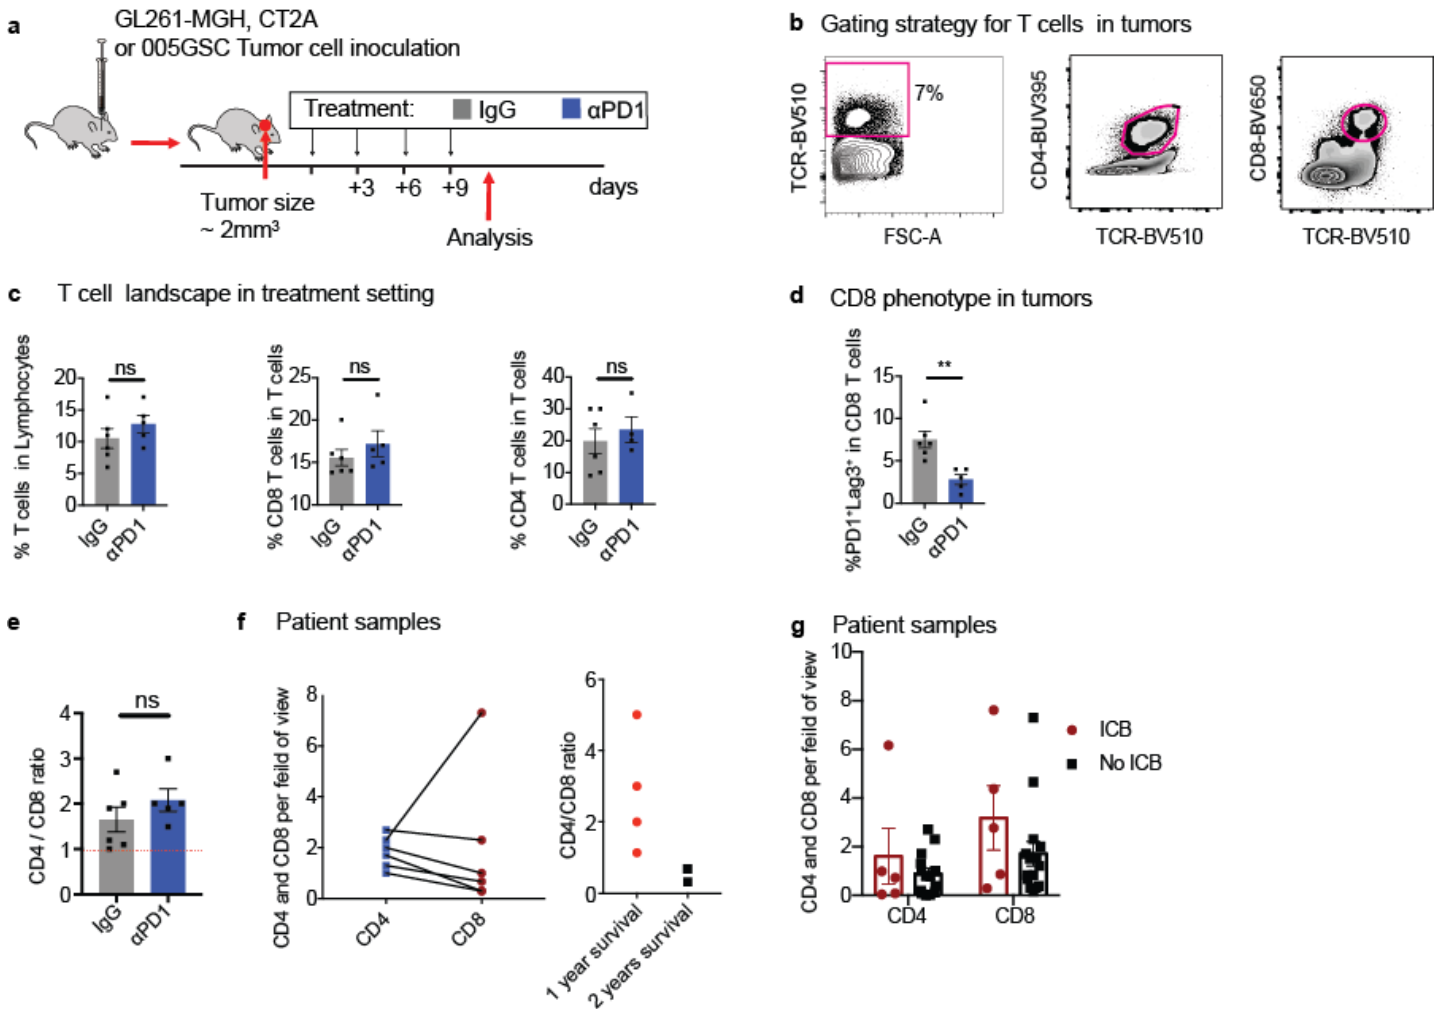

**Supplementary Figure 1. T cell landscape in brain tumors with and without ICB therapy**

**a)** Schematic representation of ICB treatment protocol during GBM tumor challenge. Mice were inoculated orthotopically with  $1 \times 10^5$  GL261-MGH-GFP-GLUC cells. Mice were randomized into two groups (tumor size of  $\sim 2 \text{ mm}^3$  as measured by blood GLUC activity ( $n=11$ )) and then treated with 4 doses of i) IgG2a (isotype control) ( $n=6$ ), and ii)  $\alpha$ PD1 ( $n=5$ ) administered every 3 days intraperitoneally. The initial treatment dose was  $500 \mu\text{g}/\text{dose}/\text{mouse}$ , followed by 3 maintenance doses of  $250 \mu\text{g}$  for both antibodies. Two independent repeats of experiments.

**b)** Gating strategy for T cells in brain tumors.

**c)** T cell frequencies within brain tumors after the last treatment, as stated in (a) [(IgG ( $n=6$ ) and  $\alpha$ PD1 ( $n=5$ ) biological replicates)]. IgG2a and  $\alpha$ PD1 therapies were compared with Two-tailed unpaired t-test [(% T cells,  $p=0.306$ , not significant), (% CD8 in T cells,  $P=0.3673$ , not significant), and (% CD4 in T cells,  $P=0.5491$ , not significant)]. Data presented are mean  $\pm$  SEM.

**d)** Frequency of PD1 and Lag3 double-positive cells in intratumoral CD8 T cells in GBM tumors treated as in (a). IgG2a and  $\alpha$ PD1 therapies were compared with Two-tailed unpaired t-test,  $p=0.0038$ ,  $**p < 0.01$ . Data presented are mean  $\pm$  SEM.

**e)** The ratio of CD4 to CD8 T cells in tumors after each treatment (see a).  $P=0.2805$ , not significant. Data presented are mean  $\pm$  SEM.

**f)** Number of CD4 and CD8 T cells in clinical samples from initial diagnosis or at autopsy ( $n=6$ ). All patients had received the standard of care (SoC), including resection of GBM tumors, chemotherapy (temozolomide) and radiation therapy<sup>1</sup>.

**g)** Quantity of CD4 and CD8 T cells in clinical samples from GBM patients (n=20) that underwent SoC with or without ICB treatments. Data presented are mean  $\pm$  SEM. Source data are provided in a Source Data file.

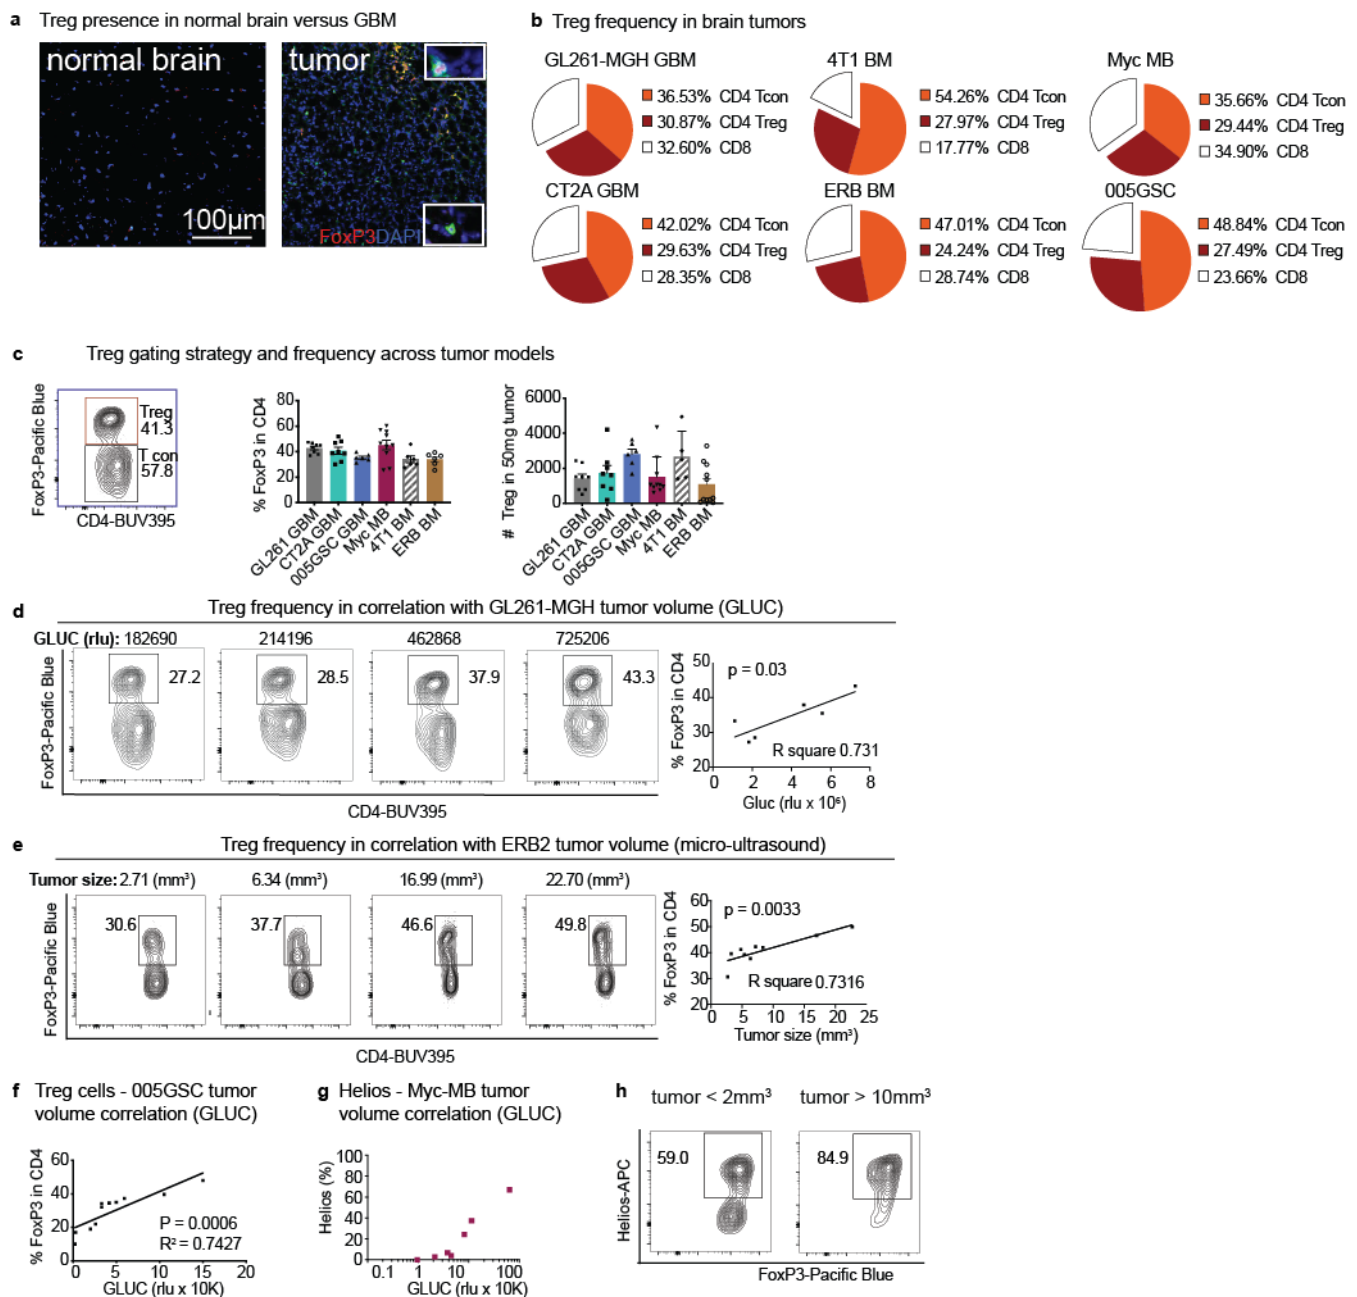

**Supplementary Figure 2. Treg cell frequency and anergy increase proportionally to tumor size.**

**a**) Representative micrographs showing CD4 FoxP3<sup>+</sup> T cells (CD4 Treg cells) in healthy mouse brain (left) and in GL261-MGH GBM tumors grown orthotopically in mice (right). Two independent repeats of experiments.

**b**) Profile of T cells in primary adult GBM tumors (GL261-MGH, CT2A, and 005GSC), metastatic pediatric tumors (group 3 Myc medulloblastoma), and breast cancer brain metastases (4T1 and ErbB2).

**c**) Treg cell gating strategy and frequency and number within T cells in primary adult GBM tumors [(GL261-MGH (n=8), CT2A (n=8), and 005GSC (n=6)], metastatic pediatric tumors [(group 3 Myc medulloblastoma) (n=10)], and breast cancer brain metastases [(4T1 (n=6) and ErbB2 (n=6)]. Data presented are mean  $\pm$  SEM.  $p=0.021$  for Treg cell frequency and  $p=0.5305$  for Treg cell number, by one-way ANOVA test and corrected for multiple comparisons using the Tukey adjustment. Between group comparison in Treg cell frequency did not show statistical differences. Each n is a biological replicate.

**d)** Correlation between the frequency of tumor-infiltrating Treg cells and the size of orthotopic GL261-MGH tumors (determined by GLUC values) (n=6), using linear regression test.

**e)** Correlation between the frequency of tumor-infiltrating Treg cells and the size of breast cancer metastasized to the brain (ERB2 tumors measured by ultrasound) (n=9), using linear regression test.

**f)** Correlation between the frequency of tumor-infiltrating Treg cells and the size of orthotopic G005GSC tumors (determined by GLUC values) (n=11), using linear regression test.

**g)** Correlation between the fraction of Helios expressing intratumor Treg cells and Myc-MB tumor volume (n=7), using linear regression.

**h)** Helios expression in Treg cells in representative small (~2 mm<sup>3</sup>) and large (>10 mm<sup>3</sup>) GL261-MGH tumors.

p-values in panels **d** and **e** were calculated using a linear regression test. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001. Source data are provided in a Source Data file.

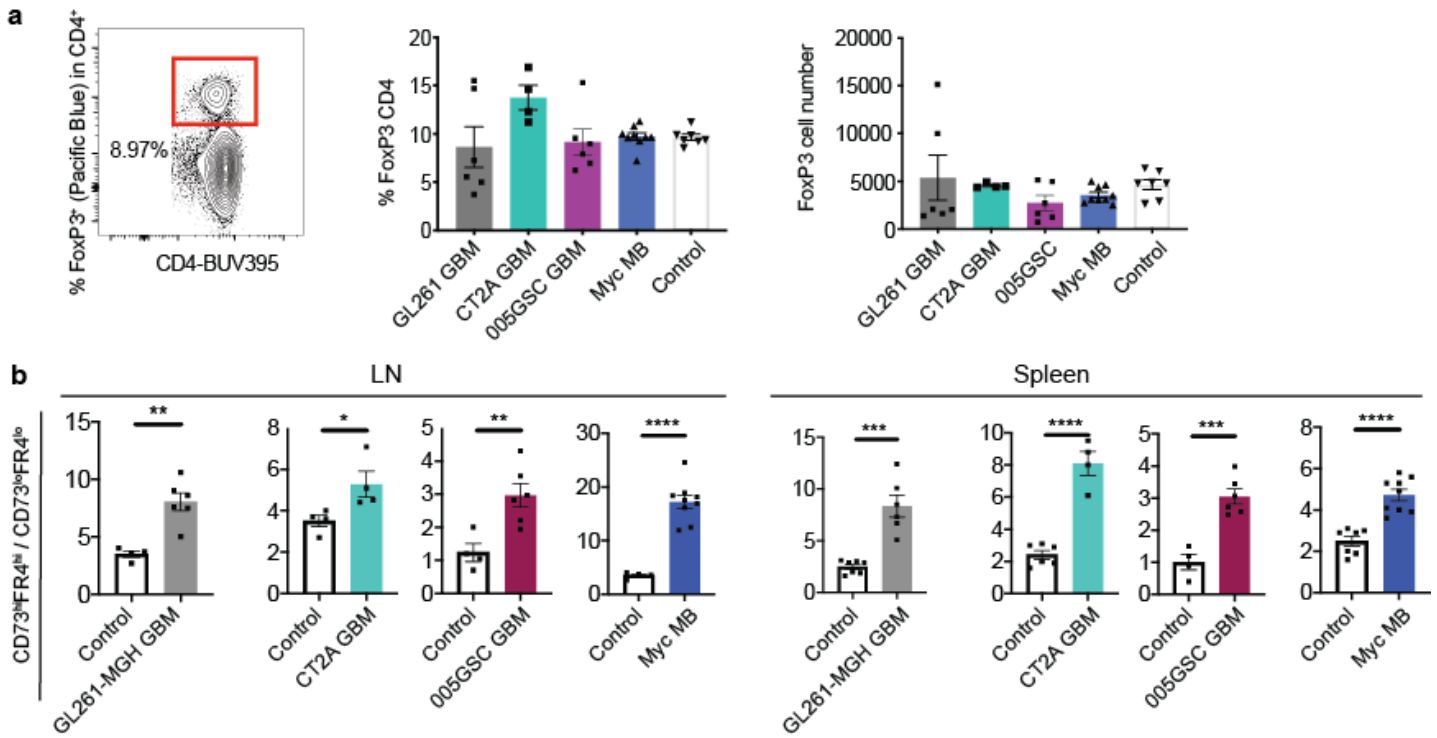

**Supplementary Figure 3. Treg cell anergy increases in peripheral lymphoid organs of brain tumor-bearing animals.**

**a)** Treg cell gating strategy (left) and cell numbers in spleens and cervical LNs of tumor-free [control (n=7)] or tumor-bearing mice: GBM [(GL261-MGH (n=6), CT2A (n=4), or 005GSC (n=6)] or metastatic medulloblastoma (Myc-MB, n=9). N represents biological replicates. Data presented are mean ± SEM.  $p=0.0892$  for Treg cell frequency and  $p=0.4978$  for Treg cell number, by one-way ANOVA test. Shown are combined data from two independent repeats of experiments.

**b)** The ratio of Treg cells co-expressing high and low levels of CD73 and FR4 in LN and spleen. Data presented are mean ± SEM. Control group was compared with tumor bearing mice using Two-tailed unpaired t-test. LN: GL261-MGH  $p=0.0017$ , 95% confidence interval 2.289 to 6.811; CT2A  $p=0.0416$ , 95% confidence interval 0.09340 to 3.457; 005GSC  $p=0.0081$ , 95% confidence interval 0.5885 to 2.866; Myc-MB  $p<0.0001$ , confidence interval 9.498 to 17.95. Spleen: GL261-MGH  $p=0.0001$ , 95% confidence interval 3.642 to 8.086; CT2A,  $p<0.0001$  95% confidence interval 4.139 to 7.227 ; 005GSC  $p=0.0004$ , 95% confidence interval 1.240 to 2.855; Myc-MB  $p<0.0001$ , confidence interval 1.428 to 3.045. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\*  $p < 0.0001$ . Source data are provided in a Source Data file.

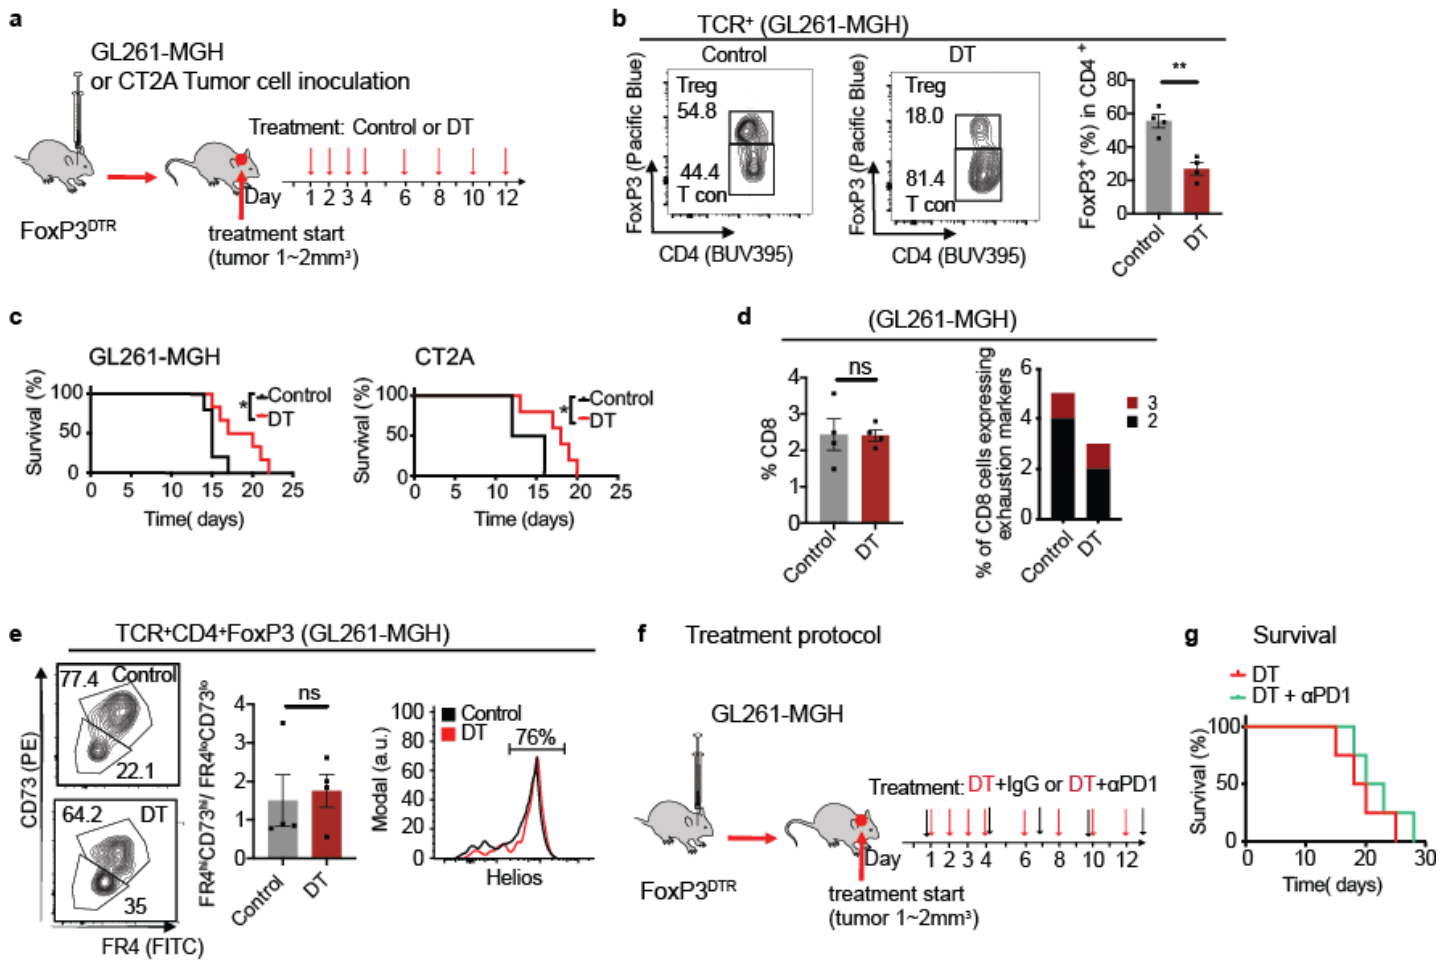

**Supplementary Figure 4. Low numbers of Treg cells are sufficient to suppress CD8 T cell function and resist αPD1 treatment.**

**a)** Schematic representation of experimental protocol to evaluate the effect of Treg cell depletion on GBM tumor growth. Gaussia luciferase (GLUC) expressing GL261-MGH ( $1 \times 10^5$  cells) or CT2A ( $5 \times 10^4$  cells) tumor cells were orthotopically inoculated in *FoxP3<sup>DTR</sup>* mice. The experimental animals were randomized by GLUC values corresponding to tumors 0.5 - 1.5 mm<sup>3</sup> in volume. Mice were given PBS control (n=5) or diphtheria toxin (DT; n=5) intraperitoneally every day for 4 days and every other day for an additional 4 (for CT2A tumors) or 6 (for GL261-MGH tumors) doses. N represent biological replicates of two independent repeats of experiments.

**b)** Representative flow cytometry plots (left) and quantification (right) of Treg cell depletion after DT treatment. Data presented are mean  $\pm$  SEM. Control (n=4), DT (n=4). p=0.0017 by Two-tailed unpaired t-test (95% confidence interval -41.57 to -15.53). N represents biological replicates of two independent repeats of experiments.

**c)** Survival of mice challenged with GL261-MGH and CT2A tumors and treated as in (a). Survival was assessed using Kaplan-Meier survival analysis. \*p < 0.05. N represent biological replicates of two independent repeats of experiments. Number of mice is each group and Median survival: [GL261-MGH Control (n=5, 15 days), DT (n=5, 18.5 days)] and [CT2A Control (n=4, 14 days), DT (n=4, 18 days)].

**d)** Left, Frequency of CD8 T cells in live cells in GL261-MGH tumors (n=4 control and DT treated). p=0.9707, statistically insignificant. Right, Fraction of CD8 T cells expressing 2 or 3 markers of the suppressive function (PD1, Lag3, TIGIT) in GL261-MGH tumors treated as in (a). N represent biological replicates of two independent repeats of experiments. Data presented are mean  $\pm$  SEM.

**e)** Representative flow cytometry plots of co-expression of CD73 and FR4 in CD4 Treg cells (left) and quantification of the ratio (right) of CD73<sup>hi</sup>FR4<sup>hi</sup> to CD73<sup>lo</sup>FR4<sup>lo</sup> CD4 Treg cells within GL261-MGH tumors

treated as in (a).  $p=0.7669$ , statistically insignificant. Helios expression by CD4 Treg cells with or without induction of Treg cell depletion. N represents biological replicates of two independent repeats of experiments. Data presented are mean  $\pm$  SEM.

**f)** Schematic representation of experimental protocol to evaluate whether CD4 Treg cell depletion alone was sufficient to alleviate GBM resistance to ICB. Mice bearing GL261-MGH tumors ( $\sim 1\text{-}2\text{ mm}^3$  in volume) were treated with 4 doses of DT, and received either anti-PD1 ( $n=6$ ) or control IgG2a ( $n=6$ ) in addition to continuing the DT treatment. Median survival: [GL261-MGH Control (19 days), DT (21 days)].

**g)** Survival of mice treated as in (f). Two independent repeats of experiments.

Survival was assessed using Kaplan-Meier survival analysis.

Source data are provided in a Source Data file.

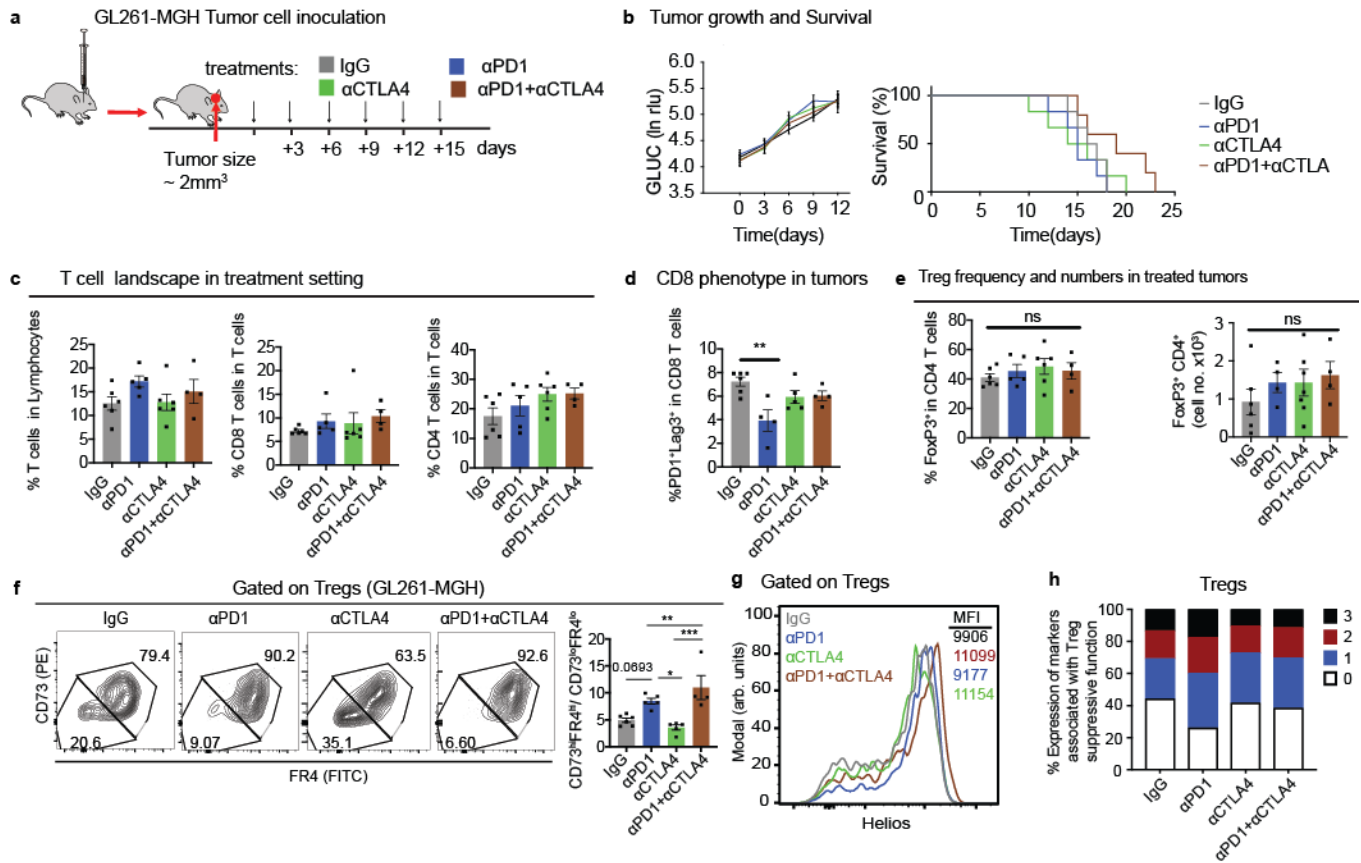

### Supplementary Figure 5. GBMs harbor significant numbers of Treg cells with a strongly suppressive phenotype that causes resistance to ICB.

**a)** Schematic representation of ICB treatment protocol during GBM tumor challenge. Mice were inoculated with  $1 \times 10^5$  GL261-MGH cells orthotopically and tumor growth was monitored using serial measurements of Gaussian luciferase activity (GLUC) in the blood. Mice were randomized to 4 treatment groups when tumor size reached  $\sim 2 \text{ mm}^3$  and then treated with 4 doses of i) IgG2a control (n=7), ii)  $\alpha$ PD1 (n=7), iii)  $\alpha$ CTLA4 (n=6) or iv)  $\alpha$ PD1+ $\alpha$ CTLA4 (n=6) administered every 3 days intraperitoneally. Treatment dose was  $500 \mu\text{g}/\text{mouse}$ , followed by maintenance doses of  $250 \mu\text{g}$  for all antibodies. Data shown are representative of two independent repeats of experiments.

**b)** Tumor growth and survival of mice treated as in (a) (n=6). Tumor growth was compared by two-way ANOVA (Days  $\times$  Group) (not significant). Survival was assessed using Kaplan-Meier survival analysis (not significant). Data shown are representative of two independent repeats of experiments.

**c)** T cell frequencies within brain tumors treated as in (a), IgG2a control (n=6),  $\alpha$ PD1 (n=5),  $\alpha$ CTLA4 (n=6) or  $\alpha$ PD1+ $\alpha$ CTLA4 (n=4). Data shown are mean  $\pm$  SEM; p=0.2050 by ordinary one-way ANOVA test, insignificant. N represents biological replicates.

**d)** Expression of PD1 and Lag3 in intratumoral CD8 T cells in GBM tumors treated as in (a), IgG2a control (n=6),  $\alpha$ PD1 (n=4),  $\alpha$ CTLA4 (n=5) or  $\alpha$ PD1+ $\alpha$ CTLA4 (n=4), analyzed on day 12. Data presented are mean  $\pm$  SEM P=0.0068 by ordinary one-way ANOVA test, and were corrected for multiple comparisons using the Tukey adjustment. \*\* refers to p < 0.01. N represents biological replicates.

**e)** Treg cell frequency and cell number in tumors treated as in (a), IgG2a control (n=6),  $\alpha$ PD1 (n=5),  $\alpha$ CTLA4 (n=6) or  $\alpha$ PD1+ $\alpha$ CTLA4 (n=4), analyzed on day 12. Data presented are mean  $\pm$  SEM, p=0.6681 (frequency) and 0.7983 (cell number) by one-way ANOVA test (not significant). N represents biological replicates.

**f)** Representative flow cytometry plots (left) showing co-expression of CD73 and FR4 in GBM tumor-infiltrating CD4 Treg cells, and quantification of the ratio of CD73<sup>hi</sup>FR4<sup>hi</sup> to CD73<sup>lo</sup>FR4<sup>lo</sup> CD4 Treg cells within GBM tumors under ICB treatment, IgG2a control (n=6),  $\alpha$ PD1 (n=5),  $\alpha$ CTLA4 (n=6) or  $\alpha$ PD1+ $\alpha$ CTLA4 (n=4). N

represents biological replicates. Data presented are mean  $\pm$  SEM.  $P=0.0004$  by one-way ANOVA test, and corrected for multiple comparisons using the Tukey adjustment. Significance shown as: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

**g)** Helios expression and Mean Fluorescence Intensity (MFI) of Helios in CD4 Treg cells quantified by FACS.

**h)** Distributions of expression of markers associated with Treg cell suppressive function (PD1, Lag3, TIGIT) in GBM Treg cells quantified by FACS.

Source data are provided as a Source Data file.

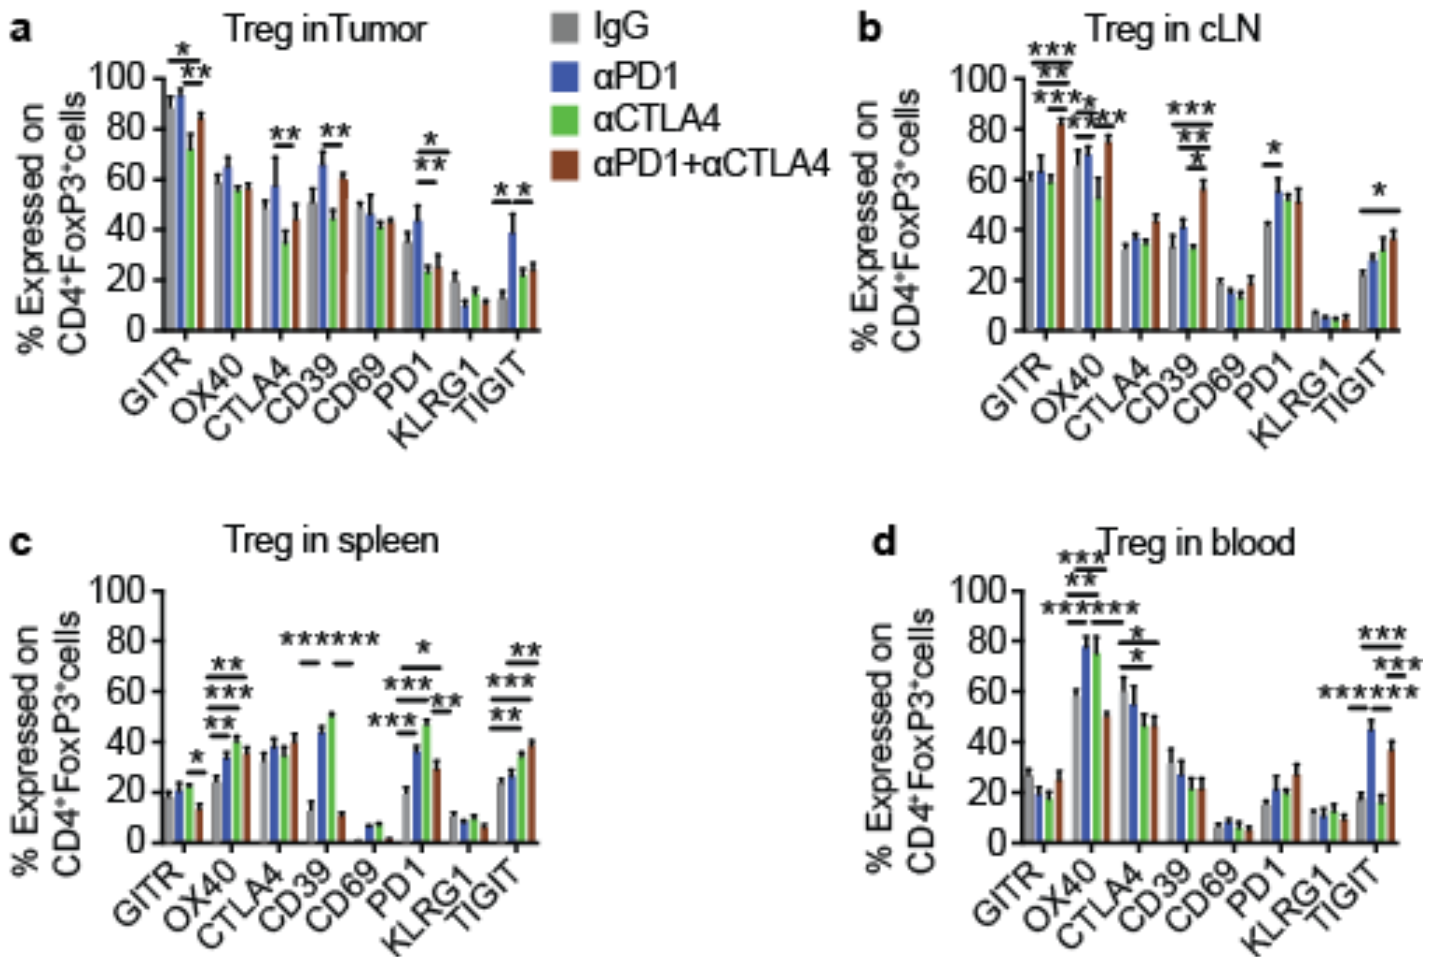

**Supplementary Figure 6. GITR is predominantly expressed on Treg cells in the brain TME and is unchanged by ICB therapy.**

Treg marker profiles were analyzed on Treg cells isolated from established orthotopic GL261-MGH tumors: (a) treated with IgG2a control (n=7), αPD1(n=7), αCTLA4 (n=6), or αPD1+αCTLA4 (n=6) on day 10 as well as from (b) draining cervical lymph nodes, (c) spleens and (d) the blood from the same animals (n=5-7). Statistical assessment was performed using one-way ANOVA with the Tukey adjustment for multiple comparisons. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001. N represents biological replicates. Data presented are mean ± SEM. Source data are provided as a Source Data file.

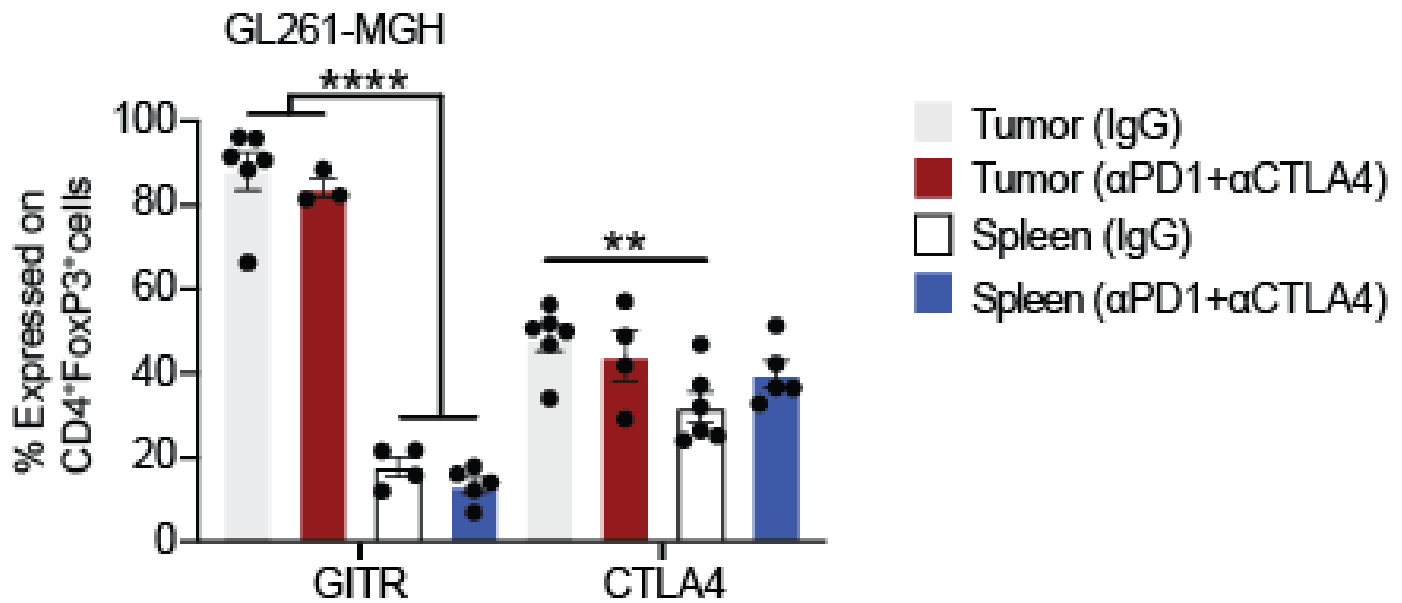

**Supplementary Figure 7. GITR is predominantly expressed on GBM Treg cells.**

A) Comparison of GITR and CTLA4 expression in GBM-infiltrating and splenic Treg cells in control IgG2a-treated (n=7) versus αPD1+αCTLA4-treated mice (n=6). Statistical assessment was performed using one-way ANOVA with the Tukey adjustment for multiple comparisons. Significance is shown as \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001. N represents biological replicates. Data presented are mean ± SEM. Source data are provided as a Source Data file.

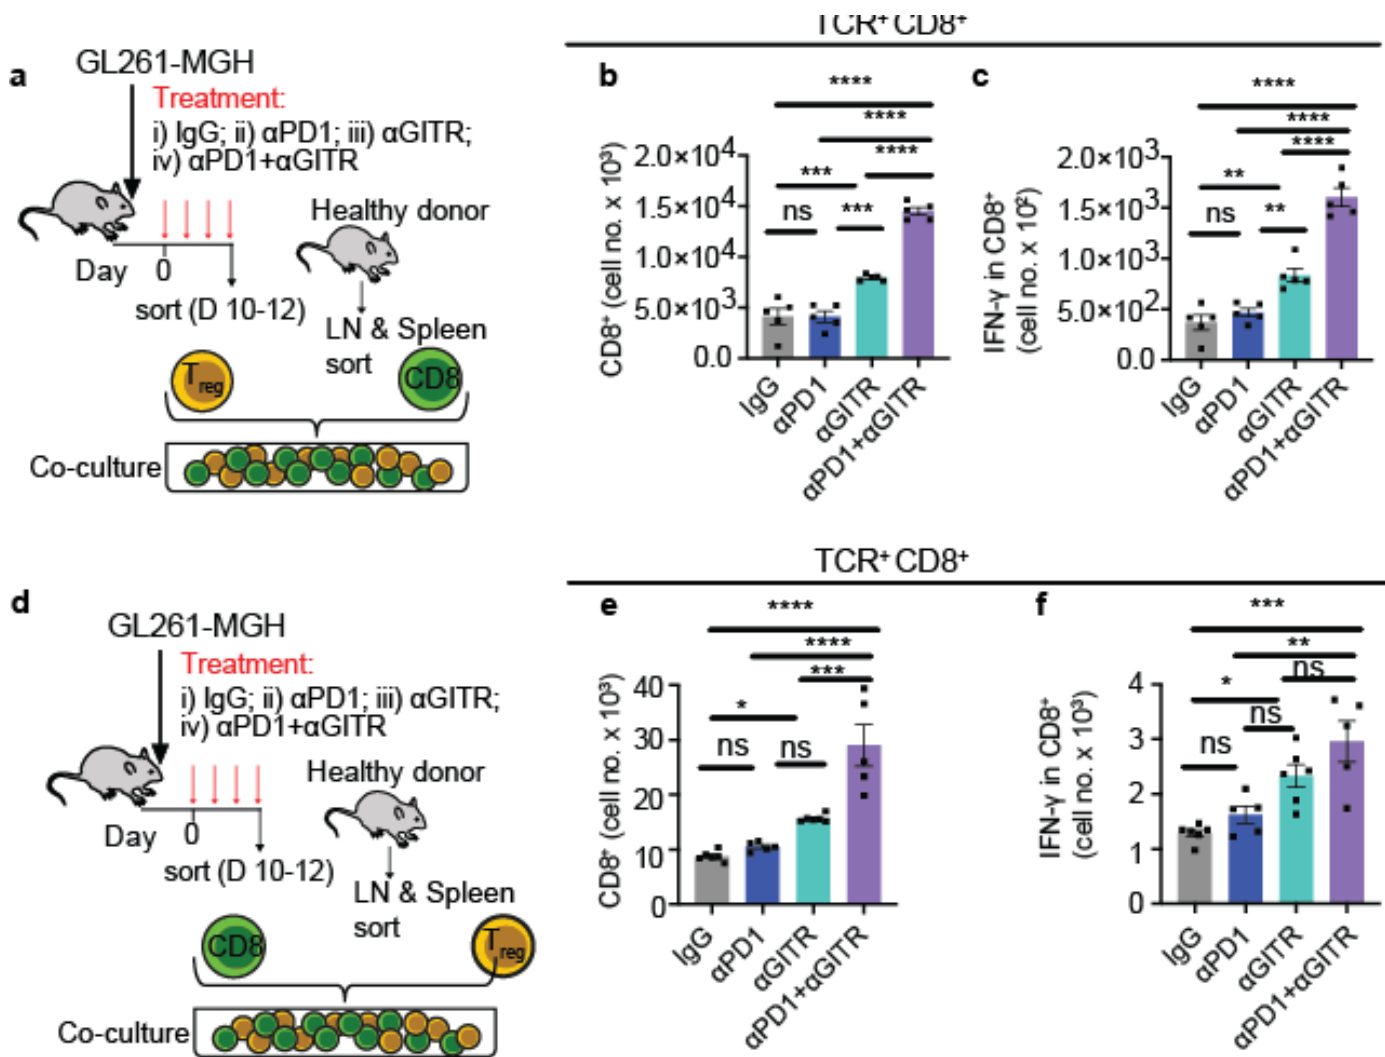

**Supplementary Figure 8. Engagement of GITR with an agonistic antibody (αGITR) reprograms Treg cells to CD4 T effector cells.**

**a)** Schematic representation of the ex vivo treatment experiments of Treg cells derived from tumor-bearing mice and CD8 T cells derived from non-tumor-bearing mice. Tumors were inoculated and randomized to treatment groups when tumor size reached ~2 mm<sup>3</sup>. Treg cells were isolated from Spleen and cervical lymph nodes (CLN) of GL261-MGH bearing mice that had been treated with 4 doses of IgG2a (isotype control), ii) αPD1, iii) αGITR, and iv) αGITR + αPD1 (dose: 250 μg per antibody, day 10; 7-12 mice per group). CD8 T cells were harvested from healthy donor mice. Treg cells were enriched (5×10<sup>4</sup>) and co-cultured with activated CD8 T cells (CD3/CD28 activation beads, 5×10<sup>4</sup>) (n=6) in 200μL volume. Data shown are representative of two independent repeats of experiments. N represents biological replicates.

**b-c)** CD8 T cells were analyzed after 3-4 days of co-culture for their number (ability to proliferate) (**b**) (IgG2a control (n=5), αPD1 (n=5), αGITR (n=5) or αPD1+αGITR (n=5)) p<0.0001 by one-way ANOVA test, and corrected for multiple comparisons using the Tukey adjustment. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001; and fraction of IFNγ expressing cells (**c**) (IgG2a control (n=6), αPD1 (n=5), αGITR (n=6) or αPD1+αGITR (n=5), p<0.0001 by one-way ANOVA test, and corrected for multiple comparisons using the Tukey adjustment. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001. Data shown are mean ± SEM, and are representative of two independent repeats of experiments. N represents biological replicates.

**d)** Schematic representation of the ex vivo experiments with healthy donor Treg cells and CD8 T cells derived from tumor-bearing mice treated with the indicated antibodies in vivo. CD8 T cells were harvested from the spleen and CLN of GL261-MGH bearing mice that had been treated with 4 doses of IgG2a (isotype control), ii)

$\alpha$ PD1, iii)  $\alpha$ GITR, and iv)  $\alpha$ GITR +  $\alpha$ PD1 (dose: 250  $\mu$ g, day 10; 6 mice per group). These CD8 T cells were co-cultured with Treg cells isolated from the spleen of healthy donor mice (n=10). N represents biological replicates. **e-f**) CD8 cells ((IgG n=6,  $\alpha$ PD1 n=5,  $\alpha$ GITR n=6,  $\alpha$ PD1+  $\alpha$ GITR n=5) were analyzed after 3-4 days of co-culture for their ability to proliferate (**e**) and produce IFN $\gamma$  (**f**). p<0.0001 (**e**) and p=0.0002 (**f**) by one-way ANOVA test, and corrected for multiple comparisons using the Tukey adjustment. Significance is shown as \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001. Data presented are mean  $\pm$  SEM. N represent biological replicates. Source data are provided as a Source Data file.

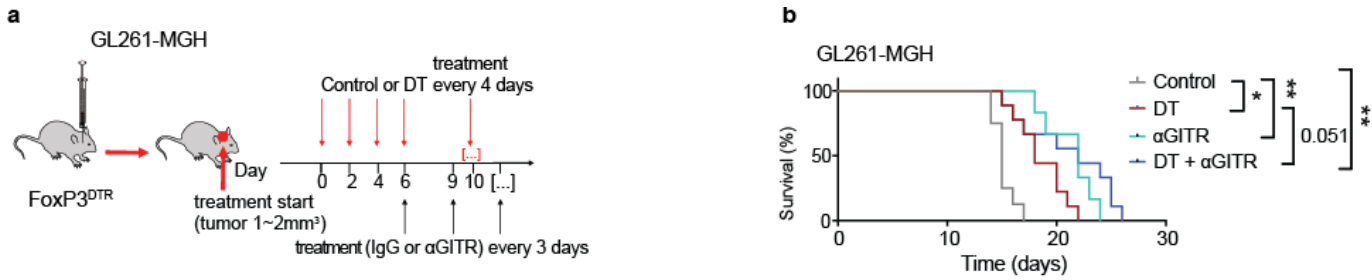

**Supplementary Figure 9. Targeting GITR enhances survival benefit in GBM-bearing mice even when the number of Treg cells is reduced upon partial Treg cell depletion.**

**a)** Schematic representation of experimental protocol to evaluate potential therapeutic effects of combining partial Treg cell depletion and Treg cell reprogramming using *FoxP3<sup>DTR</sup>* mice and αGITR antibody, respectively. *FoxP3<sup>DTR</sup>* mice bearing GL261-MGH tumors were treated with i) PBS control + IgG2a (n=8), ii) DT+IgG2a (n=9), iii) αGITR (n=6) or iv) DT and αGITR (n=9). DT therapy initiated at the time of randomization and was given every other day four times, followed by a maintenance dose every 4 days afterwards. αGITR therapy was initiated after the first 4 doses of DT, every 3 days afterwards. Data shown are representative of two independent repeats of experiments. N represents biological replicates.

**b)** survival of mice treated as in (a). Kaplan-Meier survival estimates in panel **b** were compared using the Mantel-Cox log-rank test as well as the Gehan-Breslow-Wilcoxon test. Significance is shown as \*p < 0.05, \*\*p < 0.01. Source data are provided as a Source Data file.

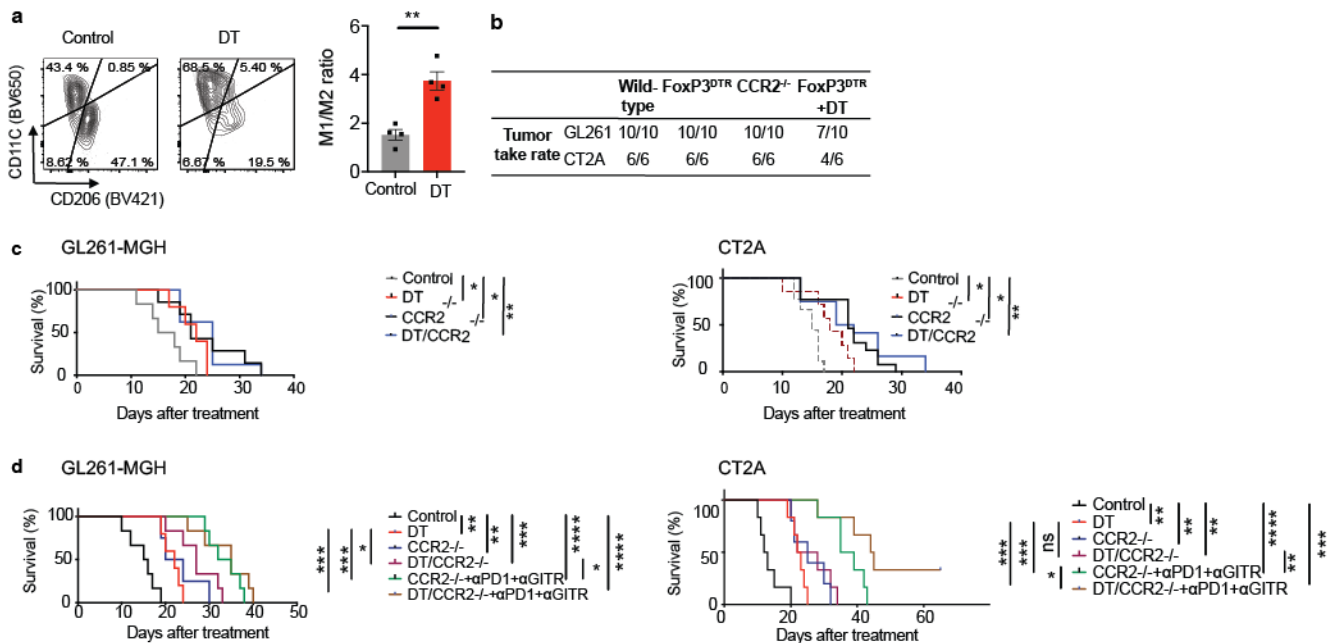

**Supplementary Figure 10. Modulating macrophage recruitment and/or reprogramming does not cooperate with Treg cell reduction in improving survival outcome in mice bearing GBM tumors.**

**a**) Gating strategy (left) and the ratio of M1-like to M2-like tumor-associated macrophages (TAMs) after Treg cell depletion, as indicated in the treatment protocol (for Supplementary Figure S4. Data shown are combined from two independent repeats of experiments. Data was analyzed using unpaired Two-tailed t-tests.,  $p=0.0021$ . N represents biological replicates.

**b**) Tumor take rate of GL261-MGH and CT2A GBMs in CCR2<sup>-/-</sup> mice, mice with systemic Treg cell depletion (DT+FoxP3<sup>DTR</sup> pre-tumor inoculation). Data shown are combined from two independent repeats of experiments. N represents biological replicates.

**c**) Survival of GL261-MGH and CT2A bearing mice (FoxP3<sup>DTR</sup>, CCR2<sup>-/-</sup>, and FoxP3<sup>DTR</sup>/CCR2<sup>-/-</sup>) treated with protocol shown in Fig. 4a. GL261-MGH [CCR2<sup>-/-</sup> (n=13), FoxP3<sup>DTR</sup> (n=9), FoxP3<sup>DTR</sup> treated with DT (n=7), FoxP3<sup>DTR</sup>/CCR2<sup>-/-</sup> treated with DT (n=12)]; and CT2A [CCR2<sup>-/-</sup> (n=7), FoxP3<sup>DTR</sup> (n=6), FoxP3<sup>DTR</sup> treated with DT (n=5), FoxP3<sup>DTR</sup>/CCR2<sup>-/-</sup> treated with DT (n=8)]; Kaplan-Meier survival estimates were compared using the Mantel-Cox log-rank test as well as the Gehan-Breslow-Wilcoxon test. Significance shown as \* $p < 0.05$ , \*\* $p < 0.01$ . Data are representative of 2-4 independent analyses. Data shown are combined from two independent repeats of experiments. N represents biological replicates.

**d**) Survival of GL261-MGH and CT2A bearing mice (FoxP3<sup>DTR</sup>, CCR2<sup>-/-</sup>, and FoxP3<sup>DTR</sup>/CCR2<sup>-/-</sup>) with addition of αPD1+αGITR therapy. GL261-MGH [Control (n=6), DT (n=5), CCR2<sup>-/-</sup> (n=4), DT/CCR2<sup>-/-</sup>(n=6), CCR2<sup>-/-</sup>+αPD1+αGITR(n=6), and DT/CCR2<sup>-/-</sup>+αPD1+αGITR (n=6)], CT2A [Control (n=6), DT (n=6), CCR2<sup>-/-</sup> (n=5), DT/CCR2<sup>-/-</sup>(n=6), CCR2<sup>-/-</sup>+αPD1+αGITR(n=6), and DT/CCR2<sup>-/-</sup>+αPD1+αGITR (n=6)]. Kaplan-Meier survival estimates were compared using the Mantel-Cox log-rank test as well as the Gehan-Breslow-Wilcoxon test. Significance shown as \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . Data is representative of 2 independent analyses. N represents biological replicates.

Source data are provided as a Source Data file.

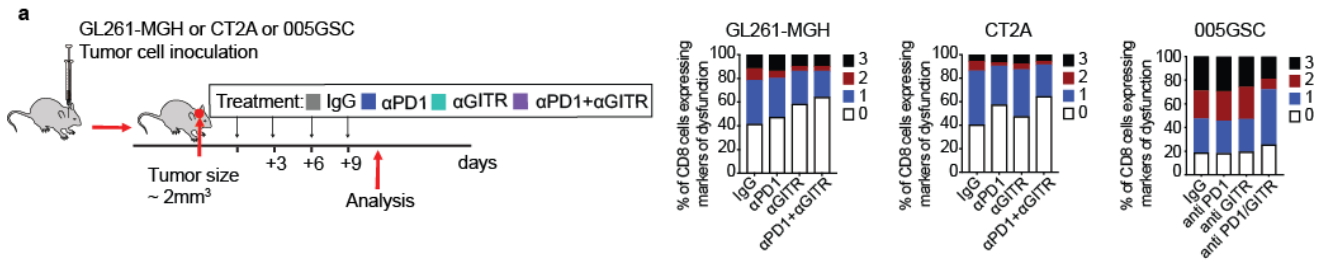

**Supplementary Figure 11.  $\alpha$ GITR +  $\alpha$ PD1 therapy reduces CD8 T cell dysfunction.**

Schematic representation of experimental protocol. Mice bearing orthotopic GBM tumors (GL261-MGH, CT2A or 005GSC, size ~2mm<sup>3</sup>) were treated with 4 doses of i) IgG2a, ii)  $\alpha$ PD1, iii)  $\alpha$ GITR, and iv)  $\alpha$ GITR +  $\alpha$ PD1 (250  $\mu$ g/mice) and their intratumoral T cells were analyzed for expression of multiple CD8 T cell inhibitory markers [0: no inhibitory marker; 1: one marker of exhaustion (PD1, Lag3, or TIGIT); 2: (PD1/Lag3, PD1/TIGIT, or TIGIT/Lag3); 3: (PD1/Lag3/TIGIT)]. GL261-MGH [IgG2a control (n=4),  $\alpha$ PD1 (n=5),  $\alpha$ GITR (n=4) or  $\alpha$ PD1+ $\alpha$ GITR (n=7)], CT2A [IgG2a control (n=4),  $\alpha$ PD1 (n=5),  $\alpha$ GITR (n=6) or  $\alpha$ PD1+ $\alpha$ GITR (n=5)], and 005GSC CT2A [IgG2a control (n=6),  $\alpha$ PD1 (n=6),  $\alpha$ GITR (n=6) or  $\alpha$ PD1+ $\alpha$ GITR (n=6)].

Data shown are combined from two independent repeats of experiments. N represents biological replicates. Source data are provided as a Source Data file.

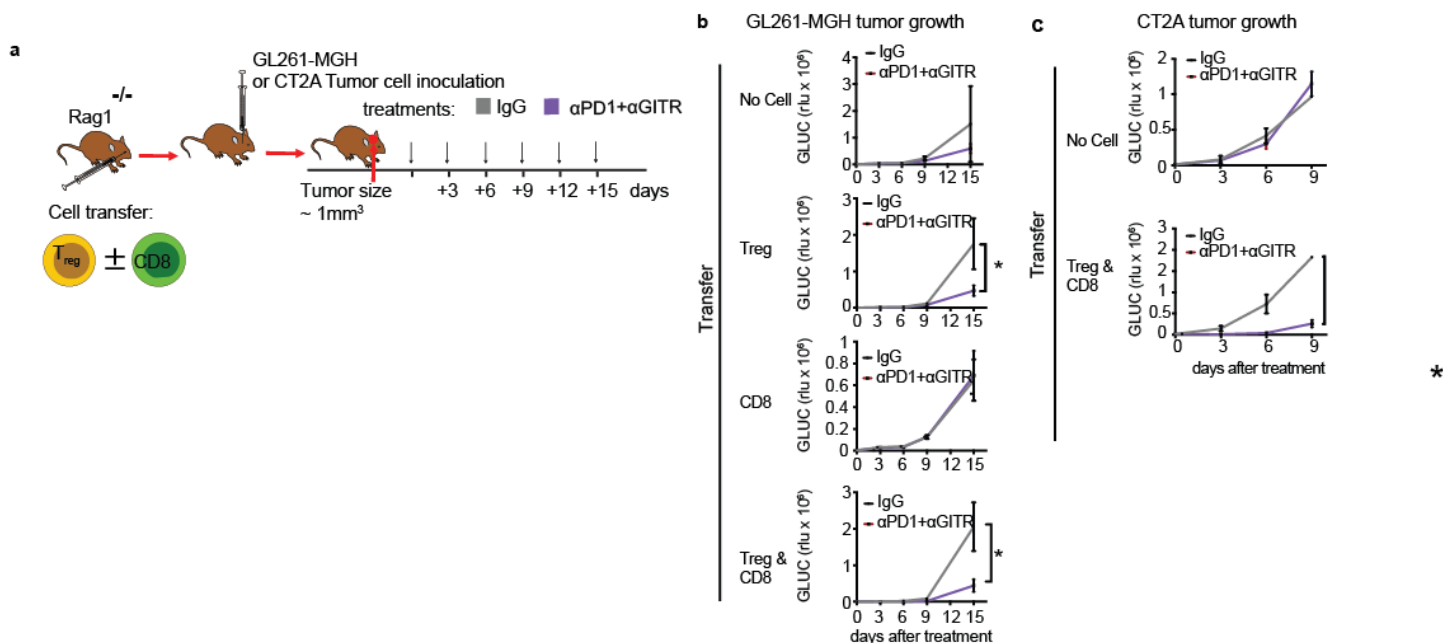

**Supplementary Figure 12. CD4 Treg cells are sufficient to elicit the therapeutic effect of αPD1+αGITR.**

**a)** Schematic representation of the experimental protocol to evaluate the contributions of CD8 and Treg cells to antitumor activity against GBM during αPD1+αGITR treatment. N represent biological replicates.

**b-c)** Purified and sorted CD8 T cells ( $1 \times 10^6$ ), Treg cells ( $5 \times 10^5$ ), or both were transferred to *Rag1*<sup>-/-</sup> mice 2 days before intracranial inoculation with tumor cells [(b) GL261-MGH or (c) CT2A]. Mice were treated [(GL261-MGH no cell: IgG n=5, αPD1+αGITR n=5)], [(GL261-MGH CD8 T cells: IgG n=5, αPD1+αGITR, n=5)], [(GL261-MGH Treg cells: IgG n=5; αPD1+αGITR, n=6)], [(GL261-MGH CD8+Treg cells: IgG n=5; αPD1+αGITR, n=5)], [(CT2A no cell: n=5, IgG; αPD1+αGITR, n=4)], [(CT2A CD8+Treg cells: IgG n=4; αPD1+αGITR, n=4)]. with 6 doses of IgG2a (250 μg/mouse) or αPD1+αGITR (250 μg/mouse) and tumor growth was measured. P-values for tumor growth curves were calculated using unpaired Two-tailed t-tests for the last measured time points in the experiment. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001 and lower. P=0.08 for GL261-MGH bearing mice transferred with Treg cells, P=0.047 for GL261-MGH bearing mice transferred with Treg cells+CD8 T cells, and P=0.012 for CT2A bearing mice transferred with Treg cells+CD8 T cells. Other p values were above 0.05 and thus, statistically insignificant. Data presented are mean ± SEM. N represents biological replicates. Source data are provided as a Source Data file.

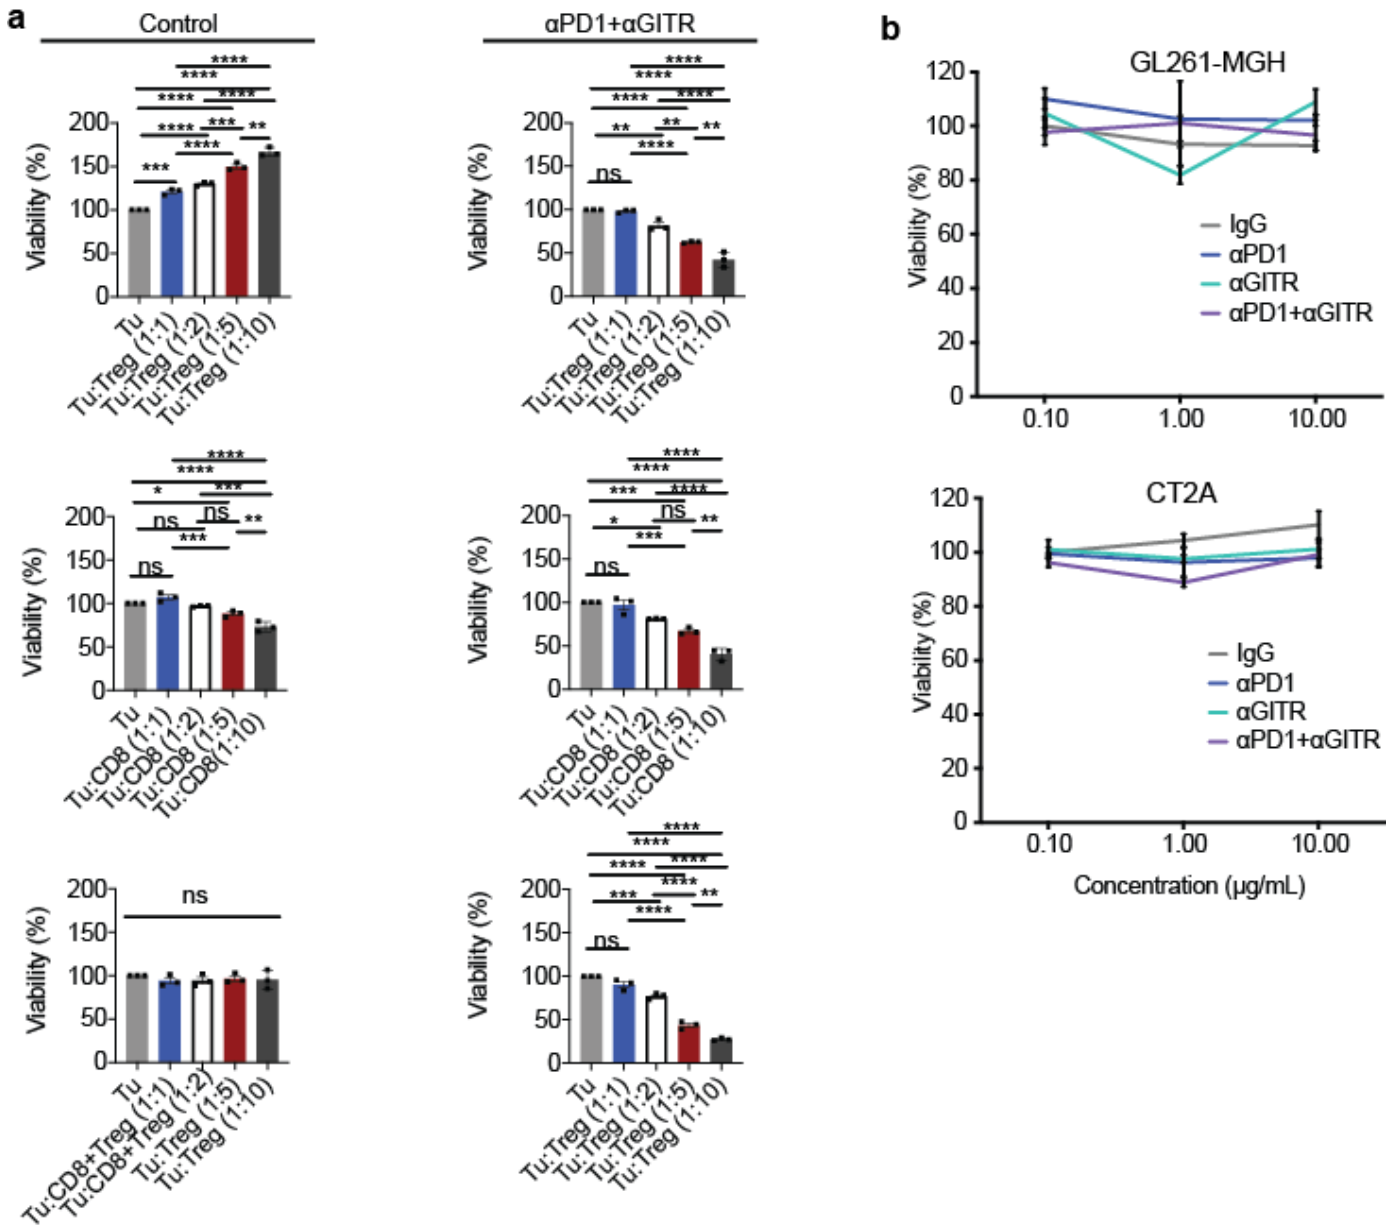

**Supplementary Figure 13. Converted Treg cells cooperate with CD8 T cells in killing tumor cells.**

**a)** GL261-MGH tumor cell viability after co-culture with Treg cells and CD8 T cells and treatment with IgG2a or  $\alpha$ PD1+ $\alpha$ GITR. Treg cells and CD8 T cells were sorted from spleens of naive mice (n=4 per condition) and co-cultured with GL261-MGH tumor cells for 48 hours at indicated ratios. Data shown are mean  $\pm$  SEM. Each condition is tested as 3 biological replicates. All p-values were calculated using one-way ANOVA test [control (Treg cells p<0.0001, CD8 p<0.0001, and Treg cells+CD8 p<0.8358], [ $\alpha$ PD1+ $\alpha$ GITR (Treg cells p<0.0001), CD8 p<0.0001, Treg cells +CD8 p<0.0001]] and were corrected for multiple comparisons using the Tukey adjustment. Significance shown as \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001.

**b)** Evaluation of effects of antibody treatment alone on GBM tumor cell viability. GL261-MGH or CT2A cells were seeded in a 96 well plate (20,000 cells/60  $\mu$ l/well) in quadruplicates. Cells were treated with 0.1, 1 and 10  $\mu$ g/ml of  $\alpha$ GITR,  $\alpha$ PD1,  $\alpha$ PD1+ $\alpha$ GITR or control (IgG2a). Cell viability was measured after 72 h with the MTT assay. Each condition is tested as 3 biological replicates. Data presented are mean  $\pm$  SEM. All p-values were calculated using one-way ANOVA test, and found to be insignificant.

Source data are provided as a Source Data file.

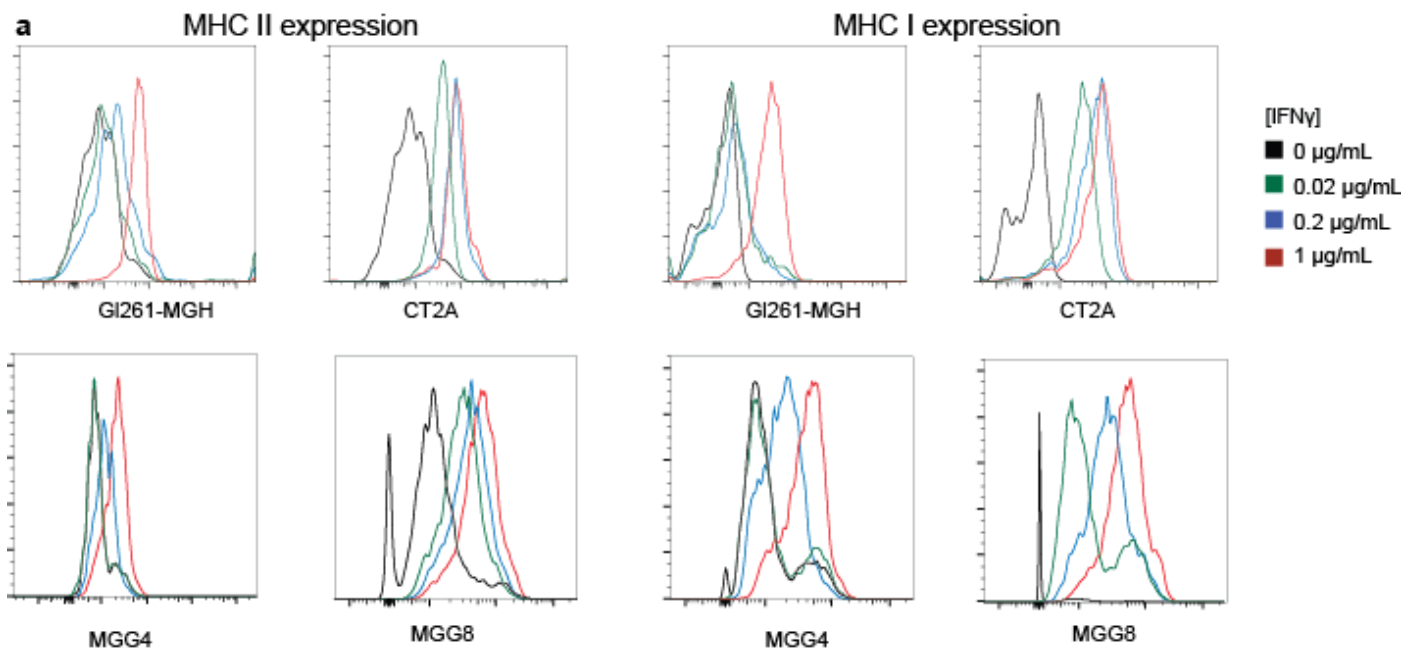

**Supplementary Figure 14. Exposure to IFN $\gamma$  induces MHC Class I and II expression on mouse and human GBM cells**

Flow cytometric measurement of expression of MHC class I and MHC class II on GL261-MGH (mouse), CT2A (mouse), MGG4 (human), and MGG8 (human) GBM cells after treatment with IFN $\gamma$  *in vitro*. Each condition is tested as 3 biological replicates. Source data are provided as a Source Data file.

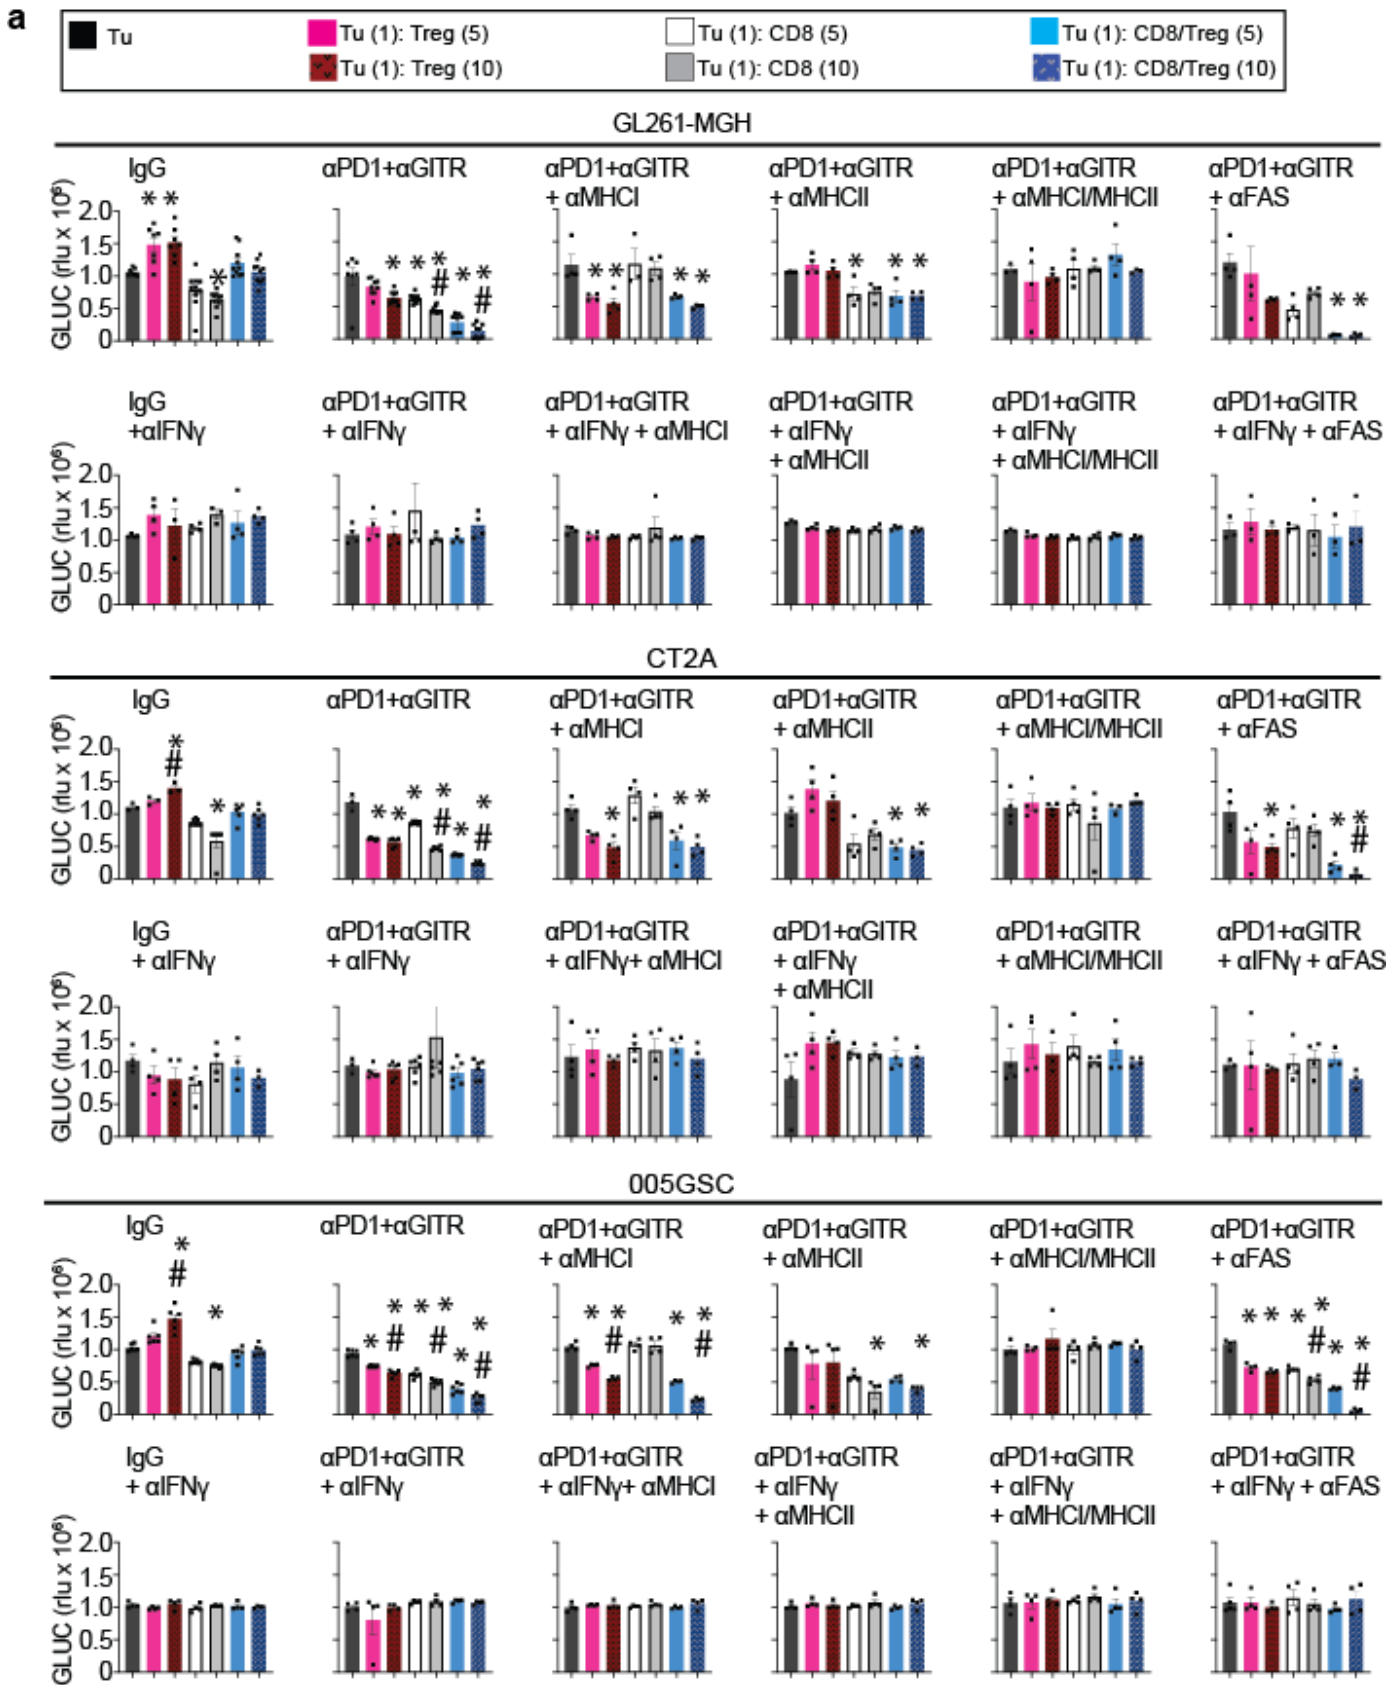

**Supplementary Figure 15. Converted Treg cells cooperate with CD8 T cell function in killing tumor cells in an IFN $\gamma$ - and MHC-dependent manner.**

Tumor cells (GL261-MGH, CT2A or 005GSC,  $1 \times 10^3$  cells) were co-cultured for 48 hours with Treg cells, CD8 T cells or both (as described above) with 1:5 or 1:10 ratio. GLUC activity in the cell culture media was measured

and used as a surrogate marker for tumor cell proliferation. Tumor cell viability was measured under treatment with i) IgG, ii)  $\alpha$ PD1+ $\alpha$ GITR, iii)  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ MHCI, iv)  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ MHCII, v)  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ FAS and each therapy combined with  $\alpha$ IFN $\gamma$ . Data presented are mean  $\pm$  SEM. All p-values were calculated using one-way ANOVA test and corrected for multiple comparisons using the Tukey adjustment. one-way ANOVA test for GL261-MGH [IgG (p<0.0001),  $\alpha$ PD1+ $\alpha$ GITR (p<0.0001),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ MHCI (p=0.0001),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ MHCII (p<0.0001),  $\alpha$ PD1+ $\alpha$ GITR + $\alpha$ MHCI&II (p=0.5522),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ FAS (p=0.0006), IgG+ $\alpha$ IFN $\gamma$  (p=0.4244),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ IFN $\gamma$  (p=0.6307),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ MHCI+ $\alpha$ IFN $\gamma$  (p=0.4374),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ MHCII+ $\alpha$ IFN $\gamma$  (p=0.0039),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ MHCI&II+ $\alpha$ IFN $\gamma$  (p=0.0035),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ FAS+  $\alpha$ IFN $\gamma$  (p=0.9803); one-way ANOVA test for CT2A [IgG (p<0.0001),  $\alpha$ PD1+ $\alpha$ GITR (p<0.0001),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ MHCI (p<0.0001),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ MHCII (p<0.0001),  $\alpha$ PD1+ $\alpha$ GITR + $\alpha$ MHCI&II (p=0.6248),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ FAS (p<0.0001), IgG+ $\alpha$ IFN $\gamma$  (p=0.4427),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ IFN $\gamma$  (p=0.4542),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ MHCI+ $\alpha$ IFN $\gamma$  (p=0.8718),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ MHCII+ $\alpha$ IFN $\gamma$  (p=0.1502),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ MHCI&II+ $\alpha$ IFN $\gamma$  (p=0.7485),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ FAS+  $\alpha$ IFN $\gamma$  (p=0.9340); one-way ANOVA test for 005GSC [IgG (p<0.0001),  $\alpha$ PD1+ $\alpha$ GITR (p<0.0001),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ MHCI(p=0.0137),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ MHCII (p<0.0001),  $\alpha$ PD1+ $\alpha$ GITR + $\alpha$ MHCI&II (p=0.6324),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ FAS (p<0.0001), IgG+ $\alpha$ IFN $\gamma$  (p=0.5353),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ IFN $\gamma$  (p=0.2929),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ MHCI+ $\alpha$ IFN $\gamma$  (p=0.5353),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ MHCII+ $\alpha$ IFN $\gamma$  (p=0.4649),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ MHCI&II+ $\alpha$ IFN $\gamma$  (p=0.9158),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ FAS+  $\alpha$ IFN $\gamma$  (p=0.7624). \*p < 0.05. \* represents statistical difference from control (Tu). # marks significance differences between similar groups with different ratio of T cell to tumor cells (Tu) e.g., [Tu (1) : CD8 (5)] versus [Tu (1) : CD8(10)]. Each condition was tested as at least 3 biological replicates. Source data are provided as a Source Data file.

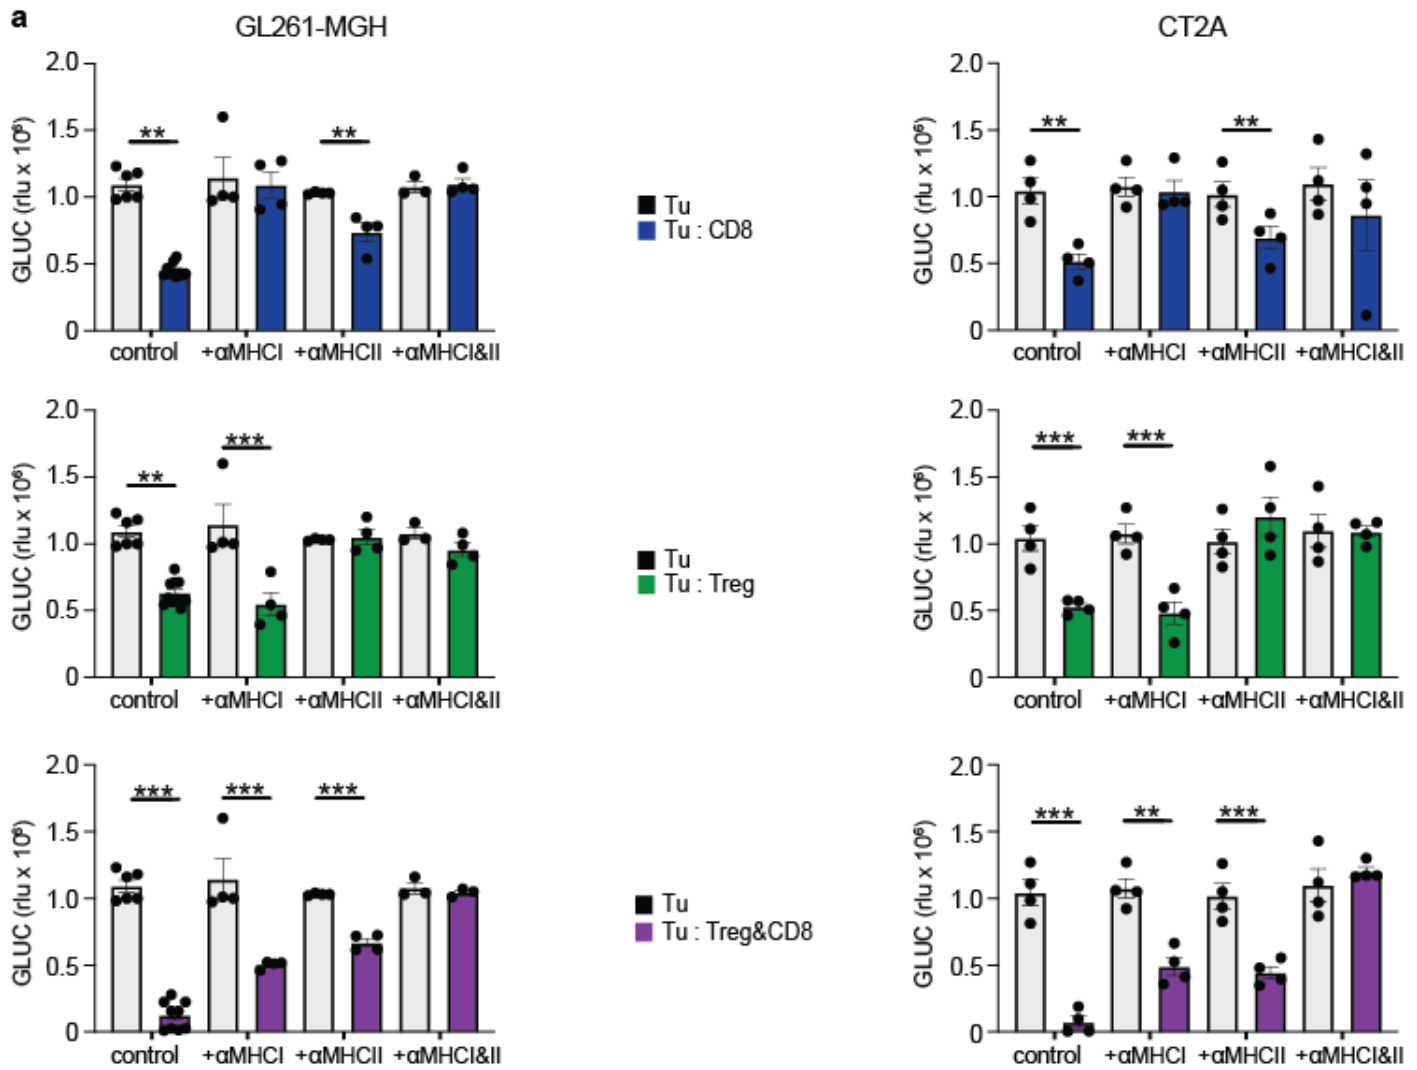

**Supplementary Figure 16. MHC dependent tumor cell recognition is required for the anti-tumor activity of reprogrammed Treg cells and reactivated CD8 T cells by  $\alpha$ PD1+ $\alpha$ GITR therapy**

**a)** Treg cells and CD8 T cells were isolated from spleens of healthy donor mice (n=6 per condition). Tumor cells ( $1 \times 10^3$  cells) were co-cultured for 48 hours with Treg cells, CD8 T cells, or Treg cells and CD8 T cells in ratios of 1:10. GLUC activity in the cell culture media was measured and used as a surrogate marker for tumor cell viability. Tumor cell viability was measured under treatment with IgG2a or  $\alpha$ PD1+ $\alpha$ GITR with and without blockade of MHC Class I, MHC Class II, combined MHC Class I & II for Treg cells, CD8 T cell or Treg cells+CD8 T cells. Data is representative of 2 independent experiments. Data presented are mean  $\pm$  SEM. All p-values were calculated using a two-sided t-test. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001. Each condition was tested as 3 biological replicates. Source data are provided as a Source Data file.

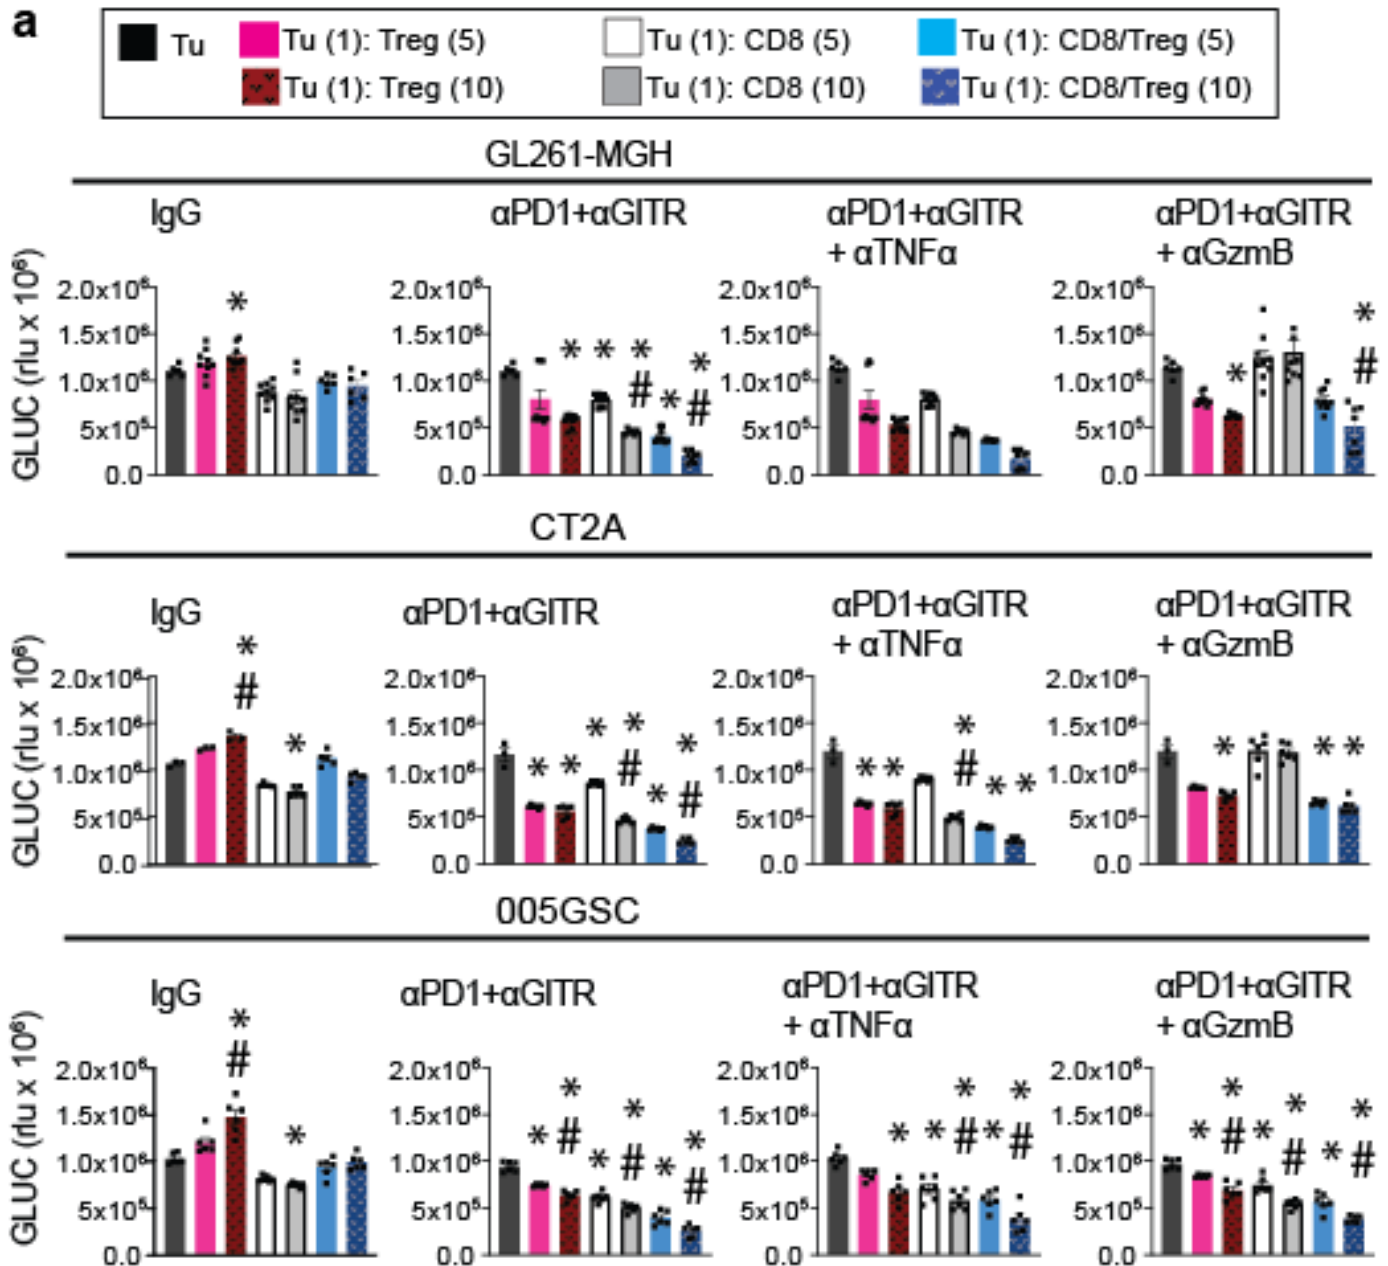

**Supplementary Figure 17. Anti-tumor function of reprogrammed Treg cells and CD8 T cells remained unchanged under TNFα blockade, while GzmB blockade reduced the CD8 T cell anti-tumor activity without affecting the reprogrammed Treg cells.**

Tumor cells (GL261-MGH, CT2A or 005GSC,  $1 \times 10^3$  cells) were co-cultured for 48 hours with Treg cells or CD8 T cells or both (as described in Supplementary Figure 15) with 1:5 or 1:10 ratio. GLUC activity in the cell culture media was measured and used as a surrogate marker for tumor cell proliferation. Tumor cell viability was measured under treatment with i) IgG2a, ii) αPD1+αGITR, iii) αPD1+αGITR+αTNFα, and iv) αPD1+αGITR+αGzmB. Data presented are mean ± SEM. All p-values were calculated using one-way ANOVA test and corrected for multiple comparisons using the Tukey adjustment. \*p < 0.05. \* represents statistical difference from control (Tu). One-way ANOVA test for GL261-MGH [IgG (p<0.0001), αPD1+αGITR (p<0.0001), αPD1+αGITR+αTNFα (p<0.0001), αPD1+αGITR+αGzmB (p<0.0001)], one-way ANOVA test for CT2A [IgG (p<0.0001), αPD1+αGITR (p<0.0001), αPD1+αGITR+αTNFα (p<0.0001), αPD1+αGITR+αGzmB

( $p < 0.0001$ ), and one-way ANOVA test for 005GSC [IgG ( $p < 0.0001$ ),  $\alpha$ PD1+ $\alpha$ GITR ( $p < 0.0001$ ),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ TNF $\alpha$  ( $p < 0.0001$ ),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ GzmB ( $p < 0.0001$ )]. # marks significant differences between similar groups with different ratio of T cell to tumor cells (Tu) e.g., [Tu (1) : CD8 (5)] versus [Tu (1) : CD8(10)]. Each condition is tested as 3 biological replicates. Source data are provided as a Source Data file.

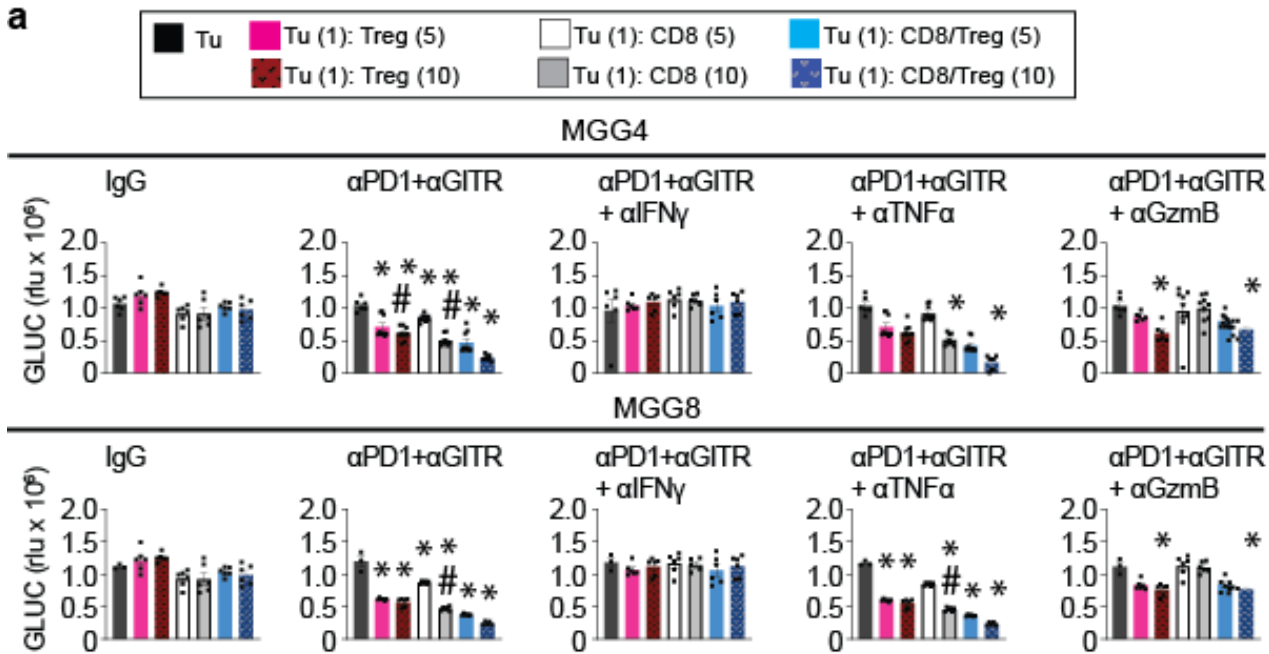

**Supplementary Figure 18.  $\alpha$ PD1+ $\alpha$ GITR therapy enabled anti-tumor function of Treg cells and CD8 T cells depends on IFN $\gamma$  and not on GzmB or TNF $\alpha$ .**

Tumor cells (MGG4 or MGG8,  $1 \times 10^3$  cells) were co-cultured for 72 hours with human Treg cells or CD8 T cells or both harvested from peripheral blood, with 1:5 or 1:10 ratio. GLUC activity in the cell culture media was measured and used as a surrogate marker for tumor cell proliferation. Tumor cell viability was measured under treatment with i) IgG2a, ii)  $\alpha$ PD1+ $\alpha$ GITR, iii)  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ IFN $\gamma$  iv)  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ TNF $\alpha$ , and v)  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ GzmB. Data presented are mean  $\pm$  SEM. All p-values were calculated using one-way ANOVA test and corrected for multiple comparisons using the Tukey adjustment. One-way ANOVA test for MGG4 [IgG ( $p=0.0007$ ),  $\alpha$ PD1+ $\alpha$ GITR ( $p<0.0001$ ),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ IFN $\gamma$  ( $p=0.8207$ ),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ TNF $\alpha$  ( $p<0.0001$ ),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ GzmB ( $p=0.0014$ )], one-way ANOVA test for MGG8 [IgG ( $p=0.0008$ ),  $\alpha$ PD1+ $\alpha$ GITR ( $p<0.0001$ ),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ IFN $\gamma$  ( $p=0.8121$ ),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ TNF $\alpha$  ( $p<0.0001$ ),  $\alpha$ PD1+ $\alpha$ GITR+ $\alpha$ GzmB ( $p<0.0001$ )],]

\* $p < 0.05$ . # marks statistically significant differences between similar groups with different ratio of T cell to tumor cells (Tu) e.g., [Tu (1): CD8 (5)] versus [Tu (1) : CD8 (10)]. Each condition is tested as 3 biological replicates. Source data are provided as a Source Data file.

### Supplementary References

1. Stupp, R. *et al.* Radiotherapy plus concomitant and adjuvant temozolomide for glioblastoma. *The New England journal of medicine* **352**, 987-996 (2005).

How the deposited data were processed for this re-analysis (not part of the article)

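The data are bulk RNA-seq libraries of sorted Treg cells from the spleens and CT2A tumors of mice treated with IgG2a or αPD1 + αGITR, made by the Smart-Seq2 protocol and sequenced on a NextSeq500 instrument. By the paper's account reads were aligned to mm10 with Tophat and TPM were calculated with RSEM, without versions or the annotation used. The deposited table holds TPM plus 1 for 53801 features. Each value is at least 1, and each column, once the added 1 is taken off every value, sums to the same total. The paper's filters on expression and CV are not applied in it. The scaling of each library runs over all features, ribosomal RNA and repeat-derived features included. The read depth of the libraries is unknown, so no interval or limit for values of 0 is given, and precision is shown by the spread between libraries alone.

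Of the 28 libraries described, 27 were used: 7 and 8 of splenic and 5 and 7 of GBM Treg cells, after IgG2a and αPD1 + αGITR. Groups follow the sample labels. The remaining library, of a treated spleen, was left out because 1 column of values has no name and was not assigned. The labels carry numbers that libraries of both tissues share, whose meaning the paper's text does not state. By the description of the deposited series, libraries with the same number and different letters come from different mice. All 351 pairs of libraries differed, with Spearman correlations between 0.486 and 0.736.

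One was taken from each value to recover TPM, and log2(TPM + 1) was analyzed with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend). Only the 2 groups compared entered each fit. A gene was tested when its mean TPM was above 10 in at least 1 of these groups, and p-values were two-sided and adjusted by the Benjamini-Hochberg method. DEGs at the paper's threshold have an unadjusted p under 0.05 and a change of more than 2-fold. The paper's text does not name the test behind its DEGs beyond the general tests of its statistics section. The interaction of tissue and treatment was fitted over all 4 groups. Single genes were compared by a two-sided exact permutation test over every split of the 2 groups. The smallest p it can give is 0.00126 for 5 libraries against 7 and 0.000155 for 7 against 8. Errors are SD unless called standard errors.

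The genes named were chosen by a rule: every gene the paper names for this experiment or marks legibly in Fig. 3b–d, the genes of 6 proteins it measured in Treg cells by flow cytometry, and in each comparison the 5 genes with the largest rise and the 5 with the largest fall among those past the adjusted threshold whose groups do not overlap. These are 30 genes from the paper and 5 from the comparison of tissues. Results of some of these genes are not reported here singly, and stay in the counts. Gene lists for Th1 cells, Treg identity, T cells in general, the cell cycle, housekeeping, immediate early and stress genes, macrophages and microglia, neurons and glia, B cells, erythroid cells, CD8 T cells, NK cells, sex-linked genes and candidate tumor genes were written from general knowledge. They were tested with camera (limma, preset correlation of 0.01), adjusted over the lists of a comparison, and with fry. The fry result, and a list under the alternatives, was judged without that adjustment. Positions come from a GRCm38 annotation, matched by symbol. The authors' mm10 is the same assembly.

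The samples, tests, named genes, lists and most alternatives were fixed before the data were examined. The alternatives were a pseudocount of 0.1 or 10, no filter on low values, a mean TPM above 10 in every group, a CV below 1 within each group, quantile normalization, TMM-type factors (30% and 5% trimmed), the number of genes with a TPM above 1 as a covariate, limma's library weights, all 4 groups in one fit, libraries with the same number averaged, an ordinary linear model, the same on untransformed TPM with the ratio of means, the ratio of mean TPM as the fold change, a block for the label number, the spleen thinned to the GBM group sizes, and leaving out each library in turn. Rescaling without the 10 most abundant features, and quantile normalization over all genes and libraries together, were added after the data had been seen. The plan did not say over which genes quantile normalization runs, so both forms are reported. A first look at the data, before the predictions behind the tests of explanations were written, showed the counts and medians of the comparisons, their top genes, the share of the most abundant features, the numbers of genes detected and the changes of 14 named genes in GBM. A test called planned is therefore one whose own result had not been seen. The adjustment over the list alone was limited to the 30 genes from the paper after values had been seen, because the other 5 had been picked for their change.

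The tests were also run on simulated values, drawn around the mean of each gene with its residual SD, with 200 genes changed. The changed genes were picked among those whose mean log2 value exceeded the change. Each gene was drawn independently, so shifts shared by the genes of a library are absent. The shares recovered may therefore differ in the real libraries. With a log2 change of 4, 88% of the changed genes passed the adjusted threshold in the GBM comparison, 93.5% in the splenic one and 78% in that of the tissues. With a log2 change of 2, 13.5%, 3.5% and 0% did, while 71.5%, 68% and 53% passed an unadjusted p of 0.05. Flow cytometry, survival, co-culture and human data were not analyzed here.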

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

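Both tests of the macrophage and microglia list, the test of housekeeping levels, the tests without GBM replicate 79_a and the tests of a wrong label were chosen only after the result was seen.

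A library was singled out where its gap to the nearest library of its group, divided by the range of the group, passed Dixon's 95% limit. Of 168 groups of values tested, 19 passed, where chance gives about 8.4. The values that follow are log2(TPM + 1), with this ratio.

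IgG2a GBM replicate tumor_369_a was the lowest of its 5 libraries for *Il12rb1* (0.88 against 5.90 for the nearest library, ratio 0.938), *Cxcr3* (1.26 against 5.58 for the nearest library, ratio 0.752), *Nkg7* (3.97 against 7.14 for the nearest library, ratio 0.809) and *Tgfb1* (0.0 against 3.32 for the nearest library, ratio 0.815). Its median over the Th1 list was 1.26, with 4.14 in the nearest library (ratio 0.767), and over the cell-cycle list 1.87, with 4.20 (ratio 0.717). It also had 7702 genes with a TPM above 1, the fewest of all 27 libraries, and *Uty* at 132 TPM with *Eif2s3y* at 0. Fewer genes detected may lower such genes, but with that number as a covariate the median change of all genes after treatment in GBM was 0.59, against 0.62 without it, and the log2 fold changes were 1.59 for *Il12rb1* and 1.73 for *Cxcr3*. Without the library the median change of all genes was 0.36, so it is not the whole source of the rise. A treated tumor under a wrong label is argued against, since over the 1133 DEGs found without the library 78.6% of its values lay nearer the other IgG2a GBM libraries than the treated ones (79.7% of genes lower and 78.1% of genes higher after treatment). A splenic library under a wrong label is argued against by its *Gzmb* of 417 TPM and *Ly6a* of 1825 TPM, with at most 35.3 and 151 TPM in the 15 splenic libraries. Over the 39 genes past the adjusted threshold between the tissues without it, 59.0% of its values lay nearer the other IgG2a GBM libraries than the splenic ones. The other IgG2a GBM libraries had at least 94.9%, but the genes were chosen with them. Treated GBM libraries, not used for that choice, had at least 87.2%, and single splenic libraries at most 51.3%. The share of this library was thus below every other GBM library and only a little above the highest splenic one, so it decides little alone. Some RNA of splenic cells, a library from outside these groups, a failed amplification of part of the RNA and a difference between mice stay open.

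IgG2a GBM replicate 79_a was the highest of its group for the macrophage and microglia list, with a median of 9.46 against 4.49 (ratio 0.757), and for housekeeping genes, with 10.73 against 9.72 (ratio 0.809). Its *Lyz2* was listed at 1374 TPM and its *Xist* at 42.7 TPM. RNA of macrophages or microglia is a candidate explanation, and over the whole comparison of tissues under IgG2a their list was higher in GBM (median log2 fold change 1.83, 15 of 16 genes higher). Camera passed it (adjusted p = 3.65e-05) and fry did not. Without this library the median was 0.97 with 12 of 14 genes higher, and camera no longer passed it (adjusted p = 0.103), while fry, without adjustment over the lists, then did. The size of the rise depends on this library, and a smaller rise in the other GBM libraries stays open. Of the most abundant genes of the list, *Apoe* averaged 1992 TPM in GBM and 203 in spleen, *Ctsd* 349 and 48.9, and *Ctsb* 338 and 49.7. Of the 18 genes of the list 12 passed the filter in the splenic comparison, so splenic Treg libraries list most of them too, and *Tyrobp* is also on the NK list. Such RNA does not account for the 6 receptor genes that the paper calls co-stimulatory, whose median log2 fold change was 4.48 without this library. Splenic IgG2a replicate 79_a was the lowest of its 7 libraries for the same list, with 1.83 against 2.65 (ratio 0.582). It also had the lowest housekeeping median of all libraries, 5.52. A variable share taken by the most abundant features was tested for the housekeeping level. Rescaled without these features, the SD of that level around its group means was 0.704 of its former size (1.17 before and 0.822 after, 11 genes), which argues against that share as the whole cause. Differences between mice remain open and untested.

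In splenic Treg cells after αPD1 + αGITR, single libraries lay apart for *Pdcd1* (72_b lowest, 0.70 against 3.88 for the nearest library, ratio 0.610), *Stat4* (72_c lowest, 2.16 against 3.76 for the nearest library, ratio 0.548), *Ccl3* (70_a highest, 1.26 against 0.28 for the nearest library, ratio 0.782), *Cxcr3* (70_c lowest, 0.72 against 3.47 for the nearest library, ratio 0.600), *Fasl* (74_a highest, 3.95 against 1.71 for the nearest library, ratio 0.567) and *Zbtb32* (70_c lowest, 0.0 against 3.42 for the nearest library, ratio 0.584). In GBM Treg cells they did for *Atp1b1* after IgG2a (76_a highest, 3.19 against 0.41 for the nearest library, ratio 0.871), and after αPD1 + αGITR for *Gzmb* (73_b highest, 9.89 against 9.10 for the nearest library, ratio 0.584), *Fasl* (73_a lowest, 0.28 against 3.02 for the nearest library, ratio 0.662) and *Il10* (73_a lowest, 0.0 against 3.13 for the nearest library, ratio 0.674). Several of these values lie near 0 TPM, where the unknown depth decides most. Neither a technical nor a biological explanation was tested for these genes.

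The treatment effect differed between the tissues at an unadjusted p under 0.05 of the interaction for 4 named genes. The effect in GBM minus that in spleen was -3.17 for *Lag3*, 2.46 for *Tnf*, -2.41 for *Nt5e* and 2.50 for *Atp1b1* on the log2 scale. The limma p adjusted over all genes was 0.345, 0.380, 0.356 and 0.370, so none passed. *Lag3* rose by 3.89 in spleen and by 0.72 in GBM (-0.38 without IgG2a replicate tumor_369_a), and *Nt5e* by 1.26 in spleen while its change in GBM was -1.14. *Atp1b1* changed by -1.70 in spleen and 0.81 in GBM. The 2 tissues differ biologically, and a different effect of the antibodies in each stays open, as does chance for single genes.

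Of the 42 genes past the adjusted threshold between GBM and splenic Treg cells under IgG2a, 29 are not named by the paper. *Ifitm3*, *Plac8*, *Gpr83*, *Pik3ip1* and *Atp1b1* are the named ones among these with separate groups and the largest changes. RNA of macrophages or microglia in the GBM libraries may add to the genes that are higher there, since their list was higher by a median of 1.83, but without GBM replicate 79_a the median was 0.97 and the list no longer passed in camera, while in fry it did, without adjustment over the lists. RNA of neurons or glia cannot be told apart from a difference in the Treg cells, because only 3 genes of that list passed the filter (median 2.34, *Mbp* 57.9 TPM in GBM and 6.22 in spleen). The requirement of at least 5 tested genes for a verdict was set after this value was seen. The tissue itself, which the design names, stays open as the biological explanation.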

How the results depend on the processing

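The rescaling without the most abundant features, and the quantile normalization over all genes and libraries, were the only tests here chosen after the result was seen.

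Over the alternatives the DEGs in GBM at the paper's threshold numbered 935 with a mean TPM above 10 in every group, 970 with pseudocount 10, 1090 with TMM-type factors and 1123 with quantile normalization, against 1700. The first tests fewer genes, and for the others the cause was not tested. Of the 1123 genes 890 were among the 1700, and of the 970 genes 944 were. Leaving out 1 library gave 1133 (without IgG2a replicate tumor_369_a) to 2014 (without IgG2a replicate 79_a). The other alternatives stayed within 1.5 times the count. Past the adjusted threshold, where limma gave 0, there was 1 gene with pseudocount 0.1, with no filter on low values, with quantile normalization, with the ordinary linear model and with the rescaled TPM, 2 genes with pseudocount 10, 79 with the number of genes detected as a covariate and 263 with weighted libraries. With 1 library left out the count ran from 0 to 103, highest without treated replicate 73_b, with 21 without IgG2a replicate 79_a. The cause was not tested.

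In spleen the DEGs numbered 78 with pseudocount 10, 57 with a mean TPM above 10 in every group, 59 with the CV filter, 591 with no filter on low values, 268 with weighted libraries, 269 with all 4 groups in one fit and 415 with the rescaled TPM, against 168. The filters change how many genes are tested, and for the others the cause was not tested. With 1 library left out there were 130 to 214. Quantile normalization gave 1 gene past the adjusted threshold. The spleen thinned to 5 and 7 libraries gave a median of 0 genes past it and at most 1 over 100 draws. The other alternatives and each library left out gave 0. The larger count in GBM than in spleen held under each alternative and with each library left out, and the spleen thinned to 5 and 7 libraries gave at most 709 DEGs.

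Between the tissues under IgG2a the DEGs numbered 1168 with no filter on low values, 293 with a mean TPM above 10 in every group, 282 with the CV filter, 1225 with weighted libraries and 1100 with all 4 groups in one fit, against 733. With 1 library left out there were 545 to 926. Past the adjusted threshold the count of 42 became 12 with pseudocount 0.1, 70 with pseudocount 10, 6 with no filter on low values, 9 with a mean TPM above 10 in every group, 7 with the CV filter, 102 with quantile normalization, 262 with weighted libraries, 140 with all 4 groups in one fit, 25 with the ordinary linear model, 5 with untransformed TPM, 2 with the replicate block and 79 with quantile normalization over all genes and libraries. With 1 library left out there were 23 (without GBM replicate 77_a) to 75 (without splenic replicate 79_b). The cause was not tested beyond the number of genes. The block used the number that labels share, and whether this number pairs libraries was checked: of 9 pairs with the same number and letter in both tissues, correlations ranged from −0.19 to 0.15 and 1 was above 0.1. With the number as a random block the correlation within it was 0.372 in GBM and 0.0244 in spleen. The GBM value rests on treated replicates 70_a with 70_b and 73_a with 73_b alone.

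The interaction at an unadjusted p under 0.05 numbered 2556 genes with no filter on low values, 441 with a mean TPM above 10 in every group and 524 with the CV filter, against 1056, as the number of genes tested changed. Leaving out 1 library gave 635 (without IgG2a GBM replicate tumor_369_a) to 1346 (without splenic IgG2a replicate 79_a), and past the adjusted threshold 0 to 2, the highest without IgG2a GBM replicate 77_a. The other alternatives gave 0 past it.

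The calls for lists that follow rest on p not adjusted over the lists. The Th1 list in GBM passed 0.05 in fry (median log2 fold change 0.77), with no filter on low values (0.65) and with the replicate block (0.70). The block uses roast in place of camera and so changes 2 choices. Without the filter the median of all genes was 0.018, against 0.62 with it. That camera test therefore includes the shift shared by the filtered genes. The Th1 list in GBM stayed higher and did not pass under the other alternatives, down to 0.10 with TMM-type factors. Leaving out 1 library gave 0.50 to 0.87, none of them past it. In spleen the list passed with pseudocount 10 (0.40), no filter on low values (0.40), quantile normalization (0.63), TMM-type factors (0.49) and the rescaled TPM (0.58). The fits without 1 library gave 0.14 to 0.91, and 4 of these passed. The Treg identity list in GBM passed in fry (0.26), with no filter on low values (0.26) and with weighted libraries (0.63), and reversed to −0.35 with TMM-type factors. Leaving out 1 library gave 0.19 to 0.56, and 1 of these passed. The cause was not tested.

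For the named genes 2281 values kept their direction and their side of the adjusted threshold, 102 (16 genes, all between the tissues) no longer passed it, 16 (7 genes, all between the tissues) newly passed it and 94 (21 genes) changed sign. Sign changes outside the fits that left out a library follow as log2 fold changes, and their cause was not tested. Pseudocount 0.1 gave *Il10* -0.088 in GBM, and *Tnfrsf18* -0.18 in spleen. Quantile normalization gave *Icos* -0.053, *Tigit* -0.15, *Il18r1* -0.061 and *Il10* -0.77 in GBM, and *Tnfrsf18* -0.018 in spleen, and *Stat4* -0.74 and *Foxp3* -0.18 between the tissues. TMM-type factors gave *Icos* -0.54, *Tnfrsf9* -0.21, *Tigit* -0.65, *Tnfrsf18* -0.0096, *Gzmb* -0.30, *Ikzf2* -0.49, *Il10* -0.29 and *Izumo1r* -0.48 in GBM, and *Tnfrsf18* -0.075 in spleen, and *Stat4* -0.051 and *Foxp3* -0.017 between the tissues. Weighted libraries gave *Lag3* -0.54, *Pdcd1* 0.13, *Ly6a* 0.014, *Cxcr6* 0.36, *Il10* -0.21, *Ifitm3* 0.083 and *Pik3ip1* -0.14 in GBM, and *Ly6a* -0.20 and *Cxcr3* -0.018 in spleen, and *Stat4* -0.35 between the tissues. Untransformed TPM with the ratio of means gave *Lag3* -0.00095, *Tigit* -0.046, *Izumo1r* -0.20 and *Pik3ip1* -0.032 in GBM. The ratio of mean TPM gave *Lag3* -0.00095, *Tigit* -0.046, *Izumo1r* -0.20 and *Pik3ip1* -0.032 in GBM. Rescaling without the most abundant features gave *Tigit* -0.097 in GBM, and *Tnfrsf18* -0.10 in spleen, and *Stat4* -0.13 and *Foxp3* -0.057 between the tissues. Quantile normalization over all genes and libraries gave *Icos* -0.058, *Tigit* -0.16 and *Il10* -0.35 in GBM, and *Tnfrsf18* -0.025 in spleen, and *Stat4* -0.30 and *Foxp3* -0.18 between the tissues. The number of genes detected as a covariate gave *Cxcr3* -0.030, *Foxp3* 0.20 and *Izumo1r* 0.20 in spleen. Libraries with the same number averaged gave *Tbx21* -0.21 and *Cxcr3* -0.091 in spleen, and *Stat4* -0.25 between the tissues. With 1 library left out at a time, the log2 fold change ranged in spleen from -0.13 to 0.68 for *Cxcr3*, from -0.32 to 0.26 for *Foxp3*, from -0.076 to 0.78 for *Icos*, from -0.33 to 0.26 for *Izumo1r* and from -0.27 to 0.89 for *Tnfrsf18*. It ranged in GBM from -0.79 to 0.17 for *Cxcr6*, from -0.017 to 0.44 for *Icos*, from -0.39 to 0.70 for *Il10*, from -0.19 to 0.78 for *Izumo1r*, from -0.38 to 1.29 for *Lag3*, from -0.29 to 0.14 for *Pdcd1*, from -0.40 to 0.90 for *Pik3ip1* and from -0.15 to 0.36 for *Tigit*. It ranged between the tissues from -0.23 to 0.47 for *Stat4*.

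The number of reads is unknown, so how far depth limits the genes near 0 TPM could not be measured. The fixed block was run only between the tissues, where both groups share numbers.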

Differences from the paper's values

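No test here was chosen only after the result was seen, apart from the 2 alternatives that are named as such.

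The paper reports 744 DEGs in GBM Treg cells after treatment, and 1700 were found at its threshold. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with a mean TPM above 10 in every group (935), pseudocount 10 (970) and TMM-type factors (1090). It was not with pseudocount 0.1, no filter on low values, the CV filter, quantile normalization, the covariate, weighted libraries, all 4 groups in one fit, same-number libraries averaged, the ordinary linear model, untransformed TPM, the ratio of mean TPM or the replicate block (1415), nor with any library left out, of which the nearest was 1133 without IgG2a replicate tumor_369_a. With the alternatives chosen after seeing the values, 1594 DEGs were found with the rescaled TPM and 1212 with quantile normalization over all genes and libraries, and neither reached the paper's value.

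The paper's fold change of *Gzmb* between GBM and splenic Treg cells under IgG2a is about 92 in Fig. 3b, read by eye, and 184 was found. Of the alternatives set before the data were examined, quantile normalization (146), TMM-type factors (160) and leaving out splenic replicate spleen_369_a (168) or 79_c (164) came within the spread of the libraries of the paper's value. The other alternatives and the other libraries left out did not, with 33.0 for pseudocount 10 and 502 for pseudocount 0.1 as the extremes.

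The paper's fold change of *Ccl4* in the same comparison is about 79 in Fig. 3b, read by eye, and the fit gave 136. Because *Ccl4* is listed at 0 in all 7 splenic libraries, this ratio is set by the pseudocount, with 1347 for 0.1 and 14.6 for 10. No setting therefore tells whether the paper's value is reached.

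The paper states that *Tnfrsf18* is significantly higher in GBM than in splenic Treg cells under IgG2a. It was higher here, with a log2 fold change of 3.17 that did not pass the threshold adjusted over all genes (limma, adjusted p = 0.0531, range over the alternatives 0.00168 to 0.433). It passed with pseudocount 10, quantile normalization, TMM-type factors, weighted libraries, all 4 groups in one fit and same-number libraries averaged, without splenic replicate 79_b, and with quantile normalization over all genes and libraries, which was chosen after seeing the values. It also passed adjusted over the list of named genes alone. At the threshold that the paper gives for DEGs it passed as well (9.01-fold, limma, unadjusted p = 0.000374), so the difference concerns the adjustment over all genes.

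The paper states that *Tbx21*, *Stat4* and *Il12rb1* rise in GBM Treg cells as part of a Th1-like signature. All 3 were higher here, but none passed the threshold adjusted over all genes under any setting. The exact permutation test gave p = 0.00126 for *Il12rb1*, 0.0467 for *Tbx21* and 0.208 for *Stat4*. Adjusted over the list of named genes alone, it passed 0.05 for *Il12rb1* only (p adjusted to 0.0379). At the paper's threshold for DEGs *Il12rb1* passed (3.29-fold, limma, unadjusted p = 0.0303). There *Tbx21* and *Stat4* did not (limma, unadjusted p = 0.0577 and 0.240). The list of Th1 genes did not pass 0.05 in camera. Without adjustment over the lists it did in fry, with no filter on low values and with the replicate block, where its median was 0.70. Both fry and camera without the filter include the shift shared by most genes past the filter.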

Other observations

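Both tests of the macrophage and microglia list, the rescaling without the most abundant features, and the test of the splenic spread as the whole cause, were chosen only after the result was seen.

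More genes rose than fell after αPD1 + αGITR in GBM Treg cells, with a median log2 fold change of 0.62 over the genes tested. That median was 0.31 with a pseudocount of 10 and 0.78 with 0.1, so its size depends on the treatment of low values. Of 100 splits of the same 12 libraries, the real one included, 3 gave a median as large in size (the others ran from −0.56 to 0.66). A variable share taken by a few abundant features is argued against as the whole cause, since without the 10 most abundant features the median was 0.45, or 0.55 over the 7838 genes tested both ways. The number of genes detected is argued against as well, since with it as a covariate the median was 0.59. No single library accounts for it, since leaving out 1 gave a median of 0.36 or more. RNA of other cell types in the IgG2a libraries cannot be told apart from this rise. It predicts a fall of the macrophage and microglia list after treatment, and that list changed by 0.28, within its error (camera adjusted p = 0.251, 10 of 16 genes higher). That such a value decides nothing was set after it was seen. The median of the list in log2(TPM + 1) was high in IgG2a replicate 79_a, 9.46, and in treated replicate 73_a, 8.52. Each group of this test thus held such a library. TMM-type factors and quantile normalization centre most genes by construction, so they say nothing about the cause of the rise. Total RNA per cell was not measured, and TPM, scaled to the same total in each library, cannot show a change in it. A broad activation by the treatment stays open and untested.

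The DEGs at the paper's threshold in GBM were not matched by other splits of the same libraries. Of 100 splits only the real 1 gave 1700 or more (the others 116 to 1346, median 249). In spleen 71 of 100 splits gave 168 DEGs or more (range 121 to 2990, median 226). For the interaction 4 of 100 splits gave 1056 genes or more at an unadjusted p under 0.05 (others 160 to 2458). Past the adjusted threshold limma gave 0 genes in GBM, in spleen and for the interaction, and other splits cannot test a count of 0. Between the tissues under IgG2a 10 of 100 splits gave 733 DEGs or more (others 107 to 2253), and 2 of 100 gave 42 genes or more past the adjusted threshold (others 0 to 438). For the lists, 45 of 100 splits gave a camera p as small for the Th1 list in GBM, 7 of 100 for the Th1 list in spleen and 83 of 100 for the Treg identity list in GBM.

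The larger number of DEGs in GBM than in spleen may reflect a larger spread between splenic libraries, whose median residual SD was 1.56 against 1.28 in GBM. With the GBM fold changes laid on the splenic residuals, 1143 of 5795 genes passed the paper's threshold, against 168 in spleen. With their own spread 1413 of these genes passed in GBM, and 74.1% of them still passed on the splenic residuals. The median standard errors were close, 0.80 in spleen and 0.74 in GBM. This argues against the larger spread as the whole cause. A part in it cannot be told apart from a smaller effect in spleen, because estimated fold changes carry noise of their own.

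The proteins that the paper measured in GBM Treg cells by flow cytometry had these changes in RNA after αPD1 + αGITR. The log2 fold change was 0.21 for *Ikzf2*, which encodes Helios (exact permutation p = 0.537), 0.17 for *Il10* (exact permutation p = 0.843) and -0.16 for *Tgfb1*, whose means lay below the filter (exact permutation p = 0.878). It was -1.14 for *Nt5e*, which encodes CD73 (exact permutation p = 0.0619), and 0.22 for *Izumo1r*, which encodes FR4 (exact permutation p = 0.749). None of the 5 passed 0.05. Under TMM-type factors the signs of *Ikzf2*, *Il10* and *Izumo1r* were negative (-0.49, -0.29 and -0.48).

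The other gene lists had these median log2 fold changes after αPD1 + αGITR in GBM Treg cells, with p from camera adjusted over 12 lists: T cells in general 0.69 (15 of 15 genes higher, adjusted p = 0.0918), cell cycle 1.15 (13 of 14 higher, adjusted p = 0.0918), erythroid -1.51 (adjusted p = 0.0918), candidate tumor genes -1.01 (adjusted p = 0.0918), housekeeping 0.43, immediate early and stress 0.84, B cells 1.80 (2 genes), neurons and glia -0.66 and sex-linked -0.15. In spleen the medians were 0.31 for T cells in general, 0.31 for Treg identity, 0.95 for the cell cycle (adjusted p = 0.00452), 1.73 for erythroid genes (adjusted p = 0.00452), 0.13 for housekeeping, 0.043 for B cells, 0.44 for neurons and glia and 0.077 for sex-linked genes. The immediate early and stress list in spleen had a median of -0.14 and a mean of 0.18, and the macrophage and microglia list a median of -0.053 and a mean of 0.069, so median and mean differ in sign. The splenic calls for the cell cycle and erythroid lists did not hold in fry. Their direction was not examined under each scaling.

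Between the tissues under IgG2a the medians were 3.08 for the Th1 list (17 of 17 genes higher in GBM, adjusted p = 8.37e-15), 2.51 for Treg identity (adjusted p = 1.52e-07), -3.80 for erythroid genes (adjusted p = 3.23e-08), 2.30 for candidate tumor genes (adjusted p = 0.0358), 1.51 for the cell cycle (adjusted p = 0.0382) and 1.00 for housekeeping (adjusted p = 0.0315). The neurons and glia list, with 3 genes, passed at an adjusted p of 0.0382. In fry, without adjustment over the lists, only the calls for Th1, Treg identity, and neurons and glia held. The Treg identity list had 14 genes past 0.05 adjusted over the list alone and 4 over all genes, and the study names part of both lists for these libraries. The medians were 0.70 for T cells in general, -0.41 for B cells, 0.64 for sex-linked genes and -0.58 for immediate early and stress genes, whose mean was 0.17 and so differs in sign. In the interaction the erythroid list had a median of -2.78 (adjusted p = 0.00908, not held in fry), the Th1 list -0.11 (mean 0.15) and the Treg identity list -0.041 (mean 0.15), the last 2 with a different sign of median and mean. No other list passed there. The CD8 T cell and NK lists had at most 1 gene past the filter in each comparison, and were not tested. These lists were not used to assign any signal to a cell type beyond the tests given with their values.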
